# Analysis of long-range chromatin contacts, compartments and looping between mouse embryonic stem cells, lens epithelium and lens fibers

**DOI:** 10.1186/s13072-024-00533-x

**Published:** 2024-04-20

**Authors:** Michael Camerino, William Chang, Ales Cvekl

**Keywords:** Chromatin, CTCF, Differentiation, DNA looping, ES cells, Hi-C, lens, Pax6, Topologically associated domains

## Abstract

**Background:**

Nuclear organization of interphase chromosomes involves individual chromosome territories, “open” and “closed” chromatin compartments, topologically associated domains (TADs) and chromatin loops. The DNA- and RNA-binding transcription factor CTCF together with the cohesin complex serve as major organizers of chromatin architecture. Cellular differentiation is driven by temporally and spatially coordinated gene expression that requires chromatin changes of individual loci of various complexities. Lens differentiation represents an advantageous system to probe transcriptional mechanisms underlying tissue-specific gene expression including high transcriptional outputs of individual crystallin genes until the mature lens fiber cells degrade their nuclei.

**Results:**

Chromatin organization between mouse embryonic stem (ES) cells, newborn (P0.5) lens epithelium and fiber cells were analyzed using Hi-C. Localization of CTCF in both lens chromatins was determined by ChIP-seq and compared with ES cells. Quantitative analyses show major differences between number and size of TADs and chromatin loop size between these three cell types. In depth analyses show similarities between lens samples exemplified by overlaps between compartments A and B. Lens epithelium-specific CTCF peaks are found in mostly methylated genomic regions while lens fiber-specific and shared peaks occur mostly within unmethylated DNA regions. Major differences in TADs and loops are illustrated at the ~ 500 kb *Pax6* locus, encoding the critical lens regulatory transcription factor and within a larger ~ 15 Mb WAGR locus, containing *Pax6* and other loci linked to human congenital diseases. Lens and ES cell Hi-C data (TADs and loops) together with ATAC-seq, CTCF, H3K27ac, H3K27me3 and ENCODE *cis*-regulatory sites are shown in detail for the *Pax6*, *Sox1* and *Hif1a* loci, multiple crystallin genes and other important loci required for lens morphogenesis. The majority of crystallin loci are marked by unexpectedly high CTCF-binding across their transcribed regions.

**Conclusions:**

Our study has generated the first data on 3-dimensional (3D) nuclear organization in lens epithelium and lens fibers and directly compared these data with ES cells. These findings generate novel insights into lens-specific transcriptional gene control, open new research avenues to study transcriptional condensates in lens fiber cells, and enable studies of non-coding genetic variants linked to cataract and other lens and ocular abnormalities.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13072-024-00533-x.

## Introduction

Transcriptional regulation of individual genes is primarily mediated by sequence-specific DNA-binding transcription factors bound to promoters and distal enhancers, local recruitment of specific chromatin remodeling enzymes/complexes, and generation of specific combinations of local histone posttranslational modifications (PTMs) that either facilitate or inhibit formation of molecular interactions required for active transcription. These regulatory mechanisms operate in the context of cell type-specific 3D-organization of the nucleus [1–3]. DNA organization involves individual chromosome territories, transcriptionally active and inactive chromatin domains, TADs, and chromatin loops of various sizes [2]. Thus, chromatin folding is critical for compacting DNA within the nuclear space and provides platform for transcription coupled with RNA splicing, DNA replication, DNA repair, and regulation of chromosome structure and maintenance [1]. Phase separation to generate nuclear condensates is now considered as the driving force of chromatin folding [1–3].

Interphase chromosomes have discrete territories within the nucleus [4, 5]. It has been shown that active gene expression and chromatin state is correlated with positioning of individual loci within the nucleus. Active transcription primarily occurs towards the center, whereas transcriptionally inactive heterochromatin is positioned toward the nuclear periphery [6–8]. The major features of higher-order genome organization are driven by the functional status of the genome including distribution of molecular complexes regulating transcription and other processes in a self-organizing system. In turn, architectural features of the genome modulate its function [2]. A series of studies have shown that the genome organization is cell-type specific and directly linked to tissue-specific transcription [3, 9–12]. Recent studies based on chromatin structural modeling suggest fast chromatin dynamics including promoter-enhancer loops [13]. Studies focused on individual cell types during embryonic development are thus important for our understanding how chromatin structure relates to the genome function.

Regulation of long-range chromatin interactions is mediated by structural maintenance complexes (SMCs) including cohesin and condensin [14–16]. The multifunctional sequence-specific DNA-binding transcription factor CTCF is the most prominent protein defining boundaries of the extruded loops [17–20]. CTCF is comprised from centrally-located 11 zinc-fingers [21] with five (ZF3-7) and two (ZF1 and ZF10) of them involved in DNA and RNA binding, respectively [22–24]. Both the N- and C-terminal portions of CTCF contain intrinsically disordered regions (IDRs) [25]. Within the interphase chromosomes, TADs are formed at scale of several hundred kilo base pairs (kb) through loop-extrusion mechanism involving ATP-dependent molecular motor activity of the cohesin complex comprised of SMC1, SMC3, RAD21, and SCC3 subunits [26, 27]. Mapping of in vivo CTCF chromatin binding using ChIP-seq together with its gene loss-of-function studies revealed an unexpected complexity of downstream effects regarding promoter-enhancer interactions, chromatin looping and transcription, and variable dependence of these processes on both CTCF and cohesion [20, 28–31]. Super-resolution imaging revealed CTCF clusters of 4–8 molecules with approximately a quarter of them coupled with 3–15 cohesin molecules that are separated from RNA polymerase II clusters showing that cohesin and transcription have contrasting functions in CTCF clustering [32].

High-throughput chromosome conformation capture (Hi-C) employs a chromosome conformation capture (3 C) technique coupled with next generation DNA sequencing and is currently used to generate organizational maps of chromatin interactions of individual tissues [33, 34]. This approach allows for high-throughput and unbiased data analysis of chromatin organization at a resolution under 10 kb [35]. Hi-C allows detection of compartmentalization status defined as “active compartments A” and “inactive compartments B”, TADs, and inter/intra chromosomal interactions [36, 37]. Combined with CTCF DNA-binding data via ChIP-seq, ATAC-seq data and relevant histone PTMs, Hi-C proves to be a powerful tool in identifying novel candidate promoter-enhancer interactions [38–40].

Embryonic development generates over 400 different basic cell types in the mammalian body from a single fertilized egg [41]. Ocular lens is a unique avascular tissue comprised from two types of cells of common origin from the anterior pre-placodal ectoderm called lens epithelium and lens fibers [42–45]. The anterior portion of the lens is comprised of an epithelial cell layer. Epithelial cells at the equatorial zone divide, migrate and differentiate into secondary fiber cells forming outer layers of the lens fiber cell compartment. Within the lens fiber cell compartment, lens transparency requires formation of organelle free zone (OFZ) to prevent light scattering with major consequences for gene expression control [46]. Between E16.5 to E18.5 of mouse embryonic development, lens fiber cell denucleation includes changes of the nuclear shape and size reduction, chromatin condensation [47], transfer of nuclear proteins into the cytoplasm, up-regulation of lens-specific acidic DNase IIβ, phosphorylation of nuclear lamin A and C proteins by Cdk1, and culminating in abrupt disintegration of the individual nuclei within the centrally located “primary” lens fiber cell compartment [48–52]. Surprisingly, nascent crystallin gene expression remains at their maximal levels in these reorganizing nuclei [51]. At steady state levels, expression of crystallin genes ranks among the highest of any biological system found in nature, only comparable to globin genes in red blood cells [53]. Disrupted lens fiber cell denucleation results in both congenital and cortical cataracts [54–56].

A systematic analysis of the spatial and temporal organization of the genome is conducted by the four-dimensional nucleome (4DN) consortium [57]; however, no studies of the ocular cells are included. In the eye, earlier Hi-C studies analyzed mouse neural retina at different developmental stages [58], human adult neural retina [59] and human corneal limbal cells [60]. In the lens, temporal regulation of promoter-enhancer looping within the mouse αA-crystallin locus analyzed by 3 C also revealed two shadow enhancers [61]. To examine global 3D nuclear organization of the lens, we performed Hi-C and CTCF ChIP-seq using microdissected newborn mouse lenses and included ES cells for direct comparative analyses. Our earlier RNA-seq, ATAC-seq and whole genome bisulfite sequencing (WGBS) data from similar samples [62–64] serve for direct integration with nucleome mapping tools. ChIP-seq data including Pax6, RNA polymerase II and histone PTMs from newborn lens chromatin are also available [53, 65] for extended analyses. The main findings show local functional differences in nuclei from the lens epithelium compared to lens fibers and marked differences compared to ES cells and localization of majority of crystallin loci outside of chromatin loops.

## Results

### Hi-C sequencing identifies chromatin reorganization in differentiating lens

To examine nucleome dynamics between the newborn mouse lens epithelial and fiber cells, we employed deep Hi-C sequencing. Parallel studies included mouse ES cells as a reference as it represents “ground” state of embryonic development and chromatin organization [9, 66]. A schematic of project workflow is shown in Fig. 1. To elucidate lens cell-type specific changes in chromosome organization, we initially investigated chromatin looping, TADs, compartments A and B, and chromatin state. With a total of 4.55 billion read pairs generated in ES cells, lens epithelium and lens fiber cells (1.48, 1.57, 1.50 billion read pairs, respectively), we detected 1.93 billion Hi-C contacts (Additional File 1: Table S1). 

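Hi-C was performed on mouse ES cells and on the epithelium and fiber cells microdissected from newborn lenses at postnatal day 0.5, with 2 replicates of each. Each lens replicate came from 30 lenses and each ES cell replicate held 2000000 cells, all crosslinked with 2.0% formaldehyde. The depth is known from the paper's Table S1. It lists 643212694 Hi-C contacts in ES cells, 588062973 in lens epithelium and 699140483 in lens fiber cells, of which it counts 330476085, 225069572 and 310449140 as long range. The authors merged the replicates and deposited 1 list of chromatin loops, called by HiCCUPS with anchors of 5, 10 or 25 kb, and 1 list of TADs, called by Arrowhead, for each cell type. A loop is listed with its anchors, its observed count of contacts, the counts expected from its surroundings and its false discovery rates. With 1 pooled list per cell type there was no replicate error, and no test between cell types was made. The 95% intervals given here are Wilson intervals for shares and come from 2000 bootstrap draws for means and medians. They cover counting error only. The size of a loop was taken as the distance between the midpoints of its anchors, and a loop was called shared when both midpoints lay within 10 kb of those of a loop in another list. Coordinates are those of the deposited lists, counted from 1. The text of the paper names no genome assembly for them. Gene names come from the gene table of assembly GRCm38.p6, used only to say which gene a feature lies in or near. With that table, 7.60% of the CTCF summits of lens fiber cells lay within 500 bp of a gene end, and between 2.01% and 3.11% did when all summits were moved along the chromosomes. The difference was smaller in lens epithelium, with 3.95% against 1.92% to 2.90%. The share without a move was higher on 15 of 20 chromosomes in lens epithelium and on 20 of 20 in lens fiber cells.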

Combining both biological replicates of ES cells, lens epithelium and lens fiber cells generated similar total number of 643.2, 588.0, and 699.1 million individual Hi-C contacts, respectively. The ES cells showed a far lower proportion of inter-chromosomal contacts (10.8%) compared to both lens epithelium (24.1%) and lens fiber cells (32.2%) (Additional File 1: Table S1). To determine the predicted resolution of the contact maps we used HiCRes [67]. When filtering out reads with MAPQ < 30 ESCs, lens epithelium, and lens fiber cells, all had a similar predicted resolution of 2.69–3.32 kb using 545–595 million read pairs (Additional File 2: Fig. S1). For A/B compartment analysis, dcHiC procure was used [68]. As expected, principal component analysis (PCA) on A/B compartment status shows both lens cell types clustered together and separated from ES cells (Fig. 1).

**Fig. 1:**
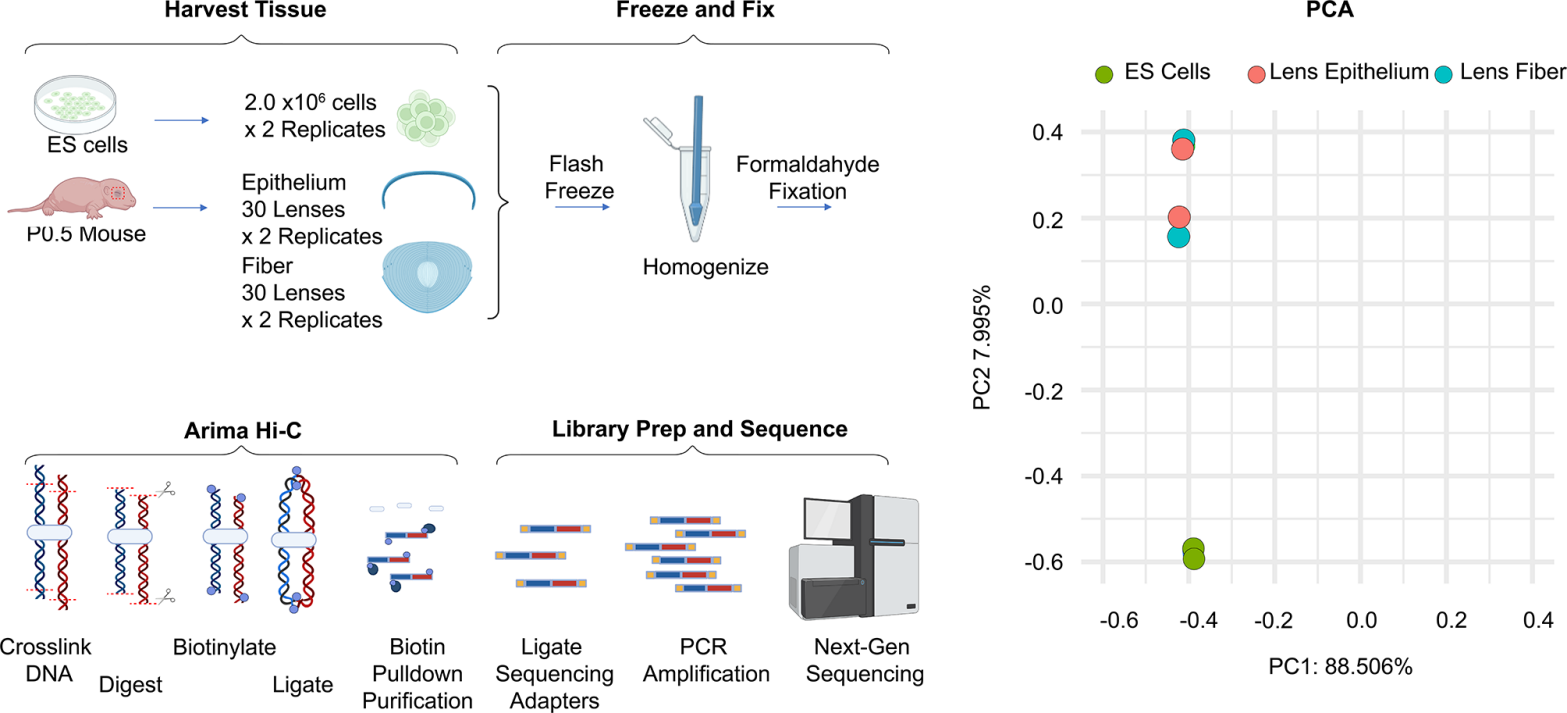
Tissues and experimental design of the Hi-C study. Lenses were harvested from newborn (P0.5) mice and microdissected into epithelium and fiber cells (30 lenses x 2 replicates). Mouse ES cells were harvested near ~ 80% confluency (2.0 × 106 cells x 2 replicates). Cells were crosslinked and processed according to Arima’s library preparation protocol. Chromatin contact maps were generated using the ENCODE pipeline. Differential compartment A/B analysis was performed using dcHiC (see Materials and Methods). The principal component analysis (PCA) on compartmental eigenvectors shows that both lens cells are distinct from the ES cells

### Large scale changes in chromatin domains during lens cell differentiation

First, to demonstrate differences between ES cells and both lens cells at the chromosomal (250 kb resolution) and the locus level (10 kb resolution), interaction maps of chromosome 3 are displayed in Fig. 2a. For example, there are notable differences in contact density and long-range chromatin interactions (denoted by arrows) such as within the chr3: 67,000,000–75,000,000 regions between the ES and both lens cells (Fig. 2b).

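Between 67000000 and 75000000 on chromosome 3, the lists held 14 loops in ES cells, 13 in lens epithelium and 13 in lens fiber cells. Their median sizes were 225, 425 and 275 kb. No ES cell loop in this segment was longer than 1 Mb, and the longest, of 720 kb, ran from 69020001 to 69750000. Each lens list held 2 loops above 1 Mb. The longest spanned 2950 kb in lens epithelium, from 70090001 to 73050000, and 2940 kb in lens fiber cells, from 70100001 to 73050000. There were 3, 2 and 4 TADs in the segment in ES cells, lens epithelium and lens fiber cells.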

**Fig. 2:**
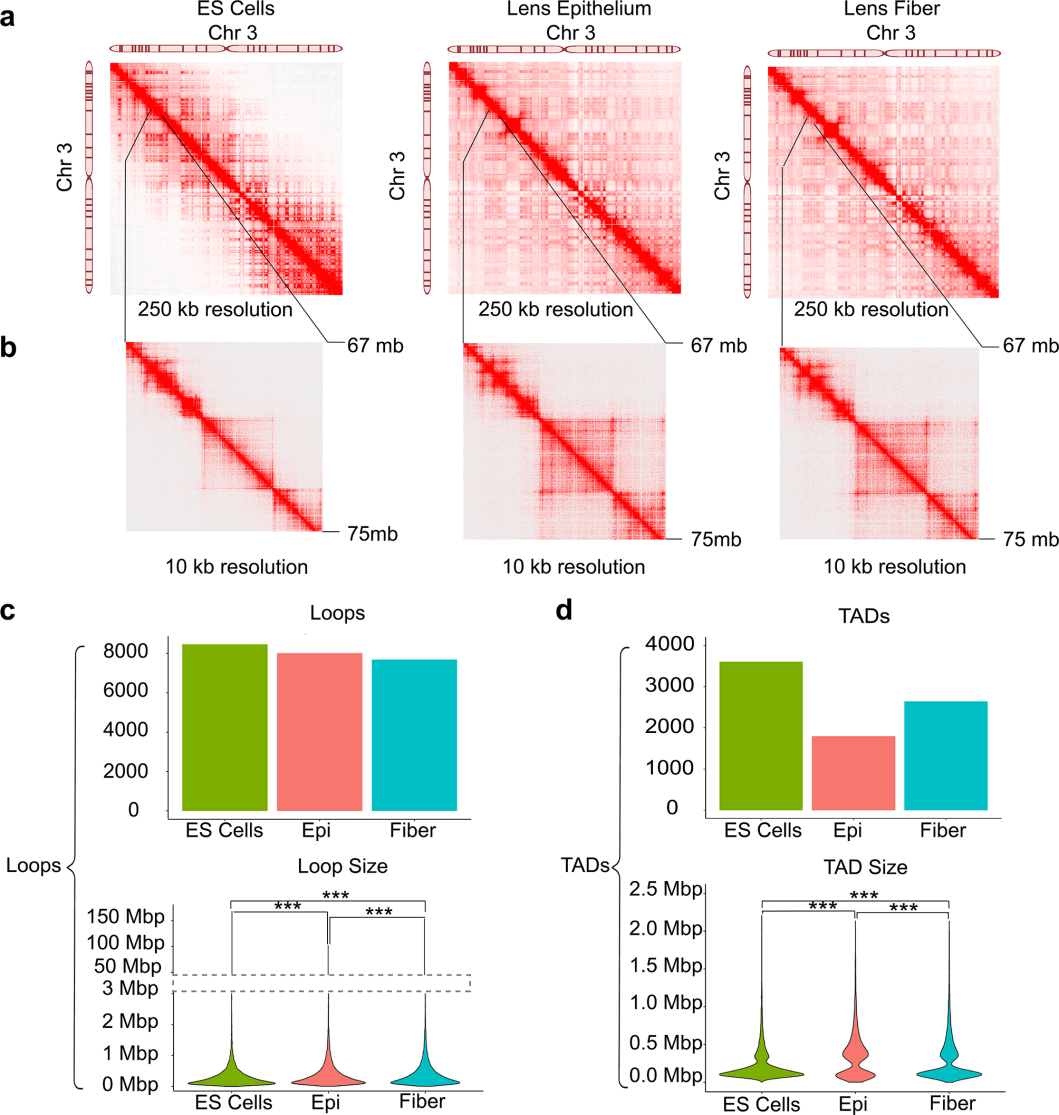
Mapping of chromatin loops and TADs in ES and lens cells. **(a)** Interaction maps of chromosome 3 generated from ES, lens epithelium and lens fiber cells. Interactions shown are over the span of ~ 160 Mb and are binned at 250 kb resolution. **(b)** Magnified view of a representative segment of 67–75 Mb on chromosome 3 showing marked differences in chromosome interactions between ESCs and lens cells. Interactions shown are binned at 10 kb resolution. **(c)** Distribution of loop sizes called in ES, lens epithelium and lens fiber cells, respectively. Dashed lines connect scale ranges to show all data points. **(d)** Number of TADs called in ES, lens epithelium and lens fiber cells including their median TAD sizes: 145, 135 and 335 kb, respectively. Significance bars denoted with asterisks: *p* ≤ 0.05, *p* ≤ 0.01 and *p* ≤ 0.001 denoted as *, **, *** respectively

Next, we performed comparative analyses of chromatin loops and TADs. 

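Of the 8459 loops of ES cells, 3350 were called with anchors of 5 kb, 3044 with anchors of 10 kb and 2065 with anchors of 25 kb. The 8005 loops of lens epithelium were made up of 1467, 3206 and 3332 loops at these widths, and the 7682 loops of lens fiber cells of 1226, 3163 and 3293. Lens epithelium shared 4441 loops with lens fiber cells (55.5%, 54.4 to 56.6) and 3036 with ES cells (37.9%, 36.9 to 39.0). Lens fiber cells shared 57.8% (56.7 to 58.9) with lens epithelium and 38.1% (37.0 to 39.2) with ES cells. The share in common with the other lens cell type was 1.46 times that with ES cells for lens epithelium and 1.52 times for lens fiber cells. Requiring both anchors to overlap moved these ratios most, to 1.59 and 1.64.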

While similar number of loops were found between ES cells (*n* = 8,459), lens epithelium (*n* = 8,005) and lens fiber cells (*n* = 7,682), loop sizes and their distribution varied greatly. 

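The mean loop size was 988 kb in ES cells (95% interval 881 to 1100), 581 kb in lens epithelium (514 to 655) and 597 kb in lens fiber cells (521 to 680). The median was 220 kb (215 to 225), 250 kb (250 to 260) and 270 kb (260 to 275). The ES cell mean was thus 1.70 times that of lens epithelium (1.44 to 2.01) and 1.66 times that of lens fiber cells (1.39 to 1.97), while the ratios of the medians were 0.880 and 0.815. The mean depended on the anchor width. Among loops with 25 kb anchors its ratio was 3.79 against lens epithelium and 3.44 against lens fiber cells. Among loops with 5 kb anchors its ratio was 0.684 (0.390 to 1.19) and 0.535 (0.296 to 1.02), with intervals that reached 1. The ratio of the medians exceeded 1 among loops with 10 kb anchors (1.22 and 1.16) and with 25 kb anchors (1.25 and 1.18). Without the loops over 20 Mb, the ratio of the means was 1.24 and 1.19.

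**Figure D1:**
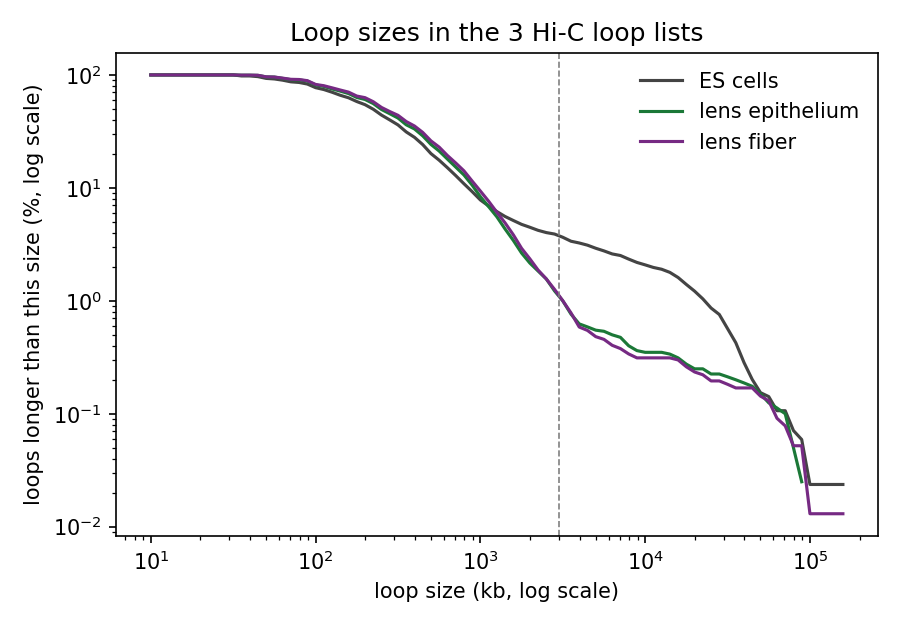
Share of loops (%, log axis) that are longer than the size on the horizontal axis (kb, log axis), with 1 line each for ES cells, lens epithelium and lens fiber cells and a dashed line at 3 Mb. At 3 Mb the ES cell line lies at 3.72%, and the lens lines lie at 1.05% and 1.07%.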

ES cells had a significantly higher mean loop size (989 kb) compared to the lens epithelium (582 kb) and lens fiber cells (581 kb) but all shared similar median sizes (220, 250 and 269 kb, respectively), indicating a higher proportion of long-range loop formations in ES cells (Fig. 2c). This is consistent with previous studies, showing that these interactions are reorganized after individual cell-fate specific differentiation programs [69–71]. ES cells had the largest number of TADs (*n* = 3,604) compared to both lens epithelium (*n* = 1,796) and lens fiber cells (*n* = 2,641). 

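Arrowhead listed 3604 TADs in ES cells, 1796 in lens epithelium and 2641 in lens fiber cells. The number in ES cells was 2.01 times that in lens epithelium and 1.36 times that in lens fiber cells, and lens fiber cells had 1.47 times as many as lens epithelium. This order held on all 20 chromosomes compared (1 to 19 and X). Most of the difference lay among small TADs, since 1225, 1058 and 1109 TADs of at least 200 kb were listed in ES cells, lens epithelium and lens fiber cells. Above 300 kb, a limit chosen after the sizes were seen, the order turned, with 905, 1058 and 1106 TADs.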

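The median TAD spanned 145 kb in ES cells (95% interval 140 to 150), 135 kb in lens fiber cells (130 to 140) and 335 kb in lens epithelium (330 to 345). The mean TAD size was 233 kb in ES cells, 299 kb in lens fiber cells and 350 kb in lens epithelium. TADs smaller than 200 kb made up 66.0% of the list in ES cells, 58.0% in lens fiber cells and 41.1% in lens epithelium. The epithelium list had no TAD between 165 and 305 kb, and the fiber list had 3 between 200 and 300 kb, where the ES cell list had 320. Among TADs of at least 200 kb, the medians came to 375 kb in ES cells, 455 kb in lens fiber cells and 442.5 kb in lens epithelium, so that the ratio of epithelium to fiber medians went from 2.48 to 0.973.

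**Figure D2:**
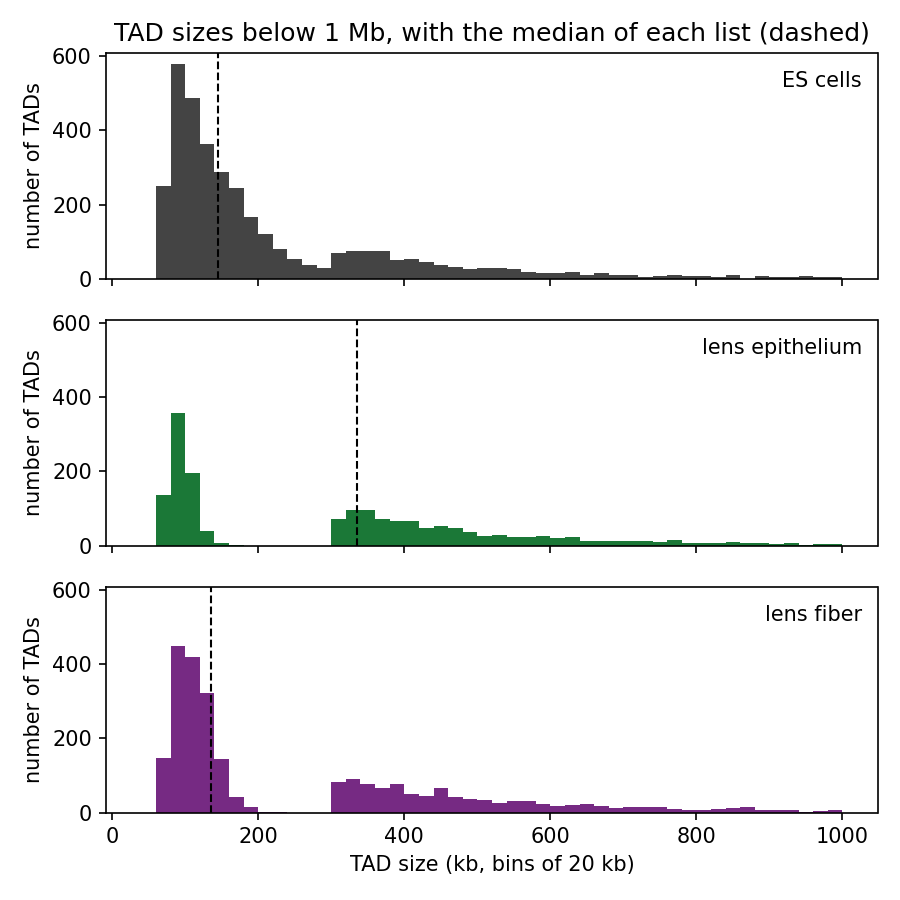
Number of TADs in bins of 20 kb by TAD size (kb, up to 1 Mb), in 1 panel for each of ES cells, lens epithelium and lens fiber cells, with the median as a dashed line. The median falls within the smaller TADs in ES cells and lens fiber cells and within the larger ones in lens epithelium.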

Interestingly, ES and lens fiber cells shared similar median TAD sizes (145 and 135 kb, respectively), whereas lens epithelium median TAD size was more than 2-fold larger (335 kb), indicating reorganization of the nucleome during lens epithelial to fiber cell transition (Fig. 2d). Cell type-specific chromatin loop and TAD size trends are mostly consistent across each individual 20 chromosomes (Additional File 2: Fig. S2). 

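On 15 of 20 chromosomes the mean loop was larger in ES cells than in lens epithelium, and on 17 it was larger than in lens fiber cells. The median loop was larger in lens epithelium than in ES cells on 18 chromosomes and larger in lens fiber cells than in ES cells on 20. For TADs, the mean size was larger in lens epithelium than in lens fiber cells, and larger in lens fiber cells than in ES cells, on every one of the 20. The order of the median TAD size varied more. It was higher in lens epithelium than in ES cells on 16 chromosomes and higher than in lens fiber cells on 17, and it was higher in lens fiber cells than in ES cells on 6.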

Next, chromosome 1 is shown to illustrate the difference in long-range loop formations in ESCs (Fig. 3a) compared to both lens cells (Fig. 3b-c). 

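Chromosome 1 carried 572 loops in ES cells, 569 in lens epithelium and 533 in lens fiber cells. Of these, 34 were longer than 3 Mb in ES cells and 10 in each lens cell type. The mean loop on this chromosome measured 1529 kb, 1018 kb and 951 kb, and the medians were 270, 300 and 320 kb. The longest loop was 80850 kb in ES cells, 99035 kb in lens epithelium and 99050 kb in lens fiber cells. The chromosome held 232, 127 and 187 TADs. From the higher mean and the similar medians of loop size, the paper reasons that a higher proportion of the loops are long-range in ES cells than in lens cells.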

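Loops longer than 3 Mb numbered 315 in ES cells, or 3.72% of the list (3.34 to 4.15). Lens epithelium had 84 (1.05%, 0.848 to 1.30) and lens fiber cells had 82 (1.07%, 0.861 to 1.32). The share in ES cells was 3.55 times that in lens epithelium (2.80 to 4.51) and 3.49 times that in lens fiber cells (2.74 to 4.44). More loops of this length were found in ES cells than in lens epithelium on 18 chromosomes of 20. Most of those in ES cells, 255, had anchors of 25 kb, against 49 in lens epithelium and 53 in lens fiber cells. With loops of 25 kb anchors alone, the ratios were 8.40 and 7.67. The ratios moved most among loops with 5 kb anchors, where the order was reversed, with 18 in ES cells, 19 in lens epithelium and 15 in lens fiber cells, and ratios of 0.415 and 0.439.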

Genome wide loop calling shows a near 4-fold difference in chromatin loop size > 3 Mb in ES cells (*n* = 315) compared to both lens epithelium (*n* = 84) and lens fiber cells (*n* = 82). For statistical analysis of genome wide loop and TADs for every chromosome, see Additional File 7: Table S2. Though loop size distributions vary between ES and lens cells, genome wide loop anchor annotations show similar proportions of contacts mapped to exons, intergenic regions, introns and promoters (Additional File 2: Fig. S3).

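The midpoint of 7314 of the 16918 anchors of ES cells lay outside all annotated genes, which is 43.2% (42.5 to 44.0). In lens epithelium, 7017 of 16010 did (43.8%, 43.1 to 44.6), and in lens fiber cells 6753 of 15364 (44.0%, 43.2 to 44.7). Exons, introns and promoters were not separated here, since the gene table used gives no strand and no exons.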

**Fig. 3:**
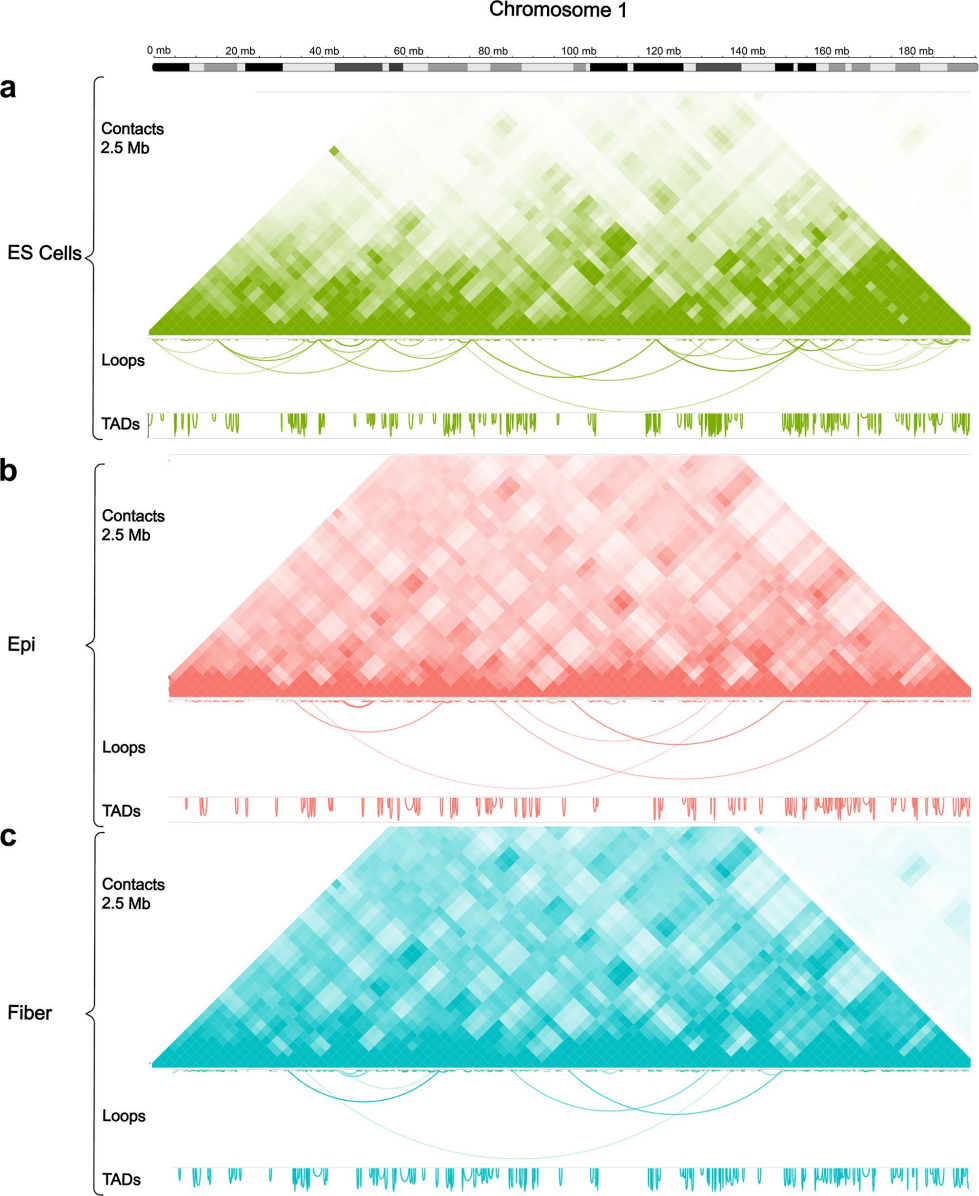
Differences between the number and distribution of long-range chromatin loops pertinent to entire chromosome 1 in ES and lens cells. Chromatin contact map showing TAD and loop size distribution along chromosome 1 in **(a)** ES cells (572 loops and 232 TADs), **(b)** Lens epithelium (569 loops and 127 TADs), and **(c)** Lens fiber cells (533 loops and 187 TADs). Contact interactions are binned at 2.5 Mb resolution. Genome wide loop calling shows larger number of loops > 3 Mb in ES (*n* = 315) compared to both lens epithelium (*n* = 84) and lens fiber cells (*n* = 82)

Given the most prominent role of DNA-binding transcription factor Pax6 in lens progenitor lens cell formation, separation of the lens vesicle from the surface ectoderm and formation of lens epithelium and lens fibers [72, 73], we used the ~ 500 kb *Pax6* locus as the model to visualize individual chromatin loops. Importantly, human PAX6 locus is located within a larger 7 Mb genomic WAGR (Wilms tumor, aniridia, genitourinary malformation and mental retardation syndromes) region, where large deletions and mutations including *WT1*, *RCN1*, *PAX6*, *PAX6OS1* and *ELP4* loci cause interrelated human diseases affecting kidney, eye, brain and genitals [74, 75]. Here we identified one notable long-range interactions between the mouse Pax6 promoter region with *Wt1* (~ 540 kb, Fig. 4a) and *Meis2* (~ 10.3 Mb, data not shown) within ES cells that was not found in lens cells (Fig. 4b-c). 

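In ES cells, a loop of 545 kb joined an anchor at Wt1 and Wt1os, from 105125001 to 105130000 on chromosome 2, to one at Pax6 and Pax6os1, from 105670001 to 105675000. It was supported by 31 observed contacts and had no counterpart in either lens list within 25 kb. A loop of 10375 kb joined Pax6 and Meis2 in ES cells and in neither lens cell type. Loops with an anchor over Pax6 reached up to 31000 kb in ES cells, 500 kb in lens epithelium and 525 kb in lens fiber cells.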

Interestingly, *Meis2* encodes another transcription factor directly regulating Pax6 expression via multiple distal enhancers [76]. These interactions are in agreement with other ES Hi-C data sets [17, 66]. 

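In the window drawn in Fig. 10, 4 loops had both anchors in ES cells, 11 in lens epithelium and 9 in lens fiber cells. Anchors over the Pax6 gene were joined in lens epithelium to Dcdc5, by loops of 400 and 500 kb, to Elp4, by a loop of 100 kb, and to a site in Pax6os1 at 105610001, by the loop of 50 kb that all lists contained. In lens fiber cells Pax6 was joined to Dcdc5 by loops of 410 and 525 kb and to the same site in Pax6os1.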

As expected, the *Pax6* locus shows dramatic changes in chromatin reorganization in both lens epithelium (Fig. 4b) and lens fiber cells (Fig. 4c), making contacts with both up- and down-stream proximal and distal enhancers when compared to ES cells. Given the complexity of DNA loops found in these three cell types, expression levels of WAGR genes as well as Pax6os1, Paupar and Wt1os lncRNAs in lens epithelium and fibers are shown in Additional File 2: Fig. S4. Thus, analyses of individual model loci reveal new insights into long-range chromatin loops that can be linked to cell-specific transcription (see below).

**Fig. 4:**
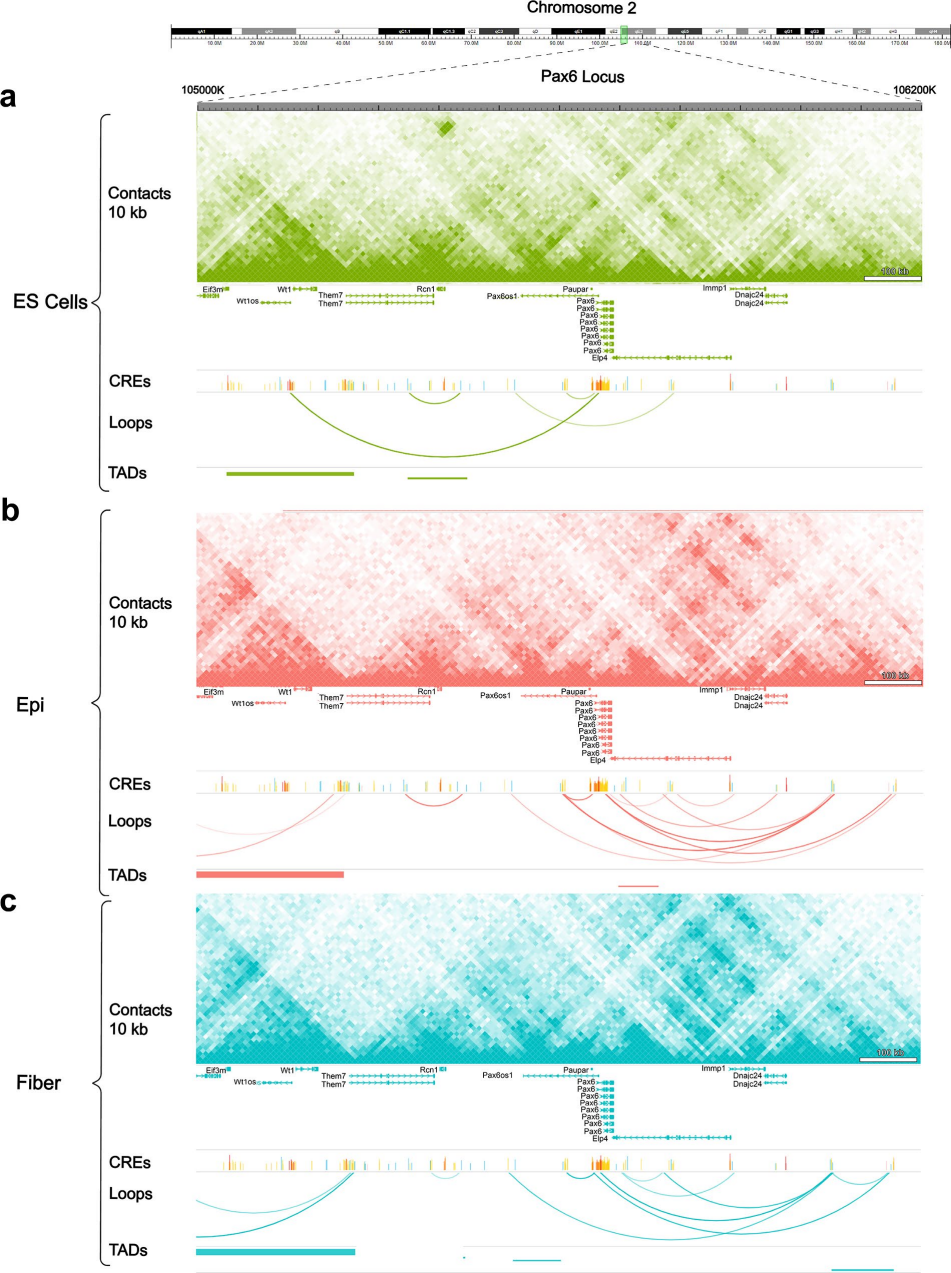
Identification of chromatin loops and TADs at the representative *Pax6* locus. Loops and TADs at the *Pax6* locus (1.4 Mb DNA region of the chromosome 2) show markedly different chromatin interactions in ES compared to both lens cells. **(a)** The *Pax6* locus within the larger WAGR region in ES cells shows long-range chromatin looping between the *Pax6* and *Wt1* loci while very limited activity within the *Pax6* locus. Chromatin looping patterns within the *Pax6* locus are mostly shared between **(b)** lens epithelium and **(c)** lens fiber cells. Contact interactions are binned at 10 kb resolution

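Of the 11 loops of lens epithelium around Pax6, 3 were shared with lens fiber cells and 7 were in no other list. Of the 9 loops of lens fiber cells, 6 were in no other list. Widening the tolerance from 10 to 25 kb gave a fiber counterpart to 3 further epithelium loops, all of them with an anchor over Pax6 and Elp4. The shared loops spanned 50 kb, 300 kb and 560 to 575 kb. With ES cells, lens epithelium shared 2 loops in this window and lens fiber cells 1.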

### Inter/intra-loops, TADs, type of chromatin loops, transcription, and compartment A/B analyses

Next, we examined the relationship between loop anchors and TADs using Juicer tools HiCCUPS and Arrowhead, respectively [77]. We grouped the possible arrangements into four categories: Inter- and intra-loops, loops outside of TAD, and one loop anchor in TAD as schematically shown in Fig. 5a. ES cells showed a higher number of Inter-TAD chromatin loops (*n* = 560) compared to both lens epithelium (*n* = 94) and fiber cells (*n* = 240). 

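Each loop was assigned by the midpoints of its anchors, as intra-TAD when a single TAD held both and as inter-TAD when both lay in TADs but no TAD held both. Inter-TAD loops numbered 415 in ES cells (4.91% of loops, 4.47 to 5.39), 45 in lens epithelium (0.562%, 0.420 to 0.751) and 110 in lens fiber cells (1.43%, 1.19 to 1.72). The share in ES cells was 8.73 times that in lens epithelium and 3.43 times that in lens fiber cells. Intra-TAD loops came to 2617, 2107 and 2257. Asking for the whole anchor inside a TAD gave ratios of 17.0 and 7.49, and counting any overlap with a TAD gave 6.02 and 2.28. With 1 TAD list for all loops, the ratios were 1.22 and 1.17 with the list of ES cells, 2.73 and 2.19 with that of lens epithelium and 2.03 and 1.93 with that of lens fiber cells.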

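Neither anchor lay in a TAD for 4718 loops of lens epithelium (58.9%, 57.9 to 60.0), 3773 of lens fiber cells (49.1%, 48.0 to 50.2) and 3239 of ES cells (38.3%, 37.3 to 39.3). The share in lens epithelium was 1.54 times that in ES cells and 1.20 times that in lens fiber cells. With 1 TAD list used for all loops the difference was smaller. The ratios were 1.10 (1.06 to 1.14) and 1.01 with the list of ES cells, 0.975 and 0.997 with the list of lens epithelium, and 0.966 and 0.9996 with that of lens fiber cells. Loops with 1 anchor in a TAD made up 25.9% in ES cells, 14.2% in lens epithelium and 20.1% in lens fiber cells.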

Lens epithelial cells show the highest number of loops where anchors were not within a TAD boundary (*n* = 4,463) (Fig. 5b). Taken together, these data show major chromatin remodeling in the pathway from ES to lens cells.

**Fig. 5:**
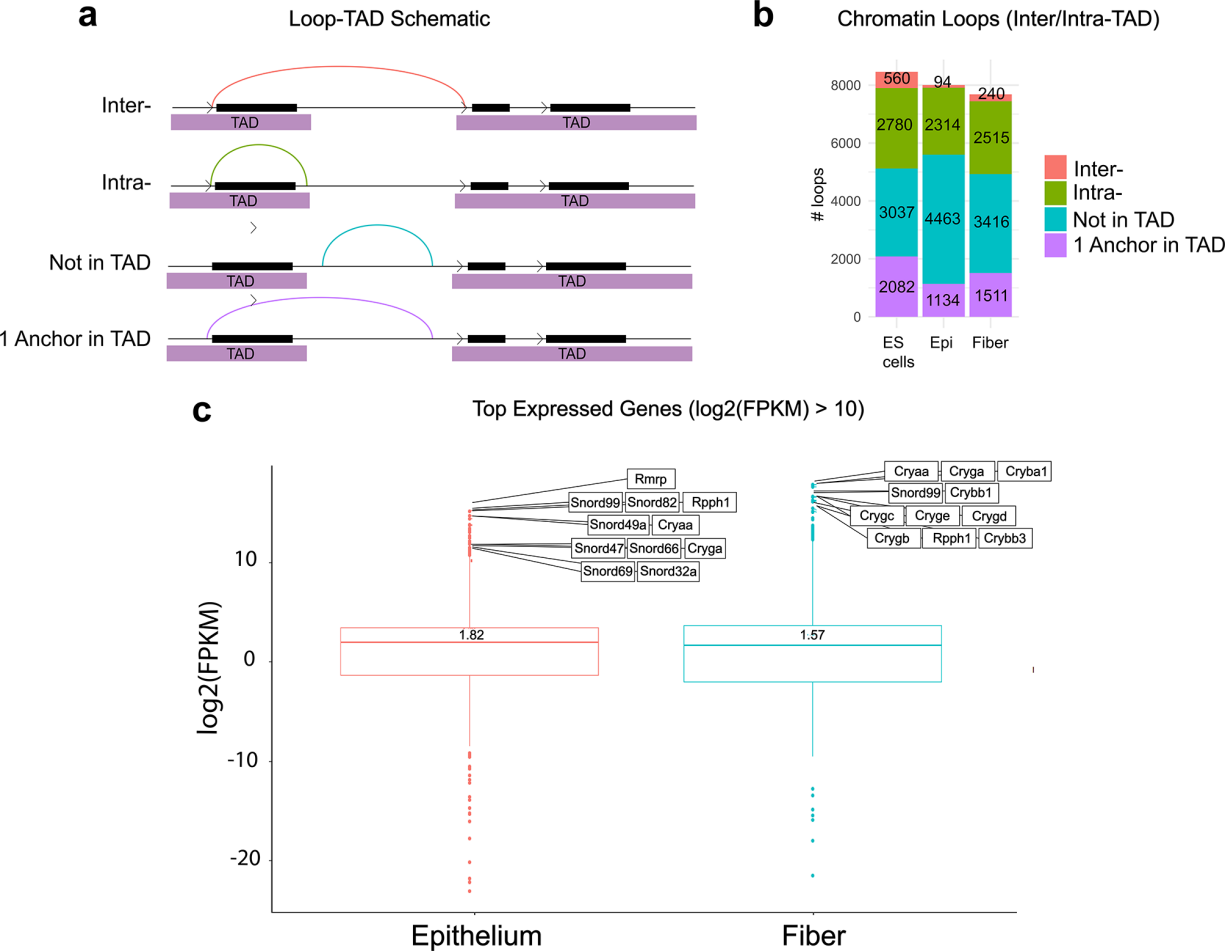
Proportion of inter-/intra-TAD chromatin loops and distribution of RNA expression of individual genes in lens cells. **(a)** Schematic diagram showing four possible loop-TAD anchor arrangements. Inter- is defined where both loop anchors connect two separate TADs. Intra- is defined where both loop anchors are within a single TAD. Loops with anchors that were found between TADs were defined as “Not in TAD”. Loops where one anchor lies within a given TAD and the other lies outside of the TAD were defined as “1 anchor in TAD”. **(b)** Quantitative analysis of four types of chromatin loops. ES cells show a higher number of Inter-TAD chromatin loops (*n* = 560) than lens epithelium (*n* = 94) and fiber cells (*n* = 240). Lens epithelial cells show the highest number of loops where anchors are not within a TAD boundary (*n* = 4,463). **(c)** Boxplot showing top differentially expressed coding and non-coding transcripts with fragments per kilobase of transcript per million mapped reads (FPKM). The top expressed genes in the lens epithelium mostly include small nuclear RNAs and αA-crystallin (*Cryaa)* gene whereas lens fiber cells show high expression of multiple crystallin genes

Lens cells are characterized by robust expression of genes encoding α-, β- and γ-crystallins [53, 64]. Thus, we next analyzed gene expression profiles of newborn lens epithelium and lens fiber cells for comparative analysis with A/B compartment status. Transcriptome profiling reveals that lens epithelium has enrichment for *Cryaa* and *Cryga* crystallin genes and a battery of small-nuclear non-coding RNAs. Lens fiber cells show higher expression (Log2(FPKM) > 10.0) of lens structural genes including five members of the γ-crystalin gene family (Cryga, Crygc, Cryge, Crygd and Crygb), as well as members the β-crystalin family (Cryba1, Crybb1 and Crybb3) (Fig. 5c). Expression of all genes in lens epithelium and lens fiber cells can be found in Additional File 8: Table S3 and Additional File 9: Table S4, respectively.

Additional global analyses of steady-levels of individual RNAs found within compartments A and B are shown in Fig. 6. When cross-referencing transcriptional data with compartment status, we found that both lens epithelium and fiber cells had higher median gene expression levels in compartment A (1.26, 0.854) than in compartment B (0.332, 0.054), respectively (Fig. 6a). Overall, genome wide compartment analysis shows minor differences between lens cell types but marked differences between lens cells and ESCs. The significant differences are denoted by Log10P adjusted values, notably at individual chromosomes 1, 2, 4, 7 11, 13, 14, 18, and 19 (Fig. 6b). We also noted locus specific compartmental changes. For representative loci, the *Pax6* locus introduced above exhibits dramatic changes from compartment B to A downstream of the gene body between ES to lens cells. Pax6 regulates αB- and γF-crystallin gene expression via synergistic action with RARβ/RXRβ heterodimeric transcription factors [78, 79]. The *Rarb* locus (novel cataract risk locus) [80], chromosome 14) also shows compartmental changes within the gene body (Fig. 6c-d). Finally, GO analysis of significant A/B compartment changes (500 unique genes) showed enrichment for terms related to cell morphogenesis, positive regulation of Ras protein signal transduction, homophilic cell adhesion, and response to leukemia inhibitory factor (Additional File 10: Table S5).

**Fig. 6:**
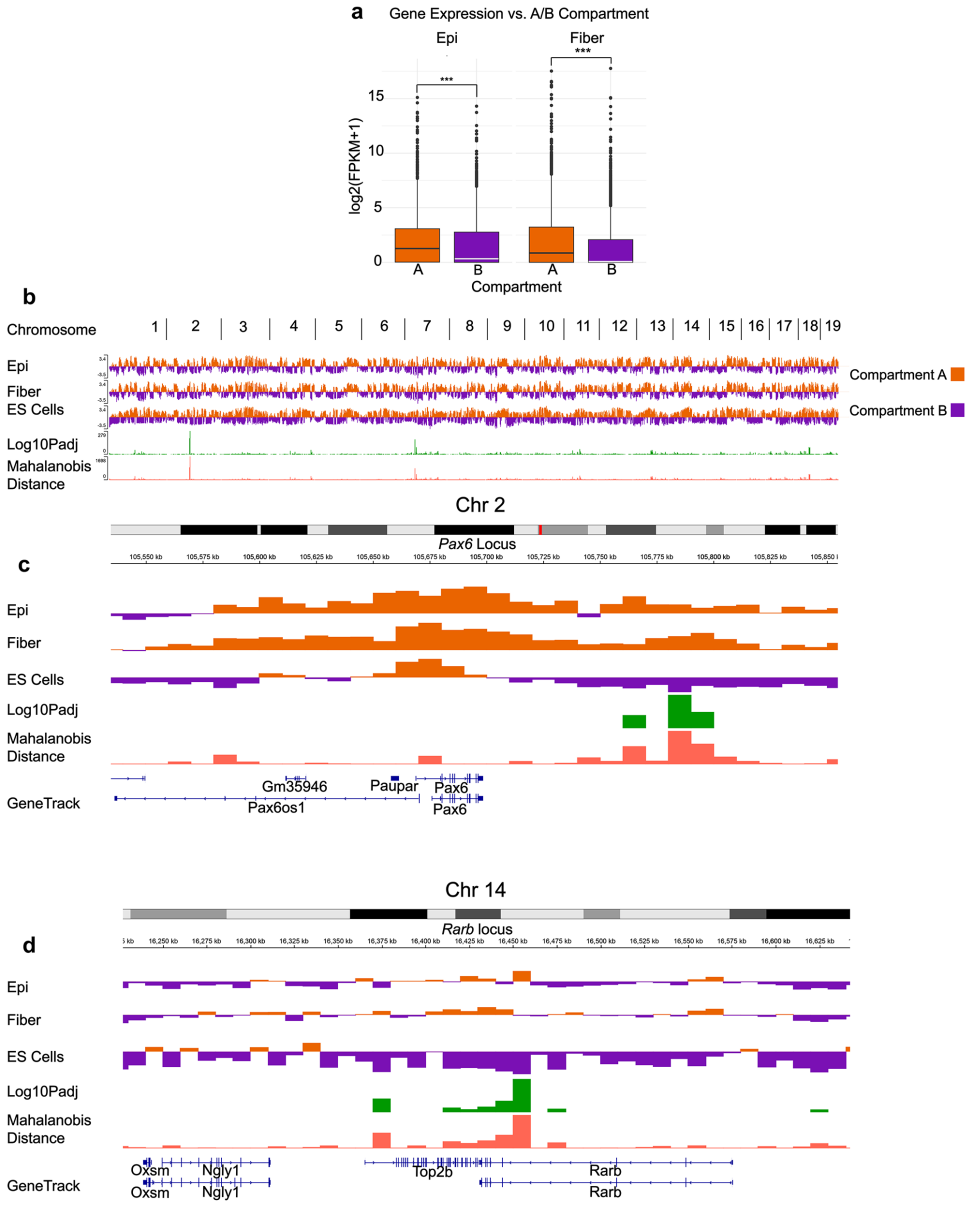
Comparative analysis of compartments A/B between both lens and ES cells. **(a)** Median gene expression of genes in A/B compartments in of lens epithelial (median: A = 1.26, B = 0.332) and lens fiber cells (median: A = 0.854, B = 0.054). **(b)** Genome wide compartment analysis. Two *Pax6* **(c)** and *Rarb* **(d)** loci are used to illustrate regional compartmental changes. Positive Eigen values shown in orange are denoted as “Compartment A”, whereas negative Eigen values shown in purple are denoted as “Compartment B”. Green peaks are show significant differences in A/B compartmental changes between cell types (Log 10 P adjusted of significant Mahalanobis peaks)

To further understand functional roles of genes involved in chromatin looping, we performed GO analysis on loop anchors found within 1 kb upstream and 100 bp downstream of the transcriptional start site (TSS). Promoter contacts from ES cells show high enrichment for biological processes related to embryonic development. Notable terms (Fig. 7a) include pattern specification process (*p* = 3.27 × 10^− 21^), embryonic organ morphogenesis (*p* = 4.45 × 10^− 18^), and cell fate commitment (*p* = 1.92 × 10^− 17^). Notable genes with promoter looping include structural development genes *Runx2*, *Tbx1* and *Lhx1* (Additional File 11: Table S6); however, no data exists on their roles in lens. 

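Without strand in the gene table, promoters could not be told from the other ends of genes, and anchors were set against both ends, from 1 kb outside to 100 bp inside the gene. This rule was chosen after the data were seen. At Tbx1, an anchor overlapped a gene end in ES cells, with 4 loops of 35 to 75500 kb over the gene. Lhx1 also had an anchor at a gene end in ES cells, with 6 loops of 110 to 2150 kb. In ES cells 4 loops of 300 to 625 kb had an anchor over Runx2, none of them at an end of the gene. Lens epithelium had no loop over Tbx1 or Lhx1, and lens fiber cells had 1 and 3.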

There was also promoter looping in important genes related to cell signaling and patterning, including *Wnt5a* [81, 82] and *Shh* [83, 84] (Additional File 11: Table S6), both genes involved in lens development. 

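At Wnt5a, ES cells had 7 loops of 410 to 16175 kb and at Shh 6 loops of 295 to 9350 kb, and at each gene an anchor overlapped a gene end. Wnt5a had 3 loops in lens epithelium and 4 in lens fiber cells, none longer than 925 kb. For Shh, 1 loop of 840 kb was listed in lens epithelium, with an anchor at a gene end, and none in lens fiber cells.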

In lens epithelium, notable GO enrichments were found for terms related to epithelial development including epithelial tube morphogenesis (*p* = 8.61 × 10^− 9^), morphogenesis of a branching epithelium (*p* = 5.21 × 10^− 11^), and Wnt based cell-cell signaling (*p* = 1.98 × 10^− 10^) (Fig. 7b). 

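In lens epithelium, loops of 325 and 400 kb had an anchor over an end of Bmp4. A loop of 40 kb had the midpoint of an anchor at an end of Rara. Both loops over Pax2 in lens epithelium, of 125 and 170 kb, had their anchors away from its ends. ES cells had no loop over Bmp4, 1 loop of 45 kb at Rara and 7 loops of 85 to 1145 kb over Pax2, with an anchor at an end of each of the latter genes.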

Some prominent genes related to epithelial development with promoter looping include *Bmp4*, *Rara*, and *Pax2* [85–87] (Additional File 11: Table S6). There were also genes related to epithelial cell migration (*p* = 5.36 × 10^− 4^) including *Pxn* and *Hdac7* [88, 89] with promoter looping. 

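The midpoint of an anchor lay at an end of Hdac7 in lens epithelium, in a loop of 50 kb, and in lens fiber cells, in loops of 60 to 130 kb. No loop over Hdac7 was listed in ES cells. At Pxn, a loop of 35 kb was present in each of the 3 cell types, and its anchors did not reach an end of the gene.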

Eye development was also significant GO category (*p* = 4.73 × 10^− 4^), listing 21 genes with promoter looping (Additional File 11: Table S6). Finally, lens fiber cell promoter contacts had notable GO enrichment for eye related terms including eye development (*p* = 8.08 × 10^− 8^), visual system development (*p* = 8.14 × 10^− 8^), and sensory system development (*p* = 8.82 × 10^− 8^) (Fig. 7c).

**Fig. 7:**
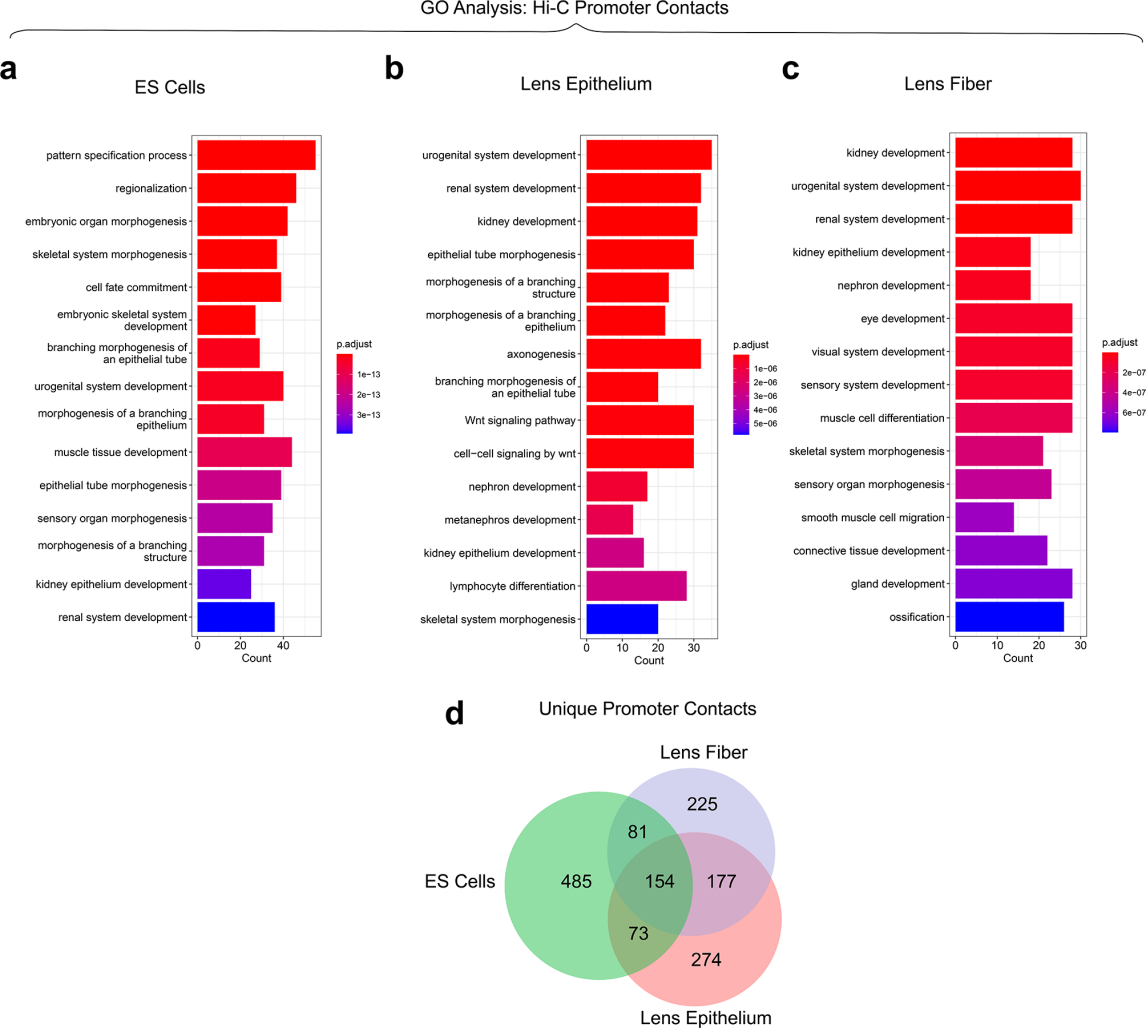
Gene Ontology (GO) analysis of Hi-C promoter chromatin contacts. GO analysis of chromatin loop contacts at or near promoters (2 kb upstream and 0.1 kb downstream of transcriptional start sites). **(a)** GO analysis of promoter contacts in ES cells. Note enriched terms related to embryonic development and cell fate commitment. **(b)** GO analysis of promoter contacts in lens epithelium. Note enriched terms related to epithelial morphogenesis, differentiation and proliferation. **(c)** GO analysis of promoter contacts in lens fiber cell promoter contacts. Note enriched terms related to development of the visual system. **(d)** Lens epithelium and fiber cells share more promoter contacts (*n* = 331) than with ES cells (*n* = 227 and *n* = 235, respectively). ES cells had the highest number of unique promoter contacts (*n* = 485) when compared with lens epithelium (*n* = 274) and lens fiber cells (*n* = 225)

Notable genes encoding transcription factors regulating lens morphogenesis found here with promoter looping include *Pax6* [76], *Meis2* [76] and *Sox1* [90]. 

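In lens fiber cells, the midpoint of an anchor lay at an end of Meis2 and of Sox1, and an anchor overlapped an end of Pax6. Anchors overlapped an end of these genes in ES cells and lens epithelium as well. At Meis2, ES cells had 8 loops of up to 41375 kb, lens epithelium 5 of up to 1425 kb and lens fiber cells 3 of up to 950 kb. The loops over Sox1 measured 920 and 1085 kb in ES cells, 375 kb in lens epithelium and 400 kb in lens fiber cells.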

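In lens fiber cells, 4 loops of 100 to 610 kb had an anchor over Fgfr2, and the midpoint of an anchor lay at an end of the gene. Lens epithelium had 2 loops of 90 to 200 kb there, and ES cells had none. At Rara, an anchor of a 35 kb loop overlapped a gene end in lens fiber cells.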

Lens fiber cell promoter contacts were also found in *Fgfr2* and *Rara* loci encoding proteins involved in FGF [91–93] and retinoic acid [94] signaling during lens development. 

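At Bcl2, the midpoint of an anchor lay at a gene end in all 3 cell types, in 1 loop of 170 kb in ES cells, 2 loops of 170 to 290 kb in lens epithelium and 2 loops of 80 to 180 kb in lens fiber cells. At Nipbl, 2 loops of 110 to 140 kb in lens fiber cells, 2 of 135 to 225 kb in lens epithelium and 1 of 135 kb in ES cells had an anchor over the gene, and none of these anchors reached a gene end.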

Genes encoding anti-apoptotic protein Bcl2 [95] and chromosome organizational protein Nipbl involved in cohesion activities [96] were also noted for their lens fiber-specific promoter looping. 

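Genes with the midpoint of a loop anchor at either end numbered 973 in ES cells, 863 in lens epithelium and 814 in lens fiber cells. Of these, 594 were found in ES cells alone, 336 in lens epithelium alone and 309 in lens fiber cells alone.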

Lens epithelium and lens fiber both share a similar number of unique promoter contacts (*n* = 274 and *n* = 225, respectively), while ES cells had the highest number (*n* = 485). Lens epithelium and fiber cells share more promoter contacts (*n* = 331) and with ES cells (*n* = 227 and *n* = 235, respectively) (Fig. 7d).

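Lens epithelium and lens fiber cells had 412 such genes in common, 241 of them absent from ES cells. Lens epithelium and ES cells had 286 in common, and lens fiber cells and ES cells 264. A total of 171 genes had an anchor at an end in all 3 cell types.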

### Lens epithelium and fiber cells show different CTCF-binding associated with distinct CTCF-anchored looping distributions, but common DNA methylation patterns

To further examine chromatin organization in both lens cells, we determined binding of CTCF by ChIP-seq. 

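CTCF ChIP-seq was performed on chromatin of lens epithelium and lens fiber cells from newborn lenses, with 200 lenses pooled and 5 µl of antibody per reaction. The paper gives 12 µg of chromatin per reaction and a pair of replicates, and the sample labels give 6 µg and 1 sample per cell type. The authors deposited 1 list of peaks per cell type, called by MACS2, which gives for each peak its position, its summit, a fold enrichment over background, a score, and the −log10 of a p-value and a q-value. These values are the authors' own, and here they served only to describe or rank the peaks within a list or to leave out its weaker peaks. The number of reads behind each list was not used here, so the depth of the peak lists is unknown. Peaks of both lists were called shared when they overlapped by at least 1 bp, and an anchor was called bound when it overlapped a peak by at least 1 bp. With 1 list per cell type, no test between lens epithelium and lens fiber cells was made.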

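The deposited lists held 16433 peaks in lens epithelium and 23868 in lens fiber cells. The median fold enrichment within each list was 5.78 in lens epithelium and 6.44 in lens fiber cells. Both counts include 5 peaks on the mitochondrial chromosome.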

A total number of individual 16,424 and 23,859 CTCF peaks were found in lens epithelium and lens fiber cells, respectively (Fig. 8a). These numbers are within the similar range as results obtained in mouse retina and brain [97, 98]. 

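Of all CTCF peaks, 11956 peaks of lens epithelium overlapped a peak of lens fiber cells, which is 42.2% (41.6 to 42.8) of the combined set of 28345. The shared peaks made up 72.8% of the epithelium list (72.1 to 73.4) and 50.1% of the fiber list (49.5 to 50.7). A further 4477 peaks were in the epithelium list alone and 11912 in the fiber list alone. Within 500 bp of a gene end lay 10.5% of the peaks of the fiber list alone and 1.76% of those of the epithelium list alone. The share of shared peaks was lowest, at 38.4%, among the stronger 50% of each list, and highest, at 44.7%, with the fiber list reduced to the size of the epithelium list.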

Between the two lens cell types, 11,947 (42.2%) of CTCF peaks are shared (Fig. 8a). To compare lens CTCF peaks with ES cells we compared the present data with an earlier study that by Casellas lab [99]. We then aggregated all lens CTCF peaks and found that lens cells have 8,090 (18.4%) unique and 20,221 (45.9%) shared peaks with ES cells (Fig. 8a). DNA *cis*-motif analysis of the individual peaks revealed that both lens epithelium and lens fiber cells shared the same top ranked motifs aligned with CTCF and BORIS aka CTCFL consensus binding sites (Fig. 8b). Note that BORIS is a germline-specific paralogue of CTCF [19, 100].

**Fig. 8:**
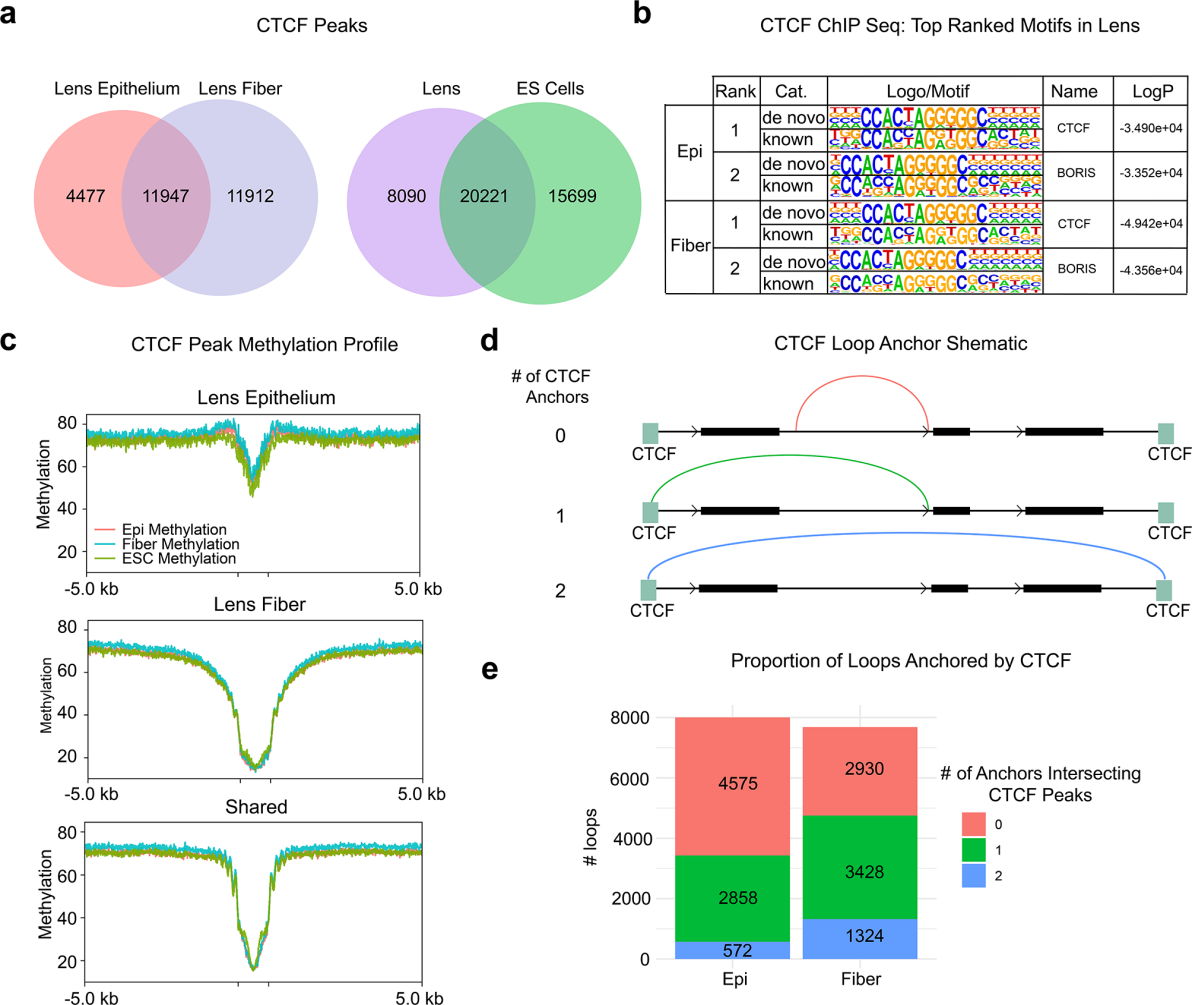
CTCF binding in lens epithelium and fibers and ES cells, role of DNA methylation and different CTCF-anchored looping distributions. **(a)** Two comparisons between total number of peaks identified in lens epithelium and fiber cells with 11,947of sheared CTCF peaks. **(b)** Identification of the top enriched motifs with the peaks and their direct comparison with known CTCF binding motifs. **(c)** CTCF peaks and DNA methylation (epi, fiber, and ES cells) in lens epithelium-specific, fiber-specific and shared peaks. Shown are centers of the peaks and their 5 kb flanking regions. **(d)** Proportions of loops anchored by CTCF. Three possible loop-CTCF anchor arrangements are shown. Note gain of total numbers of peaks with one or two anchors in lens fiber cells

Earlier studies have shown that DNA methylation regulates binding of CTCF to DNA, impacting 3D genome structure and gene regulation [24, 101, 102]. Next, we used our recent WGBS data for newborn lenses and ES cells [63] to examine methylation patterns within the individual lens CTCF peaks. Overall, demethylation was observed in both lens epithelium and fiber at loci corresponding to epithelium-specific, fiber-specific, and shared CTCF peaks, though this demethylation was less pronounced at epithelium-specific peaks. Intriguingly, differential CTCF binding between lens epithelium and fiber was not associated with differential demethylation; instead, all DNA methylation patterns were similar between epithelium, fiber, and ES cells at epithelium-specific, fiber-specific, and shared CTCF peaks. This suggests that, while DNA demethylation may be necessary for CTCF-binding, it is not sufficient for predicting cell-specific CTCF (Fig. 8c).

Finally, to understand loop organization in the context of CTCF binding we analyzed proportion of loops containing 0, 1, or 2 anchors bound by CTCF (Fig. 8d). 

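A CTCF peak of the same cell type lay at both anchors of 3001 loops of lens fiber cells (39.1%, 38.0 to 40.2) and of 1259 loops of lens epithelium (15.7%, 14.9 to 16.5), a ratio of 2.48. In 1000 circular shifts of the peaks along each chromosome, this share was on average 2.62% in lens fiber cells and 1.30% in lens epithelium. The choice of the peak list moved the ratio most. With the fiber peaks set against the epithelium loops and the epithelium peaks against the fiber loops, it was 0.445, since 38.0% of the epithelium loops and 16.9% of the fiber loops then had a peak at both anchors. Widening the anchors by 5 kb on each side gave 2.29.

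**Figure D3:**
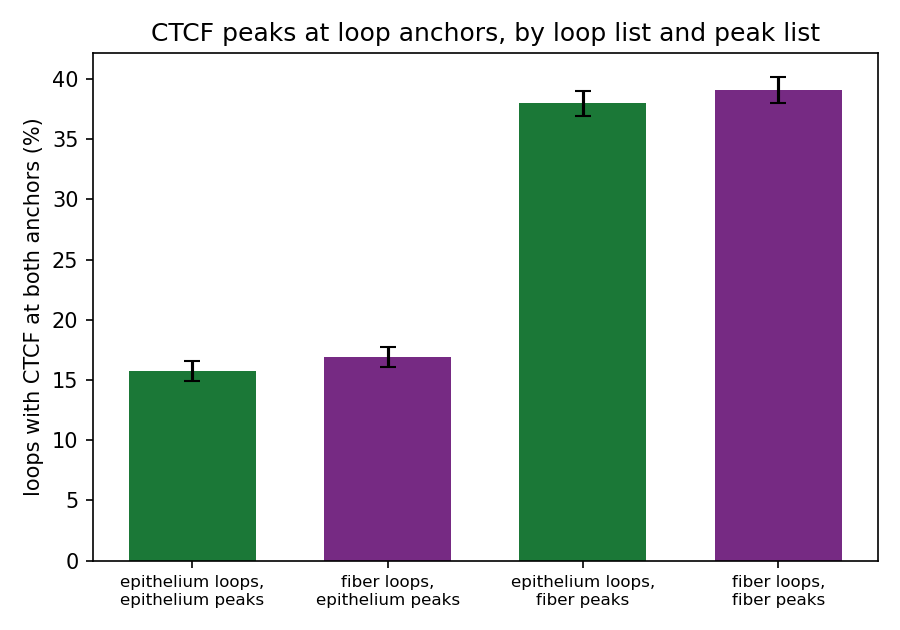
Share of loops (%) with a CTCF peak at both anchors, for the loops of lens epithelium and lens fiber cells, each set against the peak list of lens epithelium and that of lens fiber cells. The bars start at 0 and carry 95% Wilson intervals. Both bars with fiber peaks stand higher, at 38.0% and 39.1%, than both with epithelium peaks, at 15.7% and 16.9%.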

We found that lens fiber cells had nearly a ~ 2.5-fold higher proportion of loops (17.2%) where both loop anchors were bound by CTCF when compared to lens epithelium (7.15%). In contrast, lens epithelial cells have the highest proportion of loops (57.2%) where either anchor was not bound by CTCF when compared to lens fiber (38.1%).

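No anchor overlapped a CTCF peak in 3164 loops of lens epithelium (39.5%, 38.5 to 40.6) and in 1278 loops of lens fiber cells (16.6%, 15.8 to 17.5), a ratio of 2.38. With the peaks of the other lens cell type, the ratio was 0.489. Loops with a peak at 1 anchor made up 44.7% in lens epithelium and 44.3% in lens fiber cells. After the circular shifts, 83.6% of the epithelium loops and 77.4% of the fiber loops had no peak at an anchor. The paper states that loops bound by CTCF at both anchors form a higher proportion in lens fiber cells and that unbound loops are most frequent in lens epithelium.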

### Subnuclear localization and changes in CTCF in differentiating lens fibers

To evaluate potential changes in CTCF subnuclear localization during lens development we performed immunofluorescence analyses of E14.5 and P0.5 mouse lenses. By E14.5, the lens epithelium and fiber cell compartments are fully formed and primary lens fibers execute their terminal differentiation. Lens epithelial cells located at the lens equator exit the cell cycle and differentiate into the secondary lens fibers [72] (Fig. 9a).

**Fig. 9:**
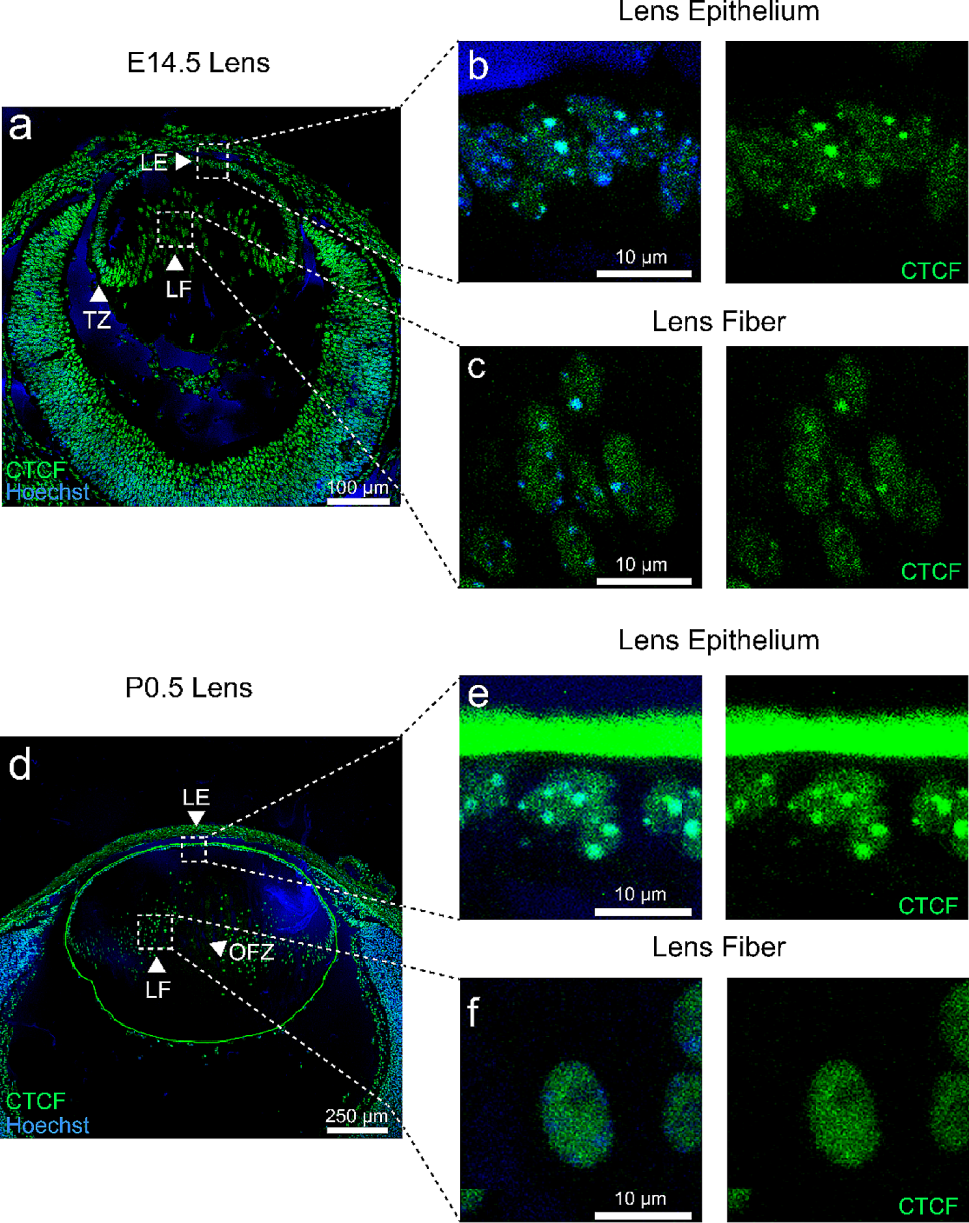
Immunofluorescence analysis of CTCF in developing mouse lens. **(a)** E14.5 mouse lens labeled for CTCF and nuclear stain Hoechst showing lens epithelium (LE) and primary lens fiber (LF) elongation and secondary LF formation at the transition zone (TZ). **(b)** Magnification of lens epithelium nuclei showing localization of CTCF in both nucleoplasm and nucleoli. **(c)** Early primary lens fiber cells also show localization of CTCF in nucleoli, but more diffusion in the nucleoplasm. **(d)** P0.5 lens showing mature structure of the lens and formation of the organelle-free zone (OFZ) as primary lens fiber cells are already denucleated. **(e)** Lens epithelial cells show strong CTCF signal in nucleoli and staining across the nucleoplasm. **(f)** Primary and secondary fiber cells show translocation of CTCF to the lens nucleoplasm prior their denucleation

At E14.5 central and peripheral lens epithelium, distinct puncta of CTCF are localized in both nucleoplasm and nucleoli (Fig. 9b). Likewise, similar CTCF staining patterns are found in both differentiating primary and secondary lens fibers (Fig. 9c). At P0.5, primary lens fibers undergo their denucleation and the OFZ is formed (Fig. 9d). Both central and peripheral lens epithelium showed similar patterns of CTCF localization within both nucleoplasm and nucleoli (Fig. 9e). In contrast, the P0.5 fiber cells showed localization of CTCF to the nucleoplasm with much weaker CTCF staining within the nucleoli (Fig. 9f). Taken together, these findings demonstrate changes in CTCF subnuclear localization during lens fiber cell differentiation.

### Looping structures, CTCF binding and other chromatin features at individual model loci

To fully harness power of the current data, several representative loci are shown together with additional tracks, including CTCF binding (ES cells, epithelium and fibers), our earlier “open” chromatin peaks determined by ATAC-seq [62] and ENCODE *cis*-regulatory elements [103]. In addition, histone PTMs and RNA polymerase II tracks are shown using our other data obtained from newborn lenses [53, 65] as well as H3K27ac data in ES cells [104]. Representative loci encoding major lens regulatory and structural proteins are shown in Figs. 10, 11, 12, 13, 14 and 15 and in Additional File 3. As a result of the initial analyses, a set of three contact maps in ES cells, lens epithelium and lens fibers for individual *Pax6*, *Sox1*, *Hif1a* and Cryaa loci as well as for the *Cryga*-*Crygb*-*Crygc*-*Crygd*-*Cryge* and *Crybb2*-*Crybb3* clustered crystallin loci are shown in Additional File 3: Figure S6-11. Notable 3D-chromatin differences are revealed by the contact maps between the ES and lens cells as shown earlier (see Figs. 2b and 3).

We first show this set of comprehensive tracks at the ~ 1.2 Mb *Pax6* locus (Fig. 10, chromosome 2).

**Fig. 10:**
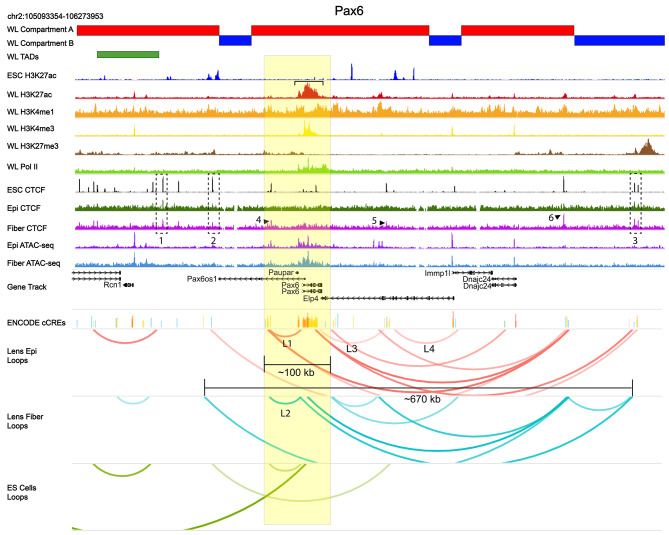
Chromatin loops, CTCF binding and other features of the *Pax6* locus. Genome browser representation of the loops (shown as arches) found at the *Pax6* locus and its flanking regions in lens epithelium (red), lens fibers (blue) and ES (green) cells. Pax6 coding regions including both proximal 5’- and 3’-flanking non-coding regions are highlighted in yellow. Compartments A and B are shown by red and blue horizontal bars, respectively. TAD regions identified by “Arrowhead” are shown in green. Whole lens ChIP-seq (H3K27ac, H3K4me1, H3K4me3 and H3K27me3 [59] and RNA polymerase II (Pol II) [47] tracks using whole lens (WL) chromatin are also shown. A broad region of H3K27ac is marked by a horizontal bracket. Lens epithelium (epi) and fiber cell CTCF (present study), ES cell CTCF [66], and ATAC-seq [56] are shown together with ENCODE candidate *cis*-regulatory elements (cCREs): Promoter-like signatures (red), proximal enhancer-like signature (orange), distal enhancer-like signature (yellow), DNase-H3K4me3 (pink) and CTCF (blue). Specific CTCF peaks and loops discussed in the text are marked by dotted boxes (1–3), numbered arrows (4–6) and (L1-L4), respectively. Yellow box is used to indicate locus of interest and scale.

Expression of Pax6 is higher in lens epithelium compared to lens fibers (Additional File 2: Fig. S5). The *Pax6* locus shows a shared complex distal looping network in lens epithelium and fiber cells that is markedly different compared to the ES cells. This loop network spans ~ 670 kb forming nested loop structures sharing multiple loop anchors bound by CTCF. 

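Beyond the 50 kb loop present in every list, the loops of lens cells around Pax6 were not found in ES cells, except for the epithelium loop of 100 kb between Them7 and the site at 105425001. A loop of ES cells between 105520001 and 105810000, of 280 kb, reached into Elp4 and had no counterpart in lens cells within 25 kb.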

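From the outermost anchors in the window of Fig. 10, the loops extended over 875 kb in lens epithelium, from 105325001 to 106200000, and over 830 kb in lens fiber cells, from 105370001 to 106200000. Several loops ended at the same places, such as 106075001 and 106175001 in Dcdc5. A CTCF peak of the same cell type lay at both anchors of 1 epithelium loop and 2 fiber loops, and at neither anchor of 7 epithelium loops and 3 fiber loops.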

We found three shared CTCF peaks between ES, lens epithelium, and fibers (boxes 1–3). 

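In this window 8 CTCF peaks were listed in lens epithelium and 15 in lens fiber cells, of which 7 were shared. The shared peaks of the epithelium list lay at 105444113 to 105444426, at 105523307 to 105523671 and, at the far end of the loop network, in Dcdc5 at 106194500 to 106194691, among other places. Binding in ES cells was not analysed here.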

Lens fibers also show three internal CTCF peaks (numbers 4–6) shared with ES cells [66] and peak 4 is shared with rod photoreceptors [58]. Both lens cell types share an upstream distal loop of ~ 50 kb in length bound by CTCF in lens fiber cell chromatin (loops L1-L2). 

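Inside the loops, the fiber list alone had peaks in Pax6os1 at 105616391 to 105616726, in Elp4 at 105799969 to 105800180 and in Dcdc5 at 106082010 to 106082396. Their fold enrichments within the fiber list were 6.05, 6.50 and 9.47. No peak of either list lay in Pax6 itself.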

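The loop of 50 kb joined anchors at 105610001 to 105620000 and at 105660001 to 105670000. Its observed contacts were 83 in lens epithelium, 86 in lens fiber cells and 130 in ES cells, where the loop was listed at the same place. The fiber peak in Pax6os1 overlapped the anchor at lower coordinates, and no epithelium peak overlapped either anchor.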

In whole lens chromatin, a 40 kb domain of the *Pax6* locus shows H3K27ac activity (Fig. 10, horizontal bracket) spanning the gene, overlapping with “open” chromatin (see ATAC-seq tracks), and regions rich with candidate *cis*-regulatory elements (cCREs) that is absent in ES cells. Notably, we found two distinct internal loops in the 3’ region (loops L3 and L4) extending across the *Elp4* locus expressed in the opposite orientation only in lens epithelium and another loop extended even further into the *Dnajc24* gene (Fig. 10).

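In lens epithelium, loops of 100 kb joined the anchor over Pax6 and Elp4 at 105690001 to a site in Elp4 and another place in Elp4 at 105800001 to Immp1l. A loop of 275 kb ran from Elp4 at 105700001 to Dnajc24 at 106000000. None of these had a fiber counterpart within 10 kb. In lens fiber cells, loops of 70 kb, within Elp4, and of 200 kb, from Elp4 to Immp1l, were listed from 105710001 and 105700001. The 70 kb loop lay within 25 kb of the epithelium loop inside Elp4.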

The *Sox1* locus (Fig. 11, chromosome 8) encodes another DNA-binding transcription factor that is more expressed in lens fibers compared to lens epithelium (Additional File 2: Fig. S5) and directly regulates γ-crystallin gene expression [90]. There is also an overlapping Sox1 other transcript (Sox1ot) long noncoding RNA (lnRNA) involved in neuronal differentiation [105]. Sox1 is encoded by a single ~ 1.2 kb exon, marked by H3K27ac domain in lens chromatin, and flanked by strong CTCF binding (Fig. 11, arrow 1, also found in ES cells) in lens fibers proximal to the 5’-promoter (-3.9 kb) region where multiple similar loops (L3-L5) are found in all three chromatin samples (Fig. 11).

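A CTCF peak next to Sox1 lay in Sox1ot at 12391683 to 12391989 on chromosome 8, with a fold enrichment of 5.39, and was in the fiber list alone. It overlapped an anchor over Sox1 of the fiber loop of 400 kb, listed from 12390001 to 12400000. Loops of 380 kb in ES cells, 375 kb in lens epithelium and 400 kb in lens fiber cells were centred within 25 kb of each other.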

**Fig. 11:**
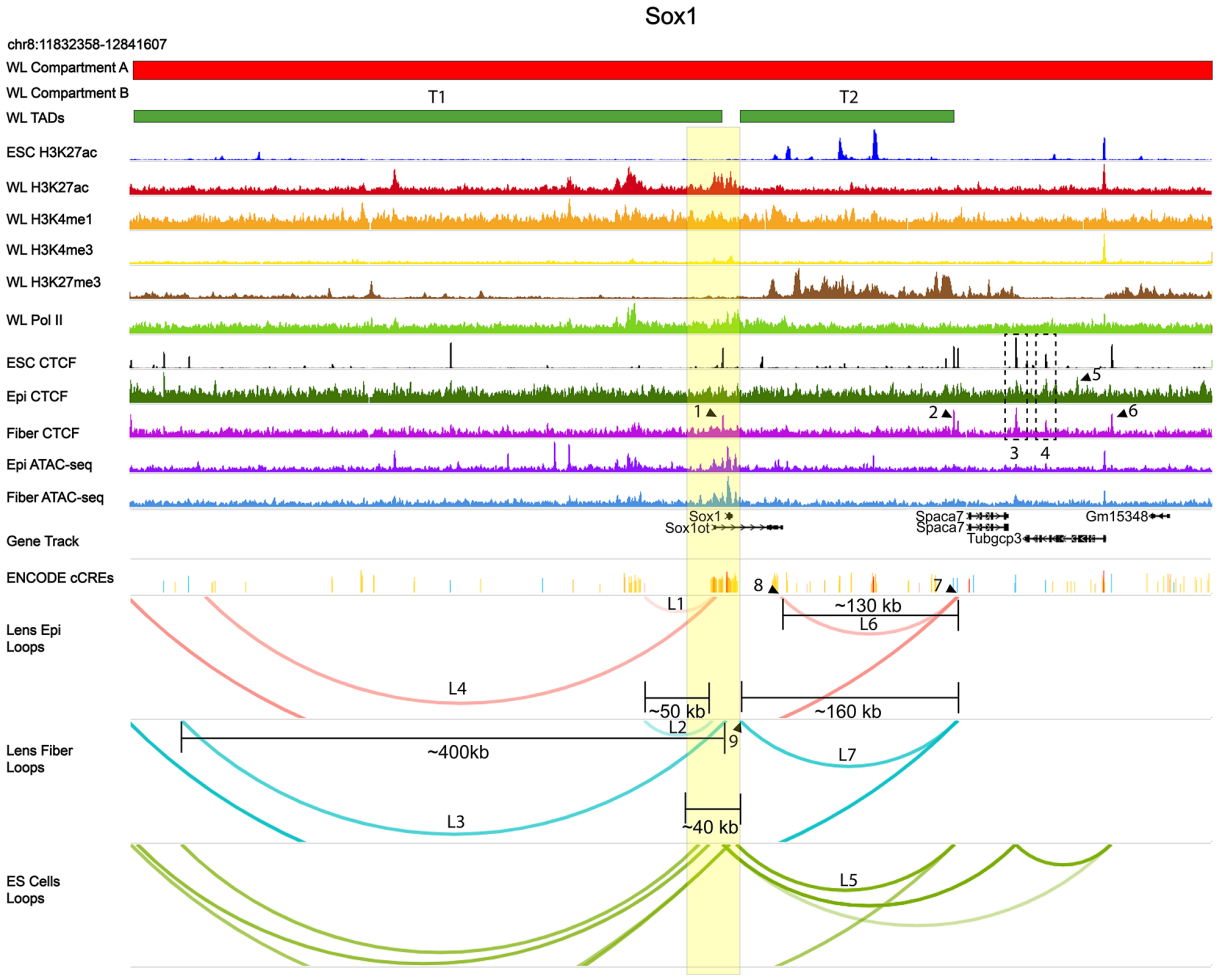
Chromatin loops, CTCF binding and other features of the *Sox1* locus. Sox1 coding regions and majority of overlapping Sox1ot are highlighted in yellow. The Sox1 gene body is located between two large upstream 430 kb and downstream 160 kb TADs (T1 and T2), respectively. See Fig. 10 for individual track description. Specific CTCF peaks and loops discussed in the text are marked by numbered arrows and dotted boxes (1–6) and L1-L7, respectively. See Fig. 10 for individual track description.

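In the window of Fig. 11, around Sox1, 7 loops were listed in ES cells, 4 in lens epithelium and 4 in lens fiber cells. Both lens lists shared 2 loops within 10 kb and another pair of loops within 25 kb. The loop of 605 to 610 kb across the locus was present in all cell types. In ES cells, 5 of the 7 loops were in no other list.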

Lens epithelium and fiber cells mostly share similar loop anchors but have marked differences between ES cells. 

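Lens epithelium and lens fiber cells both listed a loop between 12330001 to 12340000 and 12380001 to 12390000, the latter in Sox1ot, with 63 and 81 observed contacts. ES cells had no loop there. No CTCF peak of either lens cell type overlapped its anchors.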

One notable difference between ES cells and lens cells is the shared loop anchor near the Sox1ot promoter making a distal contact ~ 50 kb with cCRE enhancer site (loops L1 and L2). In fiber cells, the Sox1 promoter makes a loop formation with an unbound CTCF site ~ 400 kb upstream (loop L3). 

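The fiber loop of 400 kb ran between 11990001 to 12000000 and the anchor over Sox1 and Sox1ot, with 51 observed contacts. No CTCF peak of the fiber list overlapped the distant anchor.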

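Beyond Sox1 toward higher coordinates, the fiber list had CTCF peaks at 12561442, 12564361, 12571012, 12607225, 12629213, 12677605 and 12824547, and the epithelium list had none. The peaks at 12561442 and 12564361 lay in the anchor from 12560001 to 12570000, where a fiber loop of 160 kb ended. ES cells listed a loop of the same length at this place.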

Five additional CTCF downstream peaks (arrows 1–2, 5–6, dotted boxes 3–4) were found and peak 2 overlaps with loop anchors L5 and L6 in lens fiber and ES cells. 

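The epithelium loop of 375 kb joined 12000001 to 12025000 with an anchor over Sox1ot and Sox1 at 12375001 to 12400000. Its 128 observed contacts were counted between anchors of 25 kb. Its midpoints were within 25 kb of those of the ES cell and fiber loops but not within 10 kb.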

A similar sized loop is formed with the Sox1ot promoter near a cCRE region only in lens epithelium (loop L4). Both lens epithelium and fiber share the same CTCF bound distal downstream contact (arrow 7) but have different upstream contacts, one being near the last exon of Sox1ot (cCRE track, arrow 8) in lens epithelium (~ 130 kb), and the other within an intronic element of Sox1ot (~ 160 kb) in lens fiber (cCRE track, arrow 9). 

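In lens epithelium a loop of 130 kb began in Sox1ot at 12430001, and in lens fiber cells the loop of 160 kb began in Sox1ot at 12400001. Both ended at 12570000, in an anchor with CTCF peaks of the fiber list alone. TADs of 435 and 145 kb were listed on the sides of this region in lens fiber cells, of 410 and 170 kb in ES cells, and of 435 and 945 kb in lens epithelium, where the larger TAD contained the smaller.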

Overall, the present data show that the *Sox1* gene body is located between two large upstream and downstream TADs of 430 kb (T1) and 160 kb (T2) in size, respectively (Fig. 11).

It has been shown earlier that lens fiber cell differentiation occurs at hypoxia conditions [106]. The basic helix-loop-helix transcription factor Hif1α is the main regulator of hypoxia-regulated transcription [107, 108]. Depletion of Hif1α in mouse lens disrupts its growth and lead to lens degeneration [109]. 

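Around Hif1a, in the window of Fig. 12 on chromosome 12, 6 loops were listed in lens epithelium, 10 in lens fiber cells and 5 in ES cells. Anchors over Hif1a itself were joined in lens epithelium by 1 loop of 120 kb and in lens fiber cells by loops of 60, 125 and 190 kb. TADs numbered 3 in lens epithelium, 4 in lens fiber cells and 5 in ES cells.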

*Hif1a* locus (Fig. 12, chromosome 12) shows distinct chromatin looping signatures between lens epithelium and lens fiber cells. 

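Of the 10 fiber loops around Hif1a, 4 were shared with lens epithelium, of 125, 305, 450 and 575 kb, and 5 were in no other list. The remaining loop, of 110 kb, was shared with ES cells and lay within 25 kb of an epithelium loop.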

Four loops found in lens epithelium are shared by lens fibers (loops L1-L4); however, lens fibers display six additional unique chromatin loops, L5-L10. Two notable lens fiber cell loops (loops L6 and L7) make contacts with *Hif1a* promoter and ~ 190 kb upstream intronic element (fiber cell loops, arrow 1) of the *Prkch* gene marked by CTCF binding (dotted box 1) and a unique downstream looping contact with the Snapc1 promoter region (fiber cell loop L9, arrow 2). Both CTCF (dotted boxes 1 and 2) and ATAC-seq data (dotted box 3) do in lens epithelium and fiber show similar peak profiles across the locus. 

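The fiber loop of 190 kb joined Prkch, at 73710001 to 73720000, to Hif1a, at 73900001 to 73910000, with 71 observed contacts. The same anchor at Hif1a was joined to Snapc1 at 73960001 by a loop of 60 kb with 29 contacts. A loop of 270 kb joined Prkch to Snapc1. None of these was listed in lens epithelium or ES cells. ES cells had a loop of 230 kb between Prkch, at 73700001, and Hif1a, at 73930001. A CTCF peak in Prkch at 73705309 to 73705498 was shared by both lens lists, and it lay outside the anchor of the 190 kb loop.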

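All 9 CTCF peaks of lens epithelium in this window were shared with lens fiber cells, which had 18. Among the 9 peaks of the fiber list alone were a pair in Hif1a, at 73907845 to 73908032 and at 73931397 to 73931584, the former in the anchor of the loops to Prkch and Snapc1.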

Whole lens H3K4me1 and H3K27ac data (dotted box 4, distinct from ES cells) predict two potential distal 5’-enhancers of the *Hif1a* locus (loop L1) and overlap with open chromatin regions (dotted box 3), Most loops found here originate from CTCF binding in lens epithelium, fibers and ES cells (Fig. 12, dotted boxes 1 and 4). Thus, loops L6-L9 in lens fibers appear as potential regulatory mechanisms of Hif1a expression in hypoxic (1.5-2% O_2_) lens fiber cells [110].

**Fig. 12:**
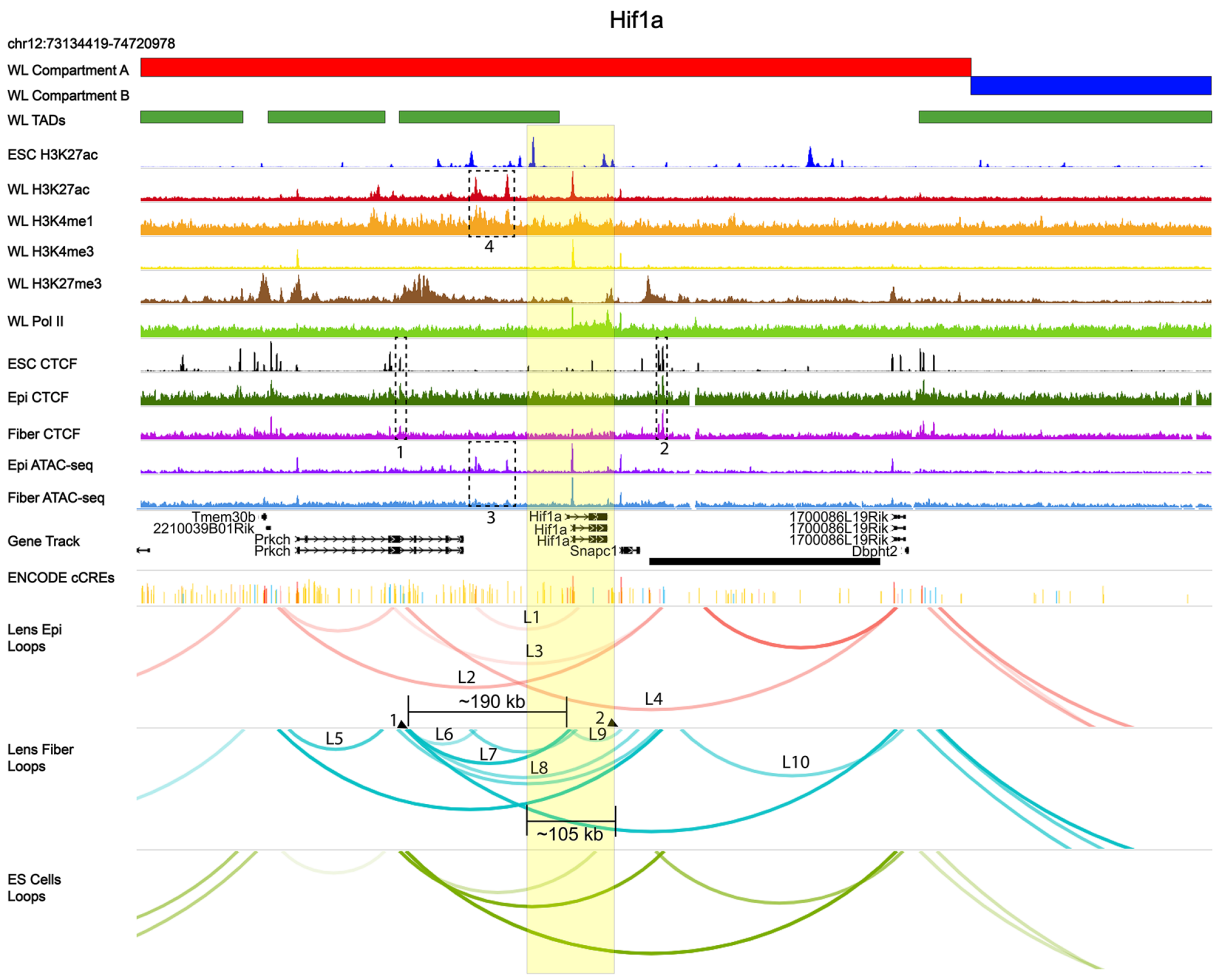
*Hif1a* locus, CTCF binding and its extensive chromatin looping in lens fiber cells. Hif1a locus including its 5’-flanking genomic regions is highlighted in yellow. Lens fiber cell chromatin looping patterns shows marked differences compared to lens epithelium. Two candidate upstream enhancers are boxed in the H3K27ac, H3K4me1 and ATAC-seq tracks. Specific CTCF peaks and loops discussed in the text are marked by numbered arrows and dotted boxes (1–10) and L1-L10, respectively. See Fig. 10 for individual track description

The most highly expressed gene in the lens encodes the αA-crystallin (Cryaa, chromosome 17) and is directly regulated by Pax6, c-Maf, CREB, c-Jun and Etv5 transcription factors [111–113] and marked by abundant RNA polymerase II across over 12 kb of its coding region (Fig. 13). 

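Near Cryaa, in the window of Fig. 13 on chromosome 17, the epithelium list had 2 CTCF peaks and the fiber list 3. A shared peak lay at 31693218 to 31693484 in lens epithelium, with its fiber counterpart at 31693284 to 31693553. The epithelium list alone had a peak in Pde9a at 31467684, and the fiber list alone had peaks in Wdr4 at 31501032 and at 31685551.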

Two 3’-regions of CTCF-binding (dotted boxes 2 and 3) were found in all three chromatins while “proximal” CTCF-binding was only detected at the 5’-region of the *Cryaa* locus in lens epithelium (arrow 1). A striking difference between lens epithelium and fiber cells was increased presence of CTCF found in lens fiber cells across the entire *Cryaa* gene body and overlapping with RNA polymerase II. 

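No CTCF peak of either list lay in the body of Cryaa, also when the gene was widened by 2 kb on each side. The lists hold called peaks only, and the CTCF signal between peaks was not analysed here. Loops with both anchors in the window numbered 2 in ES cells, 2 in lens epithelium and 3 in lens fiber cells, and a loop of 150 to 160 kb ending in Sik1 was present in all of them. TADs of 140 and 125 kb were listed on the sides of the locus in lens fiber cells, of 100 and 345 kb in lens epithelium, and 3 TADs of 135 to 175 kb in ES cells.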

The internal “peak” of this CTCF domain corresponds to strong binding of CTCF (box 2) in ES cell chromatin.

**Fig. 13:**
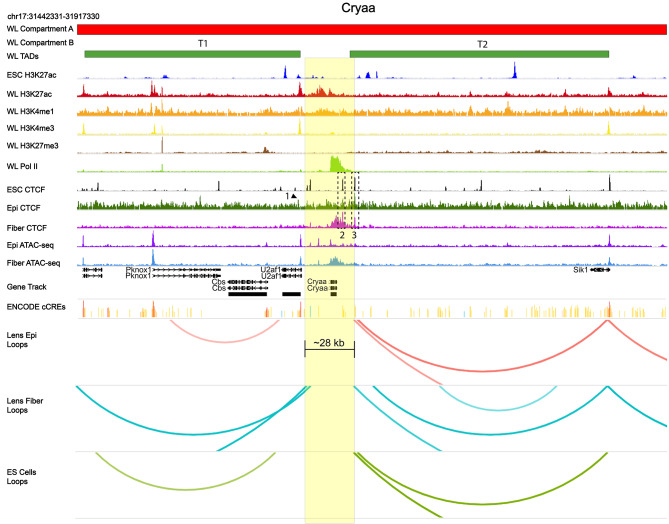
CTCF-binding, RNA polymerase II and other features of the *Cryaa* locus. The *Cryaa* locus including its 5’- and 3’-flanking genomic regions is highlighted in yellow and resides outside of large looping systems. Note two flanking upstream and downstream ~ 140 kb (T1) and ~ 160 kb (T2) TADs, respectively. Specific CTCF peaks discussed in the text are marked by numbered arrows and dotted boxes (1–3). Note an overlap between RNA polymerase II (Pol II) signal across the gene body in lens ChIP-seq and CTCF in fiber cell chromatin. See Fig. 10 for individual track description

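Around the γ-crystallin genes Cryga, Crygb, Crygc, Crygd and Cryge, in the window of Fig. 14 on chromosome 1, each lens list had 1 loop with both anchors in the window. All 3 CTCF peaks of lens epithelium were shared with lens fiber cells, which had 8. They lay at 65010236, 65112069 and 65179921 in lens epithelium. No peak of either list lay in any of these genes.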

A cluster of five γ-crystallin genes (*Cryga*, *Crygb*, *Crygc*, *Crygd* and *Cryge)* occupies over 70 kb of chromosome 1 in the absence of any major loops in both lens chromatins analyzed and is marked by CTCF binding at both flanking sides (Fig. 14, dotted boxes 1–2). Both lens cells and ES cells share distal loop structures (loops L1-L3) of ~ 60–65 kb in length outside of this cluster of five crystallin genes. Both anchors of this loop structure are bound by CTCF (dotted box 3). In contrast, in ES cells, not expressing crystallin genes, a large distal ~ 130 kb loop (L4) spans the entire γ-crystallin cluster.

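The loop shared by all cell types ran between 65110001 and 65180000, where it reached Idh1. It measured 65 kb in ES cells and lens epithelium, with 47 and 31 observed contacts, and 60 kb in lens fiber cells, with 72.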

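A CTCF peak lay at each anchor of this loop in lens epithelium and in lens fiber cells. At the anchor nearer to the γ-crystallin genes the fold enrichment was 10.5 in lens epithelium and 16.8 in lens fiber cells, and at Idh1 it was 7.03 and 8.90, each within its own list.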

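The loop of ES cells joined Cryge, at 65040001 to 65050000, to Idh1, at 65170001 to 65180000, over 130 kb and with 68 observed contacts. No loop of lens epithelium or lens fiber cells lay within 25 kb of it. Between these anchors, the fiber list alone had peaks at 65070685 and 65099951.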

**Fig. 14:**
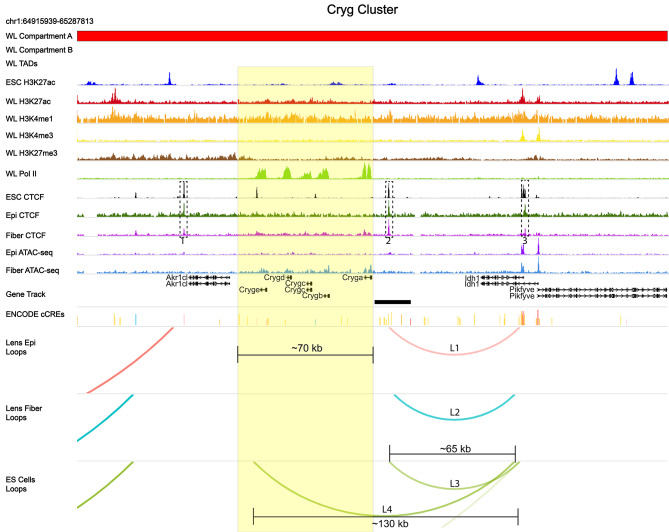
Limited large loop patterns, CTCF binding and other features of the γ-crystallin cluster. The γ-crystallin cluster occupies over 70 kb of DNA (yellow box) and is marked by high RNA polymerase II (Pol II) consecutive domains at the *Cryga*, *Crygb*, *Crygc*, *Crygd*, and *Cryge* loci in lens chromatin. Three CTCF peaks shared by lens epithelium and fibers are marked dotted boxes (1–3). Note increased CTCF broad binding corresponding to RNA polymerase II presence in lens chromatin. No proximal large loops are found through the entire γ-crystallin cluster in both lens chromatins. See Fig. 10 for individual track description

Inspection of chromatin organization of the *Crybb2*-*Crybb3* locus (Fig. 15, chromosome 5) also shows large loops originating just downstream of the 3’-UTR of the *Crybb2* gene that is expressed at much lower level compared to the adjacent *Crybb3* in newborn lens [64] (Additional File 2: Fig. S5).

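In the window of Fig. 15 around Crybb2 and Crybb3 on chromosome 5, a loop between Myo18b and the Crybb2 end of the locus was listed in all cell types. It ran from 112870001 to 113055000 in ES cells (180 kb), from 112865001 to 113060000 in lens epithelium (190 kb) and from 112880001 to 113055000 in lens fiber cells (170 kb). Its anchor lay over Crybb2 in lens epithelium and beside the gene in the other cell types.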

**Fig. 15:**
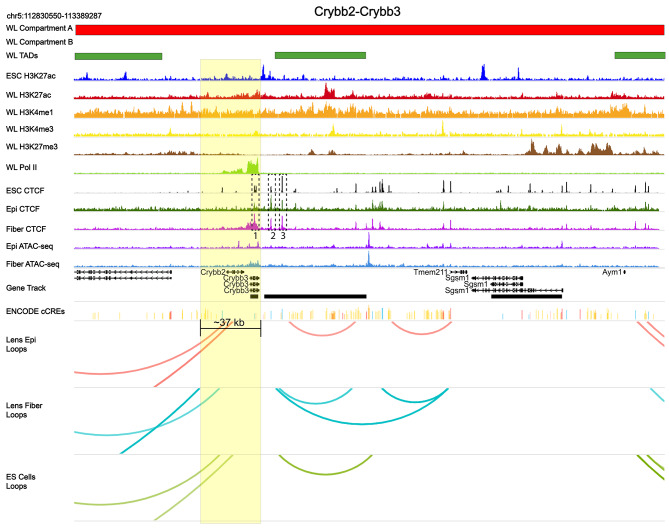
Large loop patterns, CTCF binding, RNA polymerase II, and other features of the *Crybb2*-*Crybb3* locus. Both gene bodies are located between ~ 70 kb upstream and ~ 110 kb long downstream TADs. Similar to the γ-crystallin cluster, no proximal large loop interactions were detected within these loci. Consistent with RNA-seq data [58], the *Crybb3* shows higher Pol II signal compared to the adjacent *Crybb2* locus. Multiple CTCF peaks are found upstream of the *Crybb3* locus (boxes 1–3). A large domain of CTCF overlaps with Pol II at the *Crybb3* gene. See Fig. 10 for individual track description

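Around Crybb2 and Crybb3, the epithelium list had 15 CTCF peaks and the fiber list 19, with 11 shared. Shared peaks next to Crybb3 lay at 113091171, 113099560 and 113155232 in the fiber list, with fold enrichments of 12.1, 10.8 and 10.9. Fiber loops of 50, 55 and 130 kb and epithelium loops of 45 and 50 kb started or ended between 113090001 and 113230000. ES cells had a loop of 70 kb from 113095001 to 113170000.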

Three CTCF peaks are found upstream of the Crybb3 promoter in both lens chromatins as well as in ES cells (Fig. 15, dotted boxes 1–3) where other multiple outside loops originate. Most importantly, a marked overlap between RNA polymerase II and CTCF binding across the entire *Crybb3* locus and reduced amounts at the *Crybb2* locus are found (Fig. 15). 

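The fiber list alone had a peak in Crybb3, at 113078749 to 113079035, with a fold enrichment of 6.61 and a length of 287 bp. The epithelium list alone had a peak in Crybb2, at 113064951 to 113065142, and the fiber list had none in that gene. RNA polymerase II was not analysed here.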

For contact maps of each cell type, see Additional File 3: Figs. S6-S11.

Three additional groups of individual and/or clustered loci include genes encoding DNA-binding transcription factors regulating lens development (Foxe3, Gata3, Hsf4, Maf, Prox1, Pitx3, Rarb, Sox2 and Tfap2a), proteins involved in lens morphogenesis and differentiation (Bfsp2, Bmp4, Bmp7, Cryba4-Crybb1, Cryba1, Cryba2 and Rb1), and novel cataract genes identified by recent human genome-wide association studies (GWAS), such as *Casz1*, *Gstm2*, *Krtp2-Dpm3-Efna1* and *Sema4d* [80] as shown in Additional file 4, Figs. S12-20; file 5, Figs. S21-27; and file 6, Figs. S28-31; respectively. For example, the centrally located *Gstm2* [80] is a part of larger cluster of seven *Gstm* genes and within a single loop found only in lens fiber cells. 

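In the window of Fig. S30, the fiber list had 1 loop, of 60 kb, between Gstm6, at 107950001 to 107960000, and Gstm1, at 108010001 to 108020000. No loop of lens epithelium or ES cells lay within 25 kb of it. Both anchors of 6 ES cell loops and of 1 fiber loop lay on opposite sides of the window.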

The *Rb1* locus encodes the retinoblastoma protein (pRb) highly expressed in lens fibers and both controlling their cell cycle exit-coupled terminal differentiation [114] and binding to Pax6 proteins [115, 116]. It shows a unique fiber-cell specific long-range loop marked by CTCF binding sites in all three chromatins. 

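Around Rb1, a fiber loop found in no other list spanned 400 kb. CTCF peaks of the fiber list lay at both of its anchors, and peaks of the epithelium list at 1 of them. CTCF binding in ES cells was not analysed here.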

The *Sema4d* locus [80] encoding plasma membrane receptor protein semaphorin 4D is also located within a region lacking large loops described above. 

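No loop with both anchors in the window of Fig. S31 crossed Sema4d in any list. The nearest of these loops reached up to 51625000 on the side of lower coordinates and started from 51835001 on the other. Loops with their anchors on opposite sides of the window, which thus span Sema4d, numbered 9 in ES cells, 1 in lens epithelium and 1 in lens fiber cells.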

Taken together, detailed analyses of chromatin looping show unique organization of multiple crystallin loci as well as other loci encoding important lens regulatory and structural proteins. The data suggest an intriguing possibility that clustered CTCF proteins participate in RNA polymerase II convoys and/or formation of the condensates supported by our earlier finding of colocalization of nascent RNA transcription detected using single molecule RNA FISH and immunofluorescent visualization of transcriptionally active RNA polymerase II [51].

## Discussion

The present Hi-C data show for the first-time 3D-chromatin organization in mouse newborn lens chromatin separated into lens epithelial and lens fiber cells and direct comparisons with chromatin organization of ES cells. In addition, these data are analyzed in the context of CTCF binding determined by ChIP-seq as well as our earlier studies of chromatin landscape by ATAC-seq and ChIP-seq studies of histone PTMs and RNA polymerase II. These lens data can serve for comparative purposes with other mouse tissues and provide potential insights into distal non-coding variants associated with abnormal lens development, cataracts, and other diseases involving ocular lenses.

Hi-C experiments have already been conducted using multiple mouse and human cells and tissues of different complexity. Multiple similarities exist between erythroid maturation and differentiating lens fiber cells. Mammalian erythrocytes are marked by high levels of α- and β-globin gene expression that are directly comparable to crystallin gene expression at the quantitative levels (comparing bulk RNA-seq data) with lens fiber cells [53]. In addition, chromatin condensation and transfer of nuclear proteins into the cytoplasm occurs in maturing red blood cells followed by nuclear extrusion [117, 118]. In contrast, lens fiber cell nuclei disintegrate within the individual lens fiber cells as described above (see Fig. 9). Our data using RNA FISH to detect nascent RNA expression show that *Cryba4* and *Crybb1* genes can be simultaneously transcribed from adjacent alleles [119]. It has been shown earlier that low insulation scores have been associated with upregulation of genes related to terminal differentiation [10, 66].

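Among the crystallin genes Cryaa, Crybb2, Crybb3, Cryba4, Crybb1 and Cryga to Cryge, called CTCF peaks lay in the gene body of Crybb3, in lens fiber cells, and of Crybb2, in lens epithelium. The others had no peak in either list. With genes widened by 2 kb on each side, a fiber peak was also found at Crybb1, Cryga and Crygc.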

The unexpected presence of CTCF and overlap with RNA polymerase II signals in *Cryaa* and *Crybb3*-*Crybb2*, *Cryba4*-*Crybb1* and *Cryga*-*Cryge* gene clusters represents potentially a new research avenue to understand composition of condensates formed at late stages of lens fiber cell differentiation, just prior their denucleation, originally visualized through co-localization studies of nascent crystallin mRNA transcription and transcriptionally active RNA polymerase II [51]. To assess the association of RNA Polymerase II and CTCF signals using an unbiased approach, we analyzed genome-wide both ChIP-seq signals. We specifically evaluated the mean Pol II and CTCF signals across all gene bodies, focusing on protein-coding genes, and comparing them with gene expression data (see Materials and Methods for details). 

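Over the bodies of 20316 protein-coding genes of at least 1 kb, 4818 (23.7%, 23.1 to 24.3) carried a CTCF peak of lens epithelium and 7082 (34.9%, 34.2 to 35.5) a peak of lens fiber cells, a ratio of 1.47. The ratio moved most, to 1.14, with the fiber list reduced to the size of the epithelium list. The 10 genes whose bodies were covered most by fiber peaks over epithelium peaks were Hcrt, Icam4, Socs1, LOC108168956, Gm41291, Ndufaf3, Hpdl, Nrp, H2ax and Foxb2, and no crystallin gene was among them. With the fiber list reduced to the size of the epithelium list, Hpdl, Nrp, H2ax and Foxb2 had 0 fiber peaks. In the full list each of the 10 genes had 1 fiber peak, which covered 18.5% to 33.3% of the gene. Ranking by coverage thus favours short genes, and the absence of crystallin genes says little about them. Called peaks do not measure the CTCF signal across a gene, which was not analysed here.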

Our genome-wide analysis shows that the crystallin family of genes indeed both had the highest RNA Polymerase II-CTCF signal overlap and expression levels (Additional File 12: Fig. S32a). Outside of the crystallin genes, we found other highly expressed lens genes with high RNA Polymerase II-CTCF signal overlaps. Some of these genes include Mip/Aqaporin 0, Gja8, and Vim, all genes are involved in lens fiber cell differentiation and implicated in cataract formation (Additional File 12: Fig. S32b). 

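Vim had 1 CTCF peak in its gene body in each lens list. Mip had none. With Mip widened by 2 kb on each side, 2 peaks of the fiber list and none of the epithelium list were counted.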

The most highly expressed αA-crystallin locus [53, 64] show highly specific CTCF binding in lens fiber cells that overlaps with transcriptionally active RNA polymerase II detected in whole lens chromatin (Fig. 13). 

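The fiber peaks listed between U2af1 and Sik1, the region of Cryaa, were those at 31685551 and 31693284 in the fiber list, with fold enrichments of 4.41 and 6.51.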

Similar patterns are also found at both *Crybb2*-*Crybb3* and *Cryba4*-*Crybb1* clusters and individual *Cryba1 and Cryba2* regions (Additional File 5 Figs. S24 and S25). This trend is even detectable at the γ-crystallin gene cluster (Fig. 14). 

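In Cryba2, the epithelium list had 1 CTCF peak and the fiber list 2. Cryba1, Cryba4 and Crybb1 had no peak in the gene body in either list.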

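In the window around the γ-crystallin genes, the fiber list had 5 peaks that the epithelium list lacked, against none the other way. Those at 65070685 and 65099951 lay near these genes. The others lay at lower coordinates, at 64918960 and 64950083 in Plekhm3 and at 64986268. None lay in a γ-crystallin gene.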

Recent studies have shown presence of RNA polymerase II and CTCF via their intrinsically disordered domains in formation of phase-separated droplets [120]. It is thus possible that the presence of CTCF in these highly transcribed regions is indirect and related to the protein-protein interactions within the phase separated structures [121]. Our earlier studies of nascent expression of *Cryaa*, *Cryba4*, *Crybb1*, *Crybb3* and *Cryga* genes evaluated by single molecule RNA FISH showed correlation with the largest foci containing transcriptionally active RNA polymerases II [51, 119]. Thus, these findings may relate to a broad multifunctionality of CTCF outside of organizing TADs and forming clusters of 2–8 CTCF molecules [32] that may even at much larger quantities assist large RNA polymerase II convoys transcribing crystallin loci as found in lens chromatin [46, 53]. Another possibility is that the CTCF proteins, through their RNA binding zinc-finger domains [22], can also bind nascent crystallin mRNAs. This possibility is not mutually exclusive with the other mechanisms described above. Finally, recent studies using cancer cell line have shown presence of CTCF in phase-separated condensates and their integrity requires presence of CTCF suggesting instructive function of these proteins for condensate formation [122]. Thus, future studies of these phenomena in lens fiber cell chromatin are highly warranted.

In addition to the representative loci discussed above (Figs. 10, 11, 12, 13, 14 and 15), three groups of loci are included for comparative purposes. For example, Sox2 (Additional file 4, Fig. S19) regulates pluripotency of ES cells [123] as well as early stages of lens placode morphogenesis [124, 125]. The large *Sox2*-Sox2ot locus includes multiple proximal and distal enhancers our recent studies demonstrated different DNA methylation patterns between ES and both types of lens cells [63]. FoxE3 (Additional File 4, Fig. S13) is an another DNA-binding transcription factor regulating early lens morphogenesis [126]. The second group includes *Cryba4-Crybb1*, *Cryba1* and *Cryba2* loci (Additional File 5, Figs. S24-26), *Bfsp2*, encoding lens-specific intermediate beaded filament protein [127], also shows co-localization of RNA polymerase II with CTCF region in lens fibers (Additional File 5, Fig. 21). Finally, four novel cataract loci, including *Casz1*, *Gstm2*, *Krtp2-Dpm3-Efna1* and *Sema4d*, identified by recent human GWAS studies [80], are also shown in Additional file 6, Figs. S28-31, that might help in the interpretation of non-coding variants if found in evolutionarily conserved distal regions marked by looping anchors. Indeed, GWAS found that most variants in a wide spectrum of human diseases are located outside of protein-coding regions [128]. Identification of truly causal GWAS variants is challenging given their repertoire and distal enhancers representing the most challenging tasks [128]. Thus, the present Hi-C studies will not only aid in interpretation of GWAS studies of cataract genes [80] and of the WAGR syndrome [74, 75] but also aid studies of the microphthalmia-anophthalmia-coloboma (MAC) syndrome caused by mutations in genes with multiple tissue-specific distal enhancers such as *PAX6*, *SOX2*, *ATOH7*, *OTX2*, *VSX2*, *FOXE3*, *BMP4*, *MAB21L1* and other loci [129–131] due to high evolutionary conservation of transcriptional control of these genes between human and mouse. For example, Hi-C maps of promoter-enhancer interactions in neural tissues [132], multiple sclerosis [133] and age-related macular degeneration [59] have already been used to analyze the GWAS data.

Multiple roles of CTCF in DNA- and RNA-binding can be also inferred from different subnuclear localization related to lens differentiation. We found marked difference of CTCF nuclear localization in lens epithelium and fiber cells that is both temporally and spatially regulated (Fig. 9). Outside of being an insulator protein regulating genome organization, previous studies have shown CTCF to be involved in epigenetic control of rDNA and enhancement of rRNA transcription catalyzed by RNA polymerase I within the nucleoli [134, 135]. Other studies also show CTCF regulates myeloid and erythroid differentiation in human cell lines [136, 137]. Taken together, high abundance of CTCF within nucleoli in differentiating lens epithelium and fiber cells may be a cellular mechanism to augment ribosomal biogenesis to meet high demands for translational output of crystallin proteins in maturing lens fiber cells [40].

Lens chromatin landscape is regulated by various chromatin remodeling complexes as show by lens-specific depletions of Brg1 (Smarca4) [138], Snf2h (Smarca5) [49], CBP and p300 [139], Ncoa6 [140] and Znhit1 [141] proteins in mouse models. We have shown localization of Brg1, Snf2h, p300 and CBP at the 16 kb Cryaa locus using qChIPs in mouse lens chromatin [112, 142] and that Pax6 forms complexes with BAF complexes in neurons [143], retina [144] and lens [112, 145], Recent studies have shown co-localization of Snf2h/Smarca5 with CTCF in human cell lines [146]. Thus, Snf2h proteins found at the *Cryaa* locus [112] might be also involved in our findings of CTCF across the *Cryaa* locus in lens fiber cell chromatin. This another mechanism is not mutually exclusive with those described above.

Future studies will be aimed to pursue parallel opportunities to employ living cells to study cohesin and condensin molecular machines governing ATP-dependent loop extrusion [28], use of single cells combined with Hi-C [147], detailed analysis of the *Pax6* locus using 4 C-seq [148], mapping of enhancer RNAs via PRO-seq [149], deletion of candidate enhancers in the *Pax6*, *Prox1*, and *Hif1a* loci together with transgenic reporter assays, and conditional inactivation of CTCF [150] using lens-specific Cre lines acting in more advanced stages of lens differentiation [151]. Interesting loci can be selected from the present studies and subjected to both 3 C studies to map looping patterns with much improved resolution and directly visualize these interactions using DNA FISH. Finally, chromatin structural modeling (HiP-HoP) based on a combinatorial use of ATAC-seq, H3K27ac, and CTCF data [13] just requires mapping of the H3K27ac landscape in microdissected P0.5 lenses.

In conclusion, the present study has expanded earlier transcriptomics and epigenomics data on mouse lens embryonic development and differentiation that now includes chromatin loops and paves the road for similar studies using human lens cells. Future studies will probe chromatin condensation within lens fiber cells undergoing early stages of their denucleation while preserving the maximal transcriptional output of β- and γ-crystallin genes just prior their abrupt disintegration. Super-resolution microscopy now allows quantification of transcriptionally active RNA polymerase II, CTCF and other proteins in parallel with direct visualization of nascent crystallin gene expression detected by single molecule RNA FISH within individual nuclei of differentiating lens fiber cells [51, 119].

## Materials and methods

### ES cells and lens tissues

To study chromatin interactions of differentiating lens cells, newborn (P0.5) CD-1 mice and mouse ES cells were used. Two biological replicates of lens epithelium, lens fiber and ES cells were used for statistical power. Lenses were dissected at P0.5 and then micro-dissected into lens epithelium and lens fiber under a dissection microscope. Each replicate of lens tissue was comprised of 30 lens epithelium and fiber samples. Samples were kept on dry ice for the duration of the dissection process. Samples were then homogenized using a disposable pestle tissue grinder. Homogenized tissues were fixed in 2.0% formaldehyde for 10 min at room temperature. Formaldehyde was quenched with 0.125 M glycine solution. Mouse ES cells v6.5 (mixed 129/B6, male) were provided by Dr. Meelad Dawlaty [13]. Cells were grown under feeder-free conditions on 0.2% gelatin and supplemented with LIF (24 ng/mL). Each replicate contained ~ 2.0 × 10^6^ cells and were harvested near ~ 80% confluency. The crosslinking of ES cells was performed as described above.

### Generation of Hi-C library and sequencing

The Hi-C library was generated using the Arima-HiC kit according to the manufacturers protocols (A510008) and performed by the NYU Langone Health Genome Technology Center (New York, NY). DNA libraries were sequenced on the Illumina NovaSeq 6000 with ~ 700 × 10^6^ reads per sample with mean quality score Q > 36.

### Quantitative Hi-C analyses and statistics

Read alignment and computation of Hi-C contact maps were performed using the ENCODE Hi-C pipeline (code available at https://github.com/ENCODE-DCC/hic-pipeline). Alignment was performed within the pipeline using bwa-mem (Li 2013 https://arxiv.org/abs/1303.3997). Contact map computation was performed with maximum resolution = 5 kb within the pipeline using Juicer [77, 152]; contact maps created from filtered reads aggregated across two biological replicates of two lanes each per cell type with alignment quality score MAPQ > = 30 were used for subsequent per-cell type analyses. For whole-lens contact maps, reads from all replicates from both epithelium and fiber were pooled. Loop and TAD calling were done with Juicer Tools using HiCCUPS and Arrowhead, respectively [77]. Default parameters were used for all pipeline analysis stages. Whole-lens contact maps and subsequent analyses were created from combined lens epithelium and fiber contact maps.

For A/B compartment analysis, dcHiC [68] was used to calculate the first two principal components (PCs) of contact maps at 10 kb resolution, select the appropriate PC for downstream analysis, normalize, sign-correct, and comparatively analyze the selected PC between cell types. Association of genes with compartmentalization was performed as follows. Transcriptional start sites were obtained from the RefSeq database [153]. All transcriptional isoforms were kept for each gene ID. Promoter regions were defined as 2 kb upstream/500 bp downstream of transcriptional start sites. Intersections between promoter regions and A/B compartment score bins were obtained using bedtools intersect. For promoters that intersected with more than one compartment score bin, the bin with the largest overlap was kept, and its compartment label used to annotate the gene associated with the promoter. Visualizations of contact maps were created using WaSHU Epigenome Browser and Juicebox [152, 154].

### CTCF ChIP-seq and motif analysis

P0.5 lenses (*n* = 200) were obtained from CD-1 mice, micro-dissected into lens epithelium and lens fibers and stored in liquid nitrogen prior the use as we described earlier [53]. Preparation for ChIP-seq was provided by ActiveMotif (Carlsbad, CA, U.S.A.). Briefly, immunoprecipitation was performed on 12 µg chromatin from microdissected lens cells with 5 µl anti-CTCF antibody (ActiveMotif cat. # 61,311, lot #11,219,006), *n* = 2 biological replicates. The 75-nt single-end (SE75) sequence reads generated by Illumina sequencing (using NextSeq 500) were mapped to the genome using the BWA algorithm (“bwa aln/samse” with default settings) [155]. Uniquely mapped reads passing Illumina’s purity filter with < = 2 mismatches were retained for downstream analyses. Duplicate reads were removed. Peaks were called using MACS2 [156]. Methylation profiles within CTCF peaks were plotted using deeptools 3.5.1 [157].

### Analysis of RNA expression in lens cells

Bulk mouse lens RNA-seq data were generated earlier [64]. Boxplot showing top differentially expressed genes with fragments per kilobase of transcript per million mapped reads (FPKM). FPKM values were Log2 transformed for scaling purposes. Callout boxes were used to highlight the most upregulated genes.

### Cross-analysis of ChIP-seq and mRNA expression

Genes were ranked by their expression levels according to the earlier RNA-seq data [64]. The top 100 most expressed genes in fiber cells were selected. The longest transcripts associated with each gene ID were obtained from the RefSeq All database. Mean epithelium-specific and fiber-specific CTCF ChIP-seq signals and whole-lens RNA Polymerase II ChIP-seq signals were calculated across each transcript using multiBigwigSummary from the deeptools package. The data were merged with expression data of the top 100 expressed genes. Non-coding genes were manually removed to obtain the final list (*n* = 63) associating expression, CTCF, and RNA Polymerase II signals in top-expressed genes in lens fiber.

### Immunofluorescence analysis of lens nuclei

Eyes were fixed in 4.0% paraformaldehyde for 2 h at room temperature, transferred into 30% sucrose for cryopreservation and embedded in OCT (Tissue Tek). Tissue was stored at -80^o^ C until used. Cryostat sections were cut in the transverse plane at 10 microns and stored at -20^o^ C until IF protocol. Slides were permeabilized with 0.5% Triton-X-100 in PBS (PBS-T) for 30 min at room temperature. Slides were washed 3x PBS for 5 min each. Following permeabilization, slides were blocked with 4.0% BSA for 1 h at room temperature. Slides were washed 3x PBS for 5 min each. Slides were incubated for 24 h at 4 C with primary antibodies diluted in 1.0% BSA and PBS-T in a humidity chamber. Slides were then washed 4x PBS for 10 min each. Slides were incubated with secondary antibodies diluted in 1.0% BSA in PBS-T for 2 h at room temperature in humidity chamber at room temperature then washed 3x PBS for 10 min each, then a final wash in PBS with Hoechst (1:2,000) for 10 min. Slides were imaged on Leica SP8 at 63x magnification. Antibodies and dyes: CTCF (Santa Cruz sc-271,514, 1:100), Alexa Flour 488 (Jackson 115-547-185, 1:250) and Hoechst 33,342 (Fisher H3570, 1:2,000).

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

Supplementary Material 8

Supplementary Material 9

Supplementary Material 10

Supplementary Material 11

Supplementary Material 12

## Data Availability

Hi-C and CTCF ChIP-seq data were deposited into Gene Expression Omnibus (GEO) with accession ID GSE243851. ATAC-seq (GSE124497; [62]), RNA-seq (GSE113887; [64]), WGBS (GSE213901; [63]), ChIP-seq (GSE66961; [53, 65]).

## Abbreviations

ATAC-seq: Assay for transposase-accessible chromatin with high-throughput sequencing
ChIP: Chromatin immunoprecipitation
ES: Embryonic stem
cCREs: ENCODE candidate *cis*-regulatory elements
FISH: Fluorescence in situ hybridization
GO: Gene ontology
GWAS: Genome-wide association studies
kb: Kilo base pairs
IDRs: Intrinsically disordered regions
LCR: Locus control region
OFZ: Organelle free zone
PTM: Posttranslational modification
PCA: Principal component analysis
SMCs: Structural maintenance complexes
TADs: Topologically associated domains
3D: 3-dimensional
WGBS: Whole genome bisulfite sequencing

# Supplementary material for: Analysis of long-range chromatin contacts, compartments and looping between mouse embryonic stem cells, lens epithelium and lens fibers
**Source:** Epigenetics Chromatin. 2024 Apr 20;17:10. doi: 10.1186/s13072-024-00533-x
**Supplement:** Supplementary file 2 — Supplementary Material 2

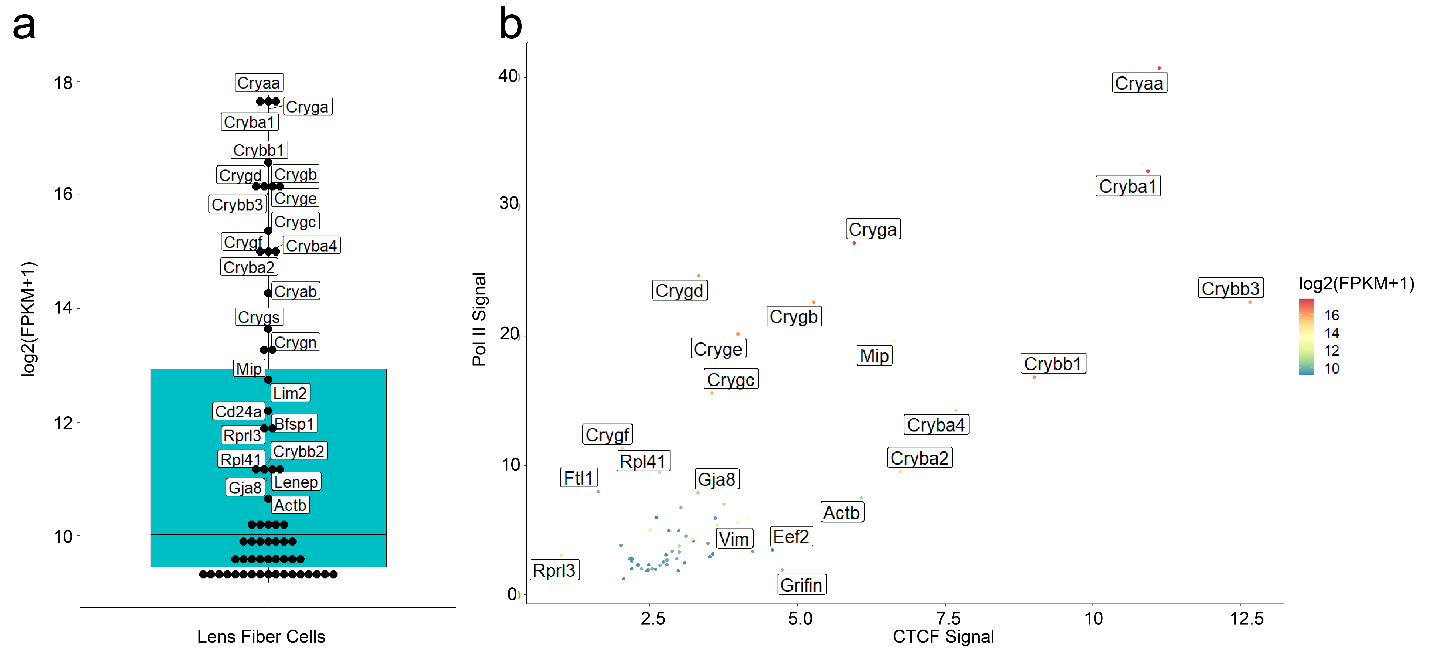

**Fig. S32: Genome-wide CTCF and RNA Polymerase II overlap analysis at gene bodies encoding highly expressed protein coding mRNAs.**

a) Expression levels of protein coding genes in lens fiber cells with the highest CTCF and RNA Polymerase II signals shows an abundance of mRNA encoding individual crystallins, lens fiber-specific intermediate filament proteins, gap junction proteins, and ribosomal proteins. b) Scatter plot of genes shown in panel a) with CTCF (x) and Pol II (y) signal. Gene expression level is color coded with log scale in the legend.

# Supplementary material for: Analysis of long-range chromatin contacts, compartments and looping between mouse embryonic stem cells, lens epithelium and lens fibers
**Source:** Epigenetics Chromatin. 2024 Apr 20;17:10. doi: 10.1186/s13072-024-00533-x
**Supplement:** Supplementary file 4 — Supplementary Material 4

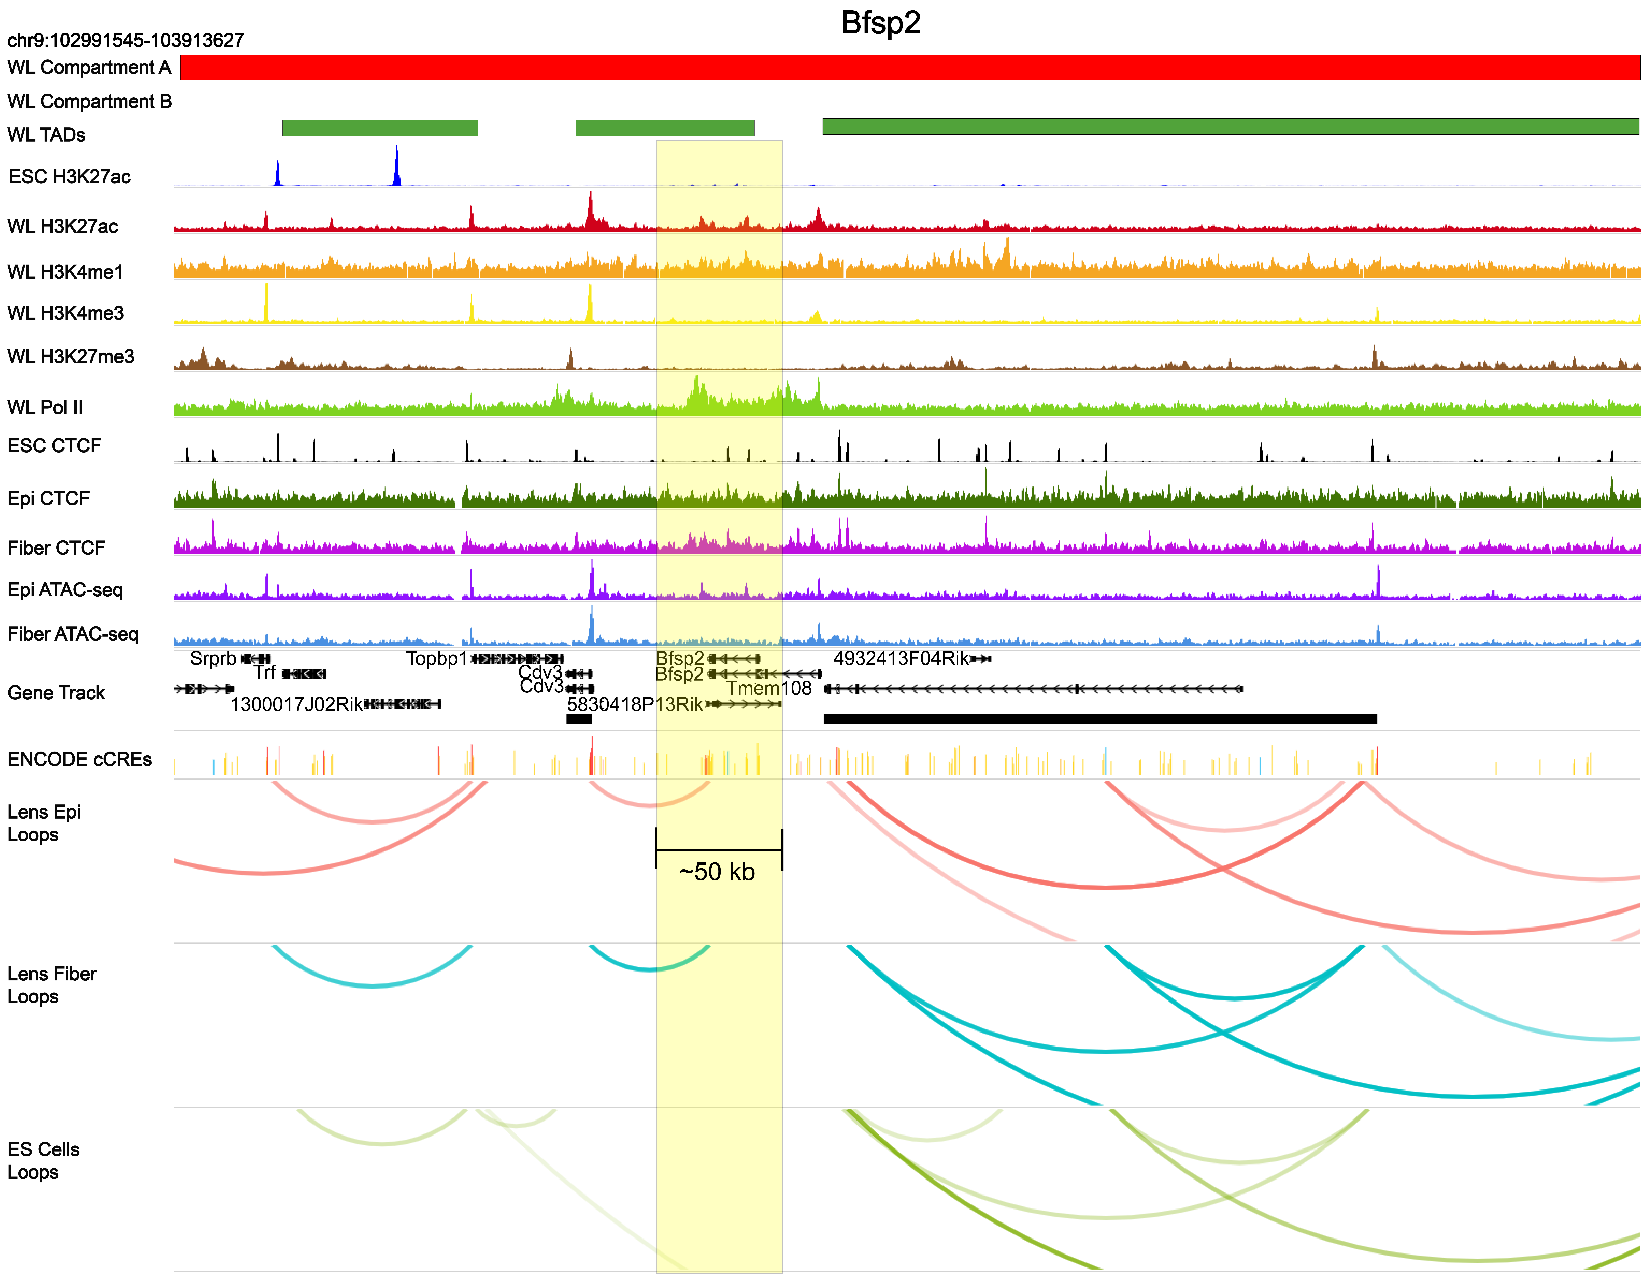

**Fig. S21: Chromatin loops, CTCF binding and other features of the Bfsp2 locus.**

Bfsp2 (yellow box) encodes an abundant lens-specific intermediate filament protein. 

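At Bfsp2 on chromosome 9, both lens lists had a loop of 60 kb between Cdv3, at 103360001 to 103370000, and Bfsp2, at 103420001 to 103430000. ES cells had no loop within 25 kb of it, and no CTCF peak of either lens list overlapped its anchors.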

Relatively short-range loops in epithelium and fibers were found close to the 3’-UTR region. The Bfsp2 locus shows a broad region of RNA Polymerase II signal across the gene body and increase of CTCF presence in lens fiber chromatin. 

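Both lens lists had 2 CTCF peaks in Bfsp2. A peak starting at 103469600 in lens epithelium and at 103469640 in lens fiber cells was shared, and the others, at 103444747 in lens epithelium and at 103434301 in lens fiber cells, were not. In the window of Fig. S21 the fiber list had 13 peaks and the epithelium list 7.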

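A TAD of 525 kb was listed from 103480001 in lens epithelium and from 103475001 in lens fiber cells, and one of 530 kb from 103465001 in ES cells. Within it, loops of 260 kb and of 120 to 130 kb in Tmem108 were shared by lens epithelium and lens fiber cells.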

A large TAD (~520 kb) located upstream of Bfsp2 transcriptional start site contains multiple shared CTCF-bound loop structures between lens epithelium and fiber cells. See Fig. 10 for individual track description.

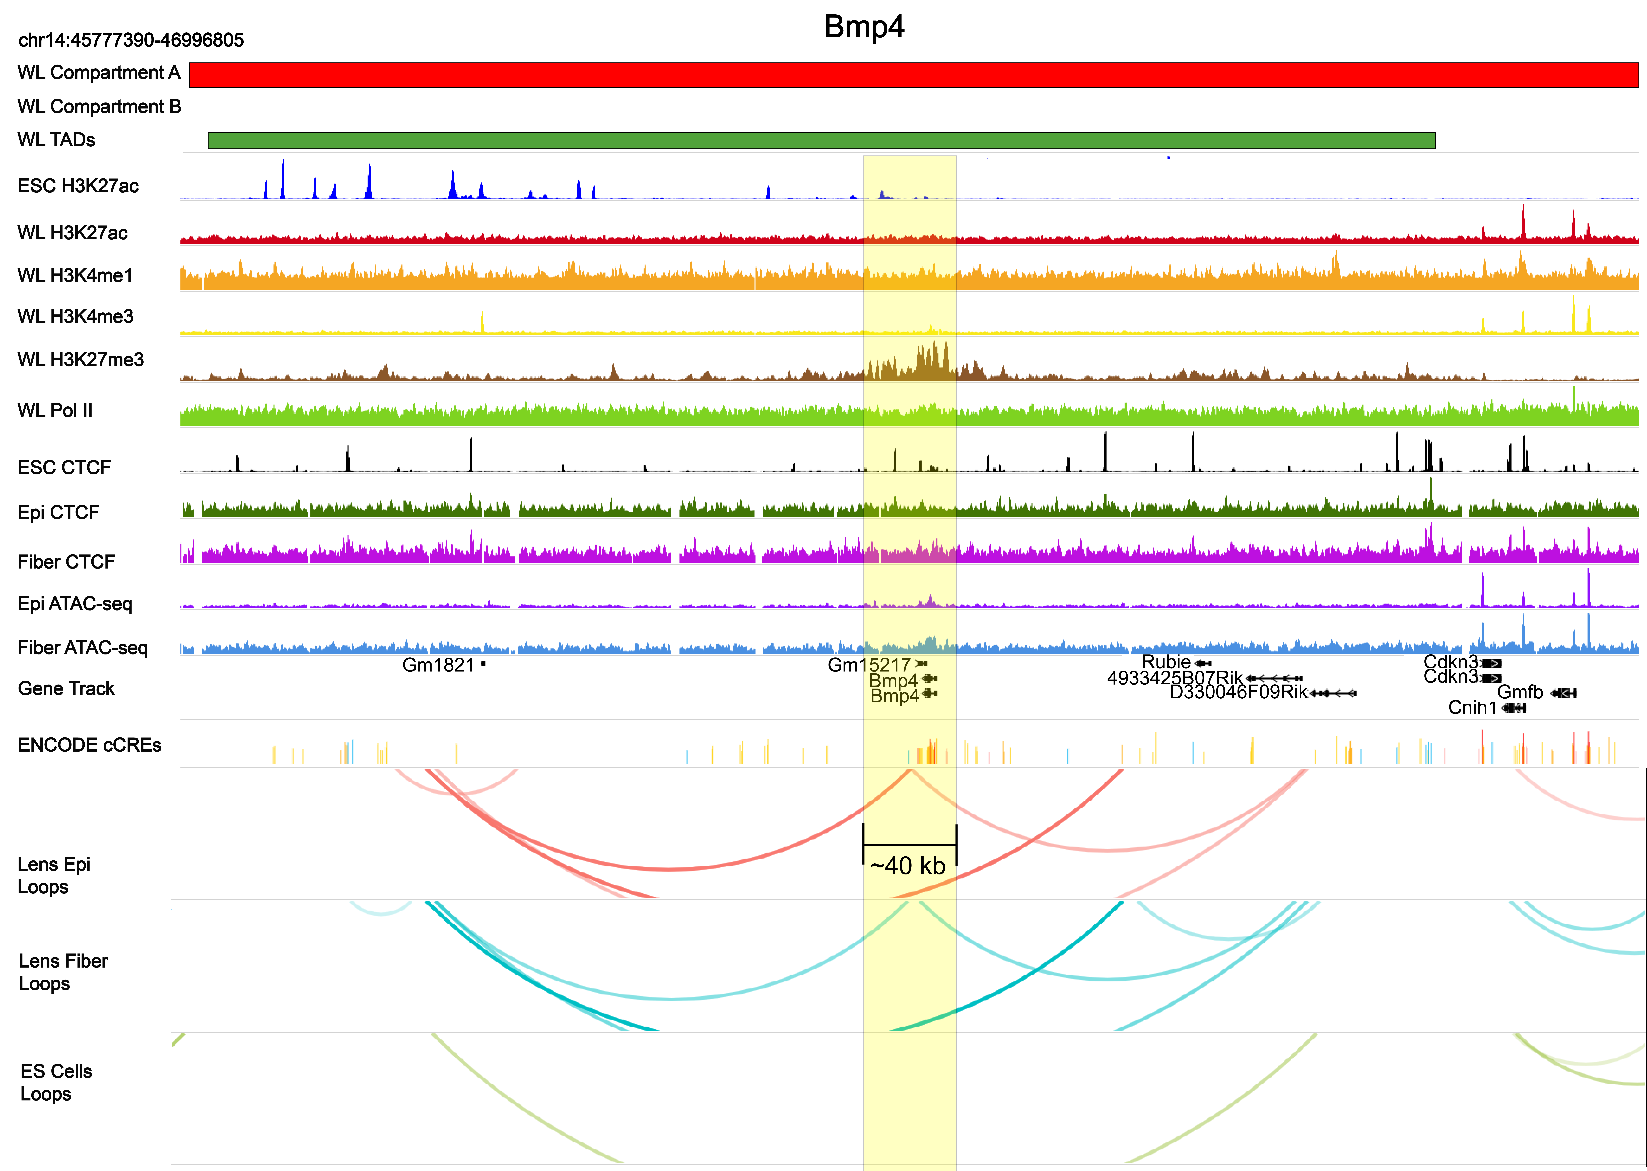
 **Fig. S22: Chromatin loops, CTCF binding and other features of the Bmp4 locus.**

Bmp4 secreted proteins are required for both lens induction and proper optic cup formation. The Bmp4 locus (yellow box) shows a complex loop network that spans both upstream and downstream of the locus in both lens epithelium and fiber cells. 

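In the window of Fig. S22, 5 loops were listed in lens epithelium, 6 in lens fiber cells and 1 in ES cells, and 4 were shared by the lens lists. Anchors at Bmp4 were joined to 45975001 or 45990001, on the side of lower coordinates, and to 46700001, on the other side. The only ES cell loop, of 730 kb, crossed the whole locus and was also in both lens lists. A TAD of 830 to 840 kb covered it in all cell types.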

See Fig. 10 for individual track description.

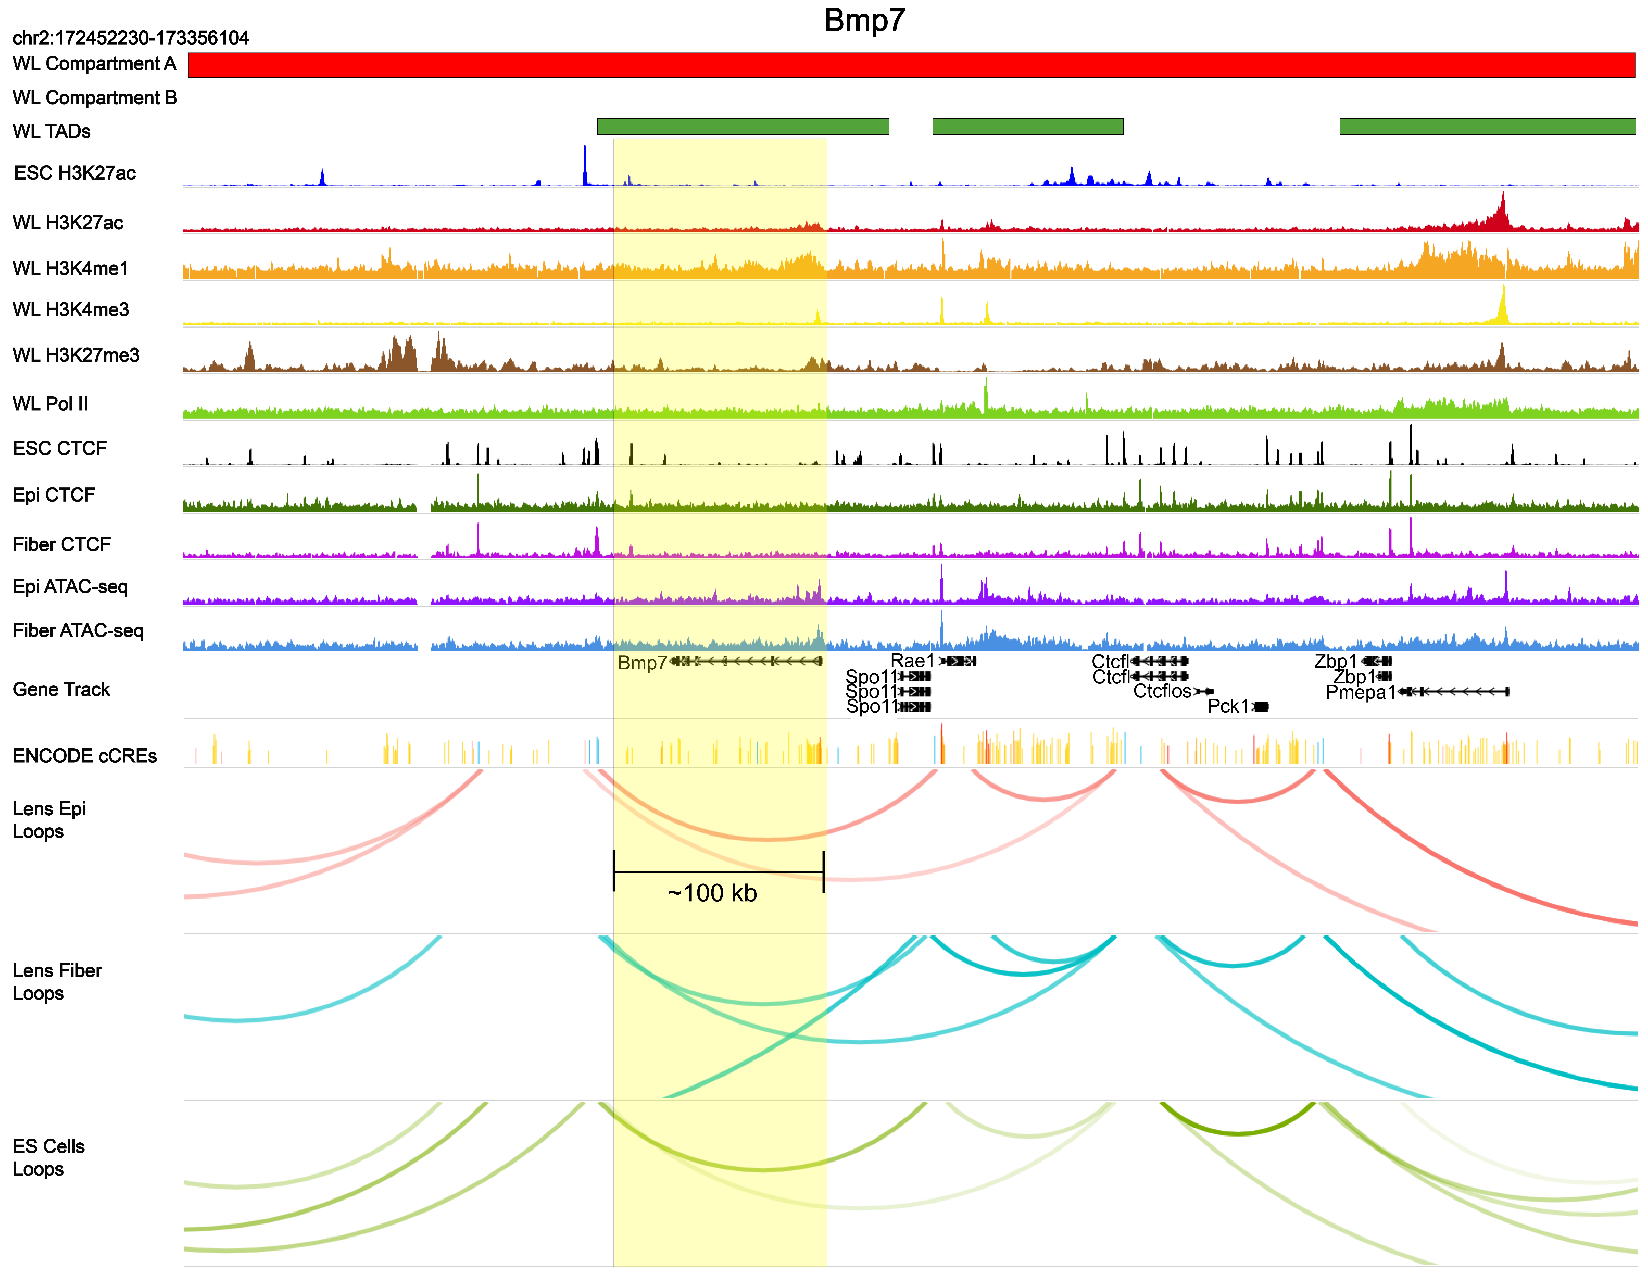

**Fig. S23: Chromatin loops, CTCF binding and other features of the Bmp7 locus.**

Like Bmp4, Bmp7 proteins also regulate lens development. 

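Among the TADs around Bmp7 on chromosome 2, lens fiber cells had one of 150 kb from 172830001 to 172980000 and ES cells one of 165 kb from 172825001 to 172990000. Lens epithelium had none there.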

A single TAD of ~150 kb was detected that encompasses Bmp7 locus (yellow box). Both H3K27ac and H3K4me1 domains were detected at the Bmp7 promoter. Chromatin loop structures are mostly shared between lens epithelium and fiber cells, forming contacts near to multiple shared CTCF sites. 

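Of the 6 epithelium loops in the window of Fig. S23, 4 were shared with lens fiber cells, which had 7 loops. Epithelium peaks lay at both anchors of 4 of the 6 loops, and fiber peaks at both anchors of 5 of the 7. The lists had 27 and 24 CTCF peaks there, with 18 shared.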

See Fig. 10 for individual track description.

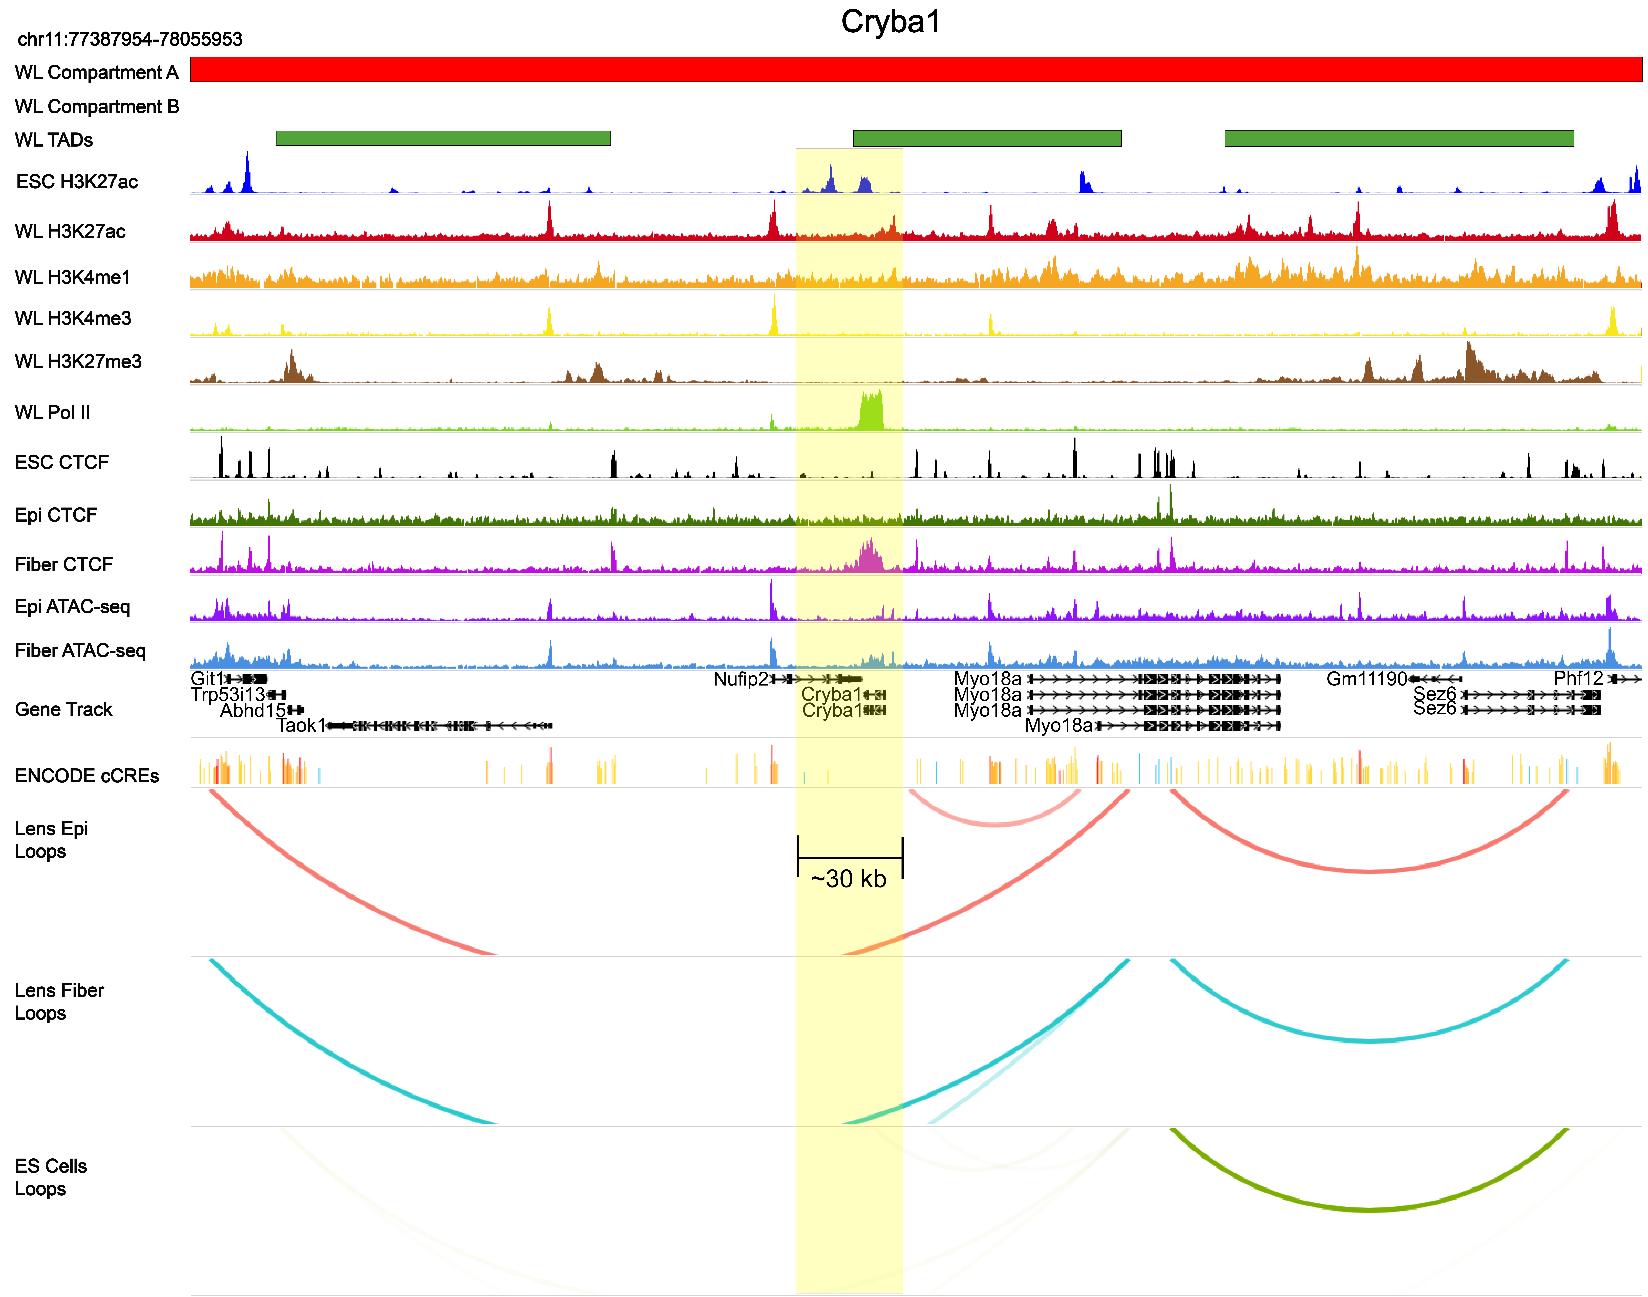

**Fig. S24: Chromatin loops, CTCF binding and other features of the Cryba1 locus.**

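At Cryba1 on chromosome 11, TADs of 85 kb from 77720001 in lens epithelium, of 100 kb from 77710001 in lens fiber cells and of 100 kb from 77715001 in ES cells were listed. An ES cell loop of 70 kb began at Cryba1, at 77720001.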

The Cryba1 locus (yellow box) is located on the edge of a TAD boundary. Lens epithelium shows a long-range interaction ~10 kb upstream with distal loop of ~60 kb. 

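The epithelium loop of 60 kb ran between 77730001 to 77740000, where both lens lists had a CTCF peak, and Myo18a at 77790001 to 77800000. It was not in the fiber list within 25 kb and lay within 25 kb of ES cell loops of 70 kb. Loops of 325 and 140 kb were shared by the lens lists.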

Note an overlap between Pol II and CTCF bound region in lens fiber cell chromatin found in other crystallin loci. See Fig. 10 for individual track description.

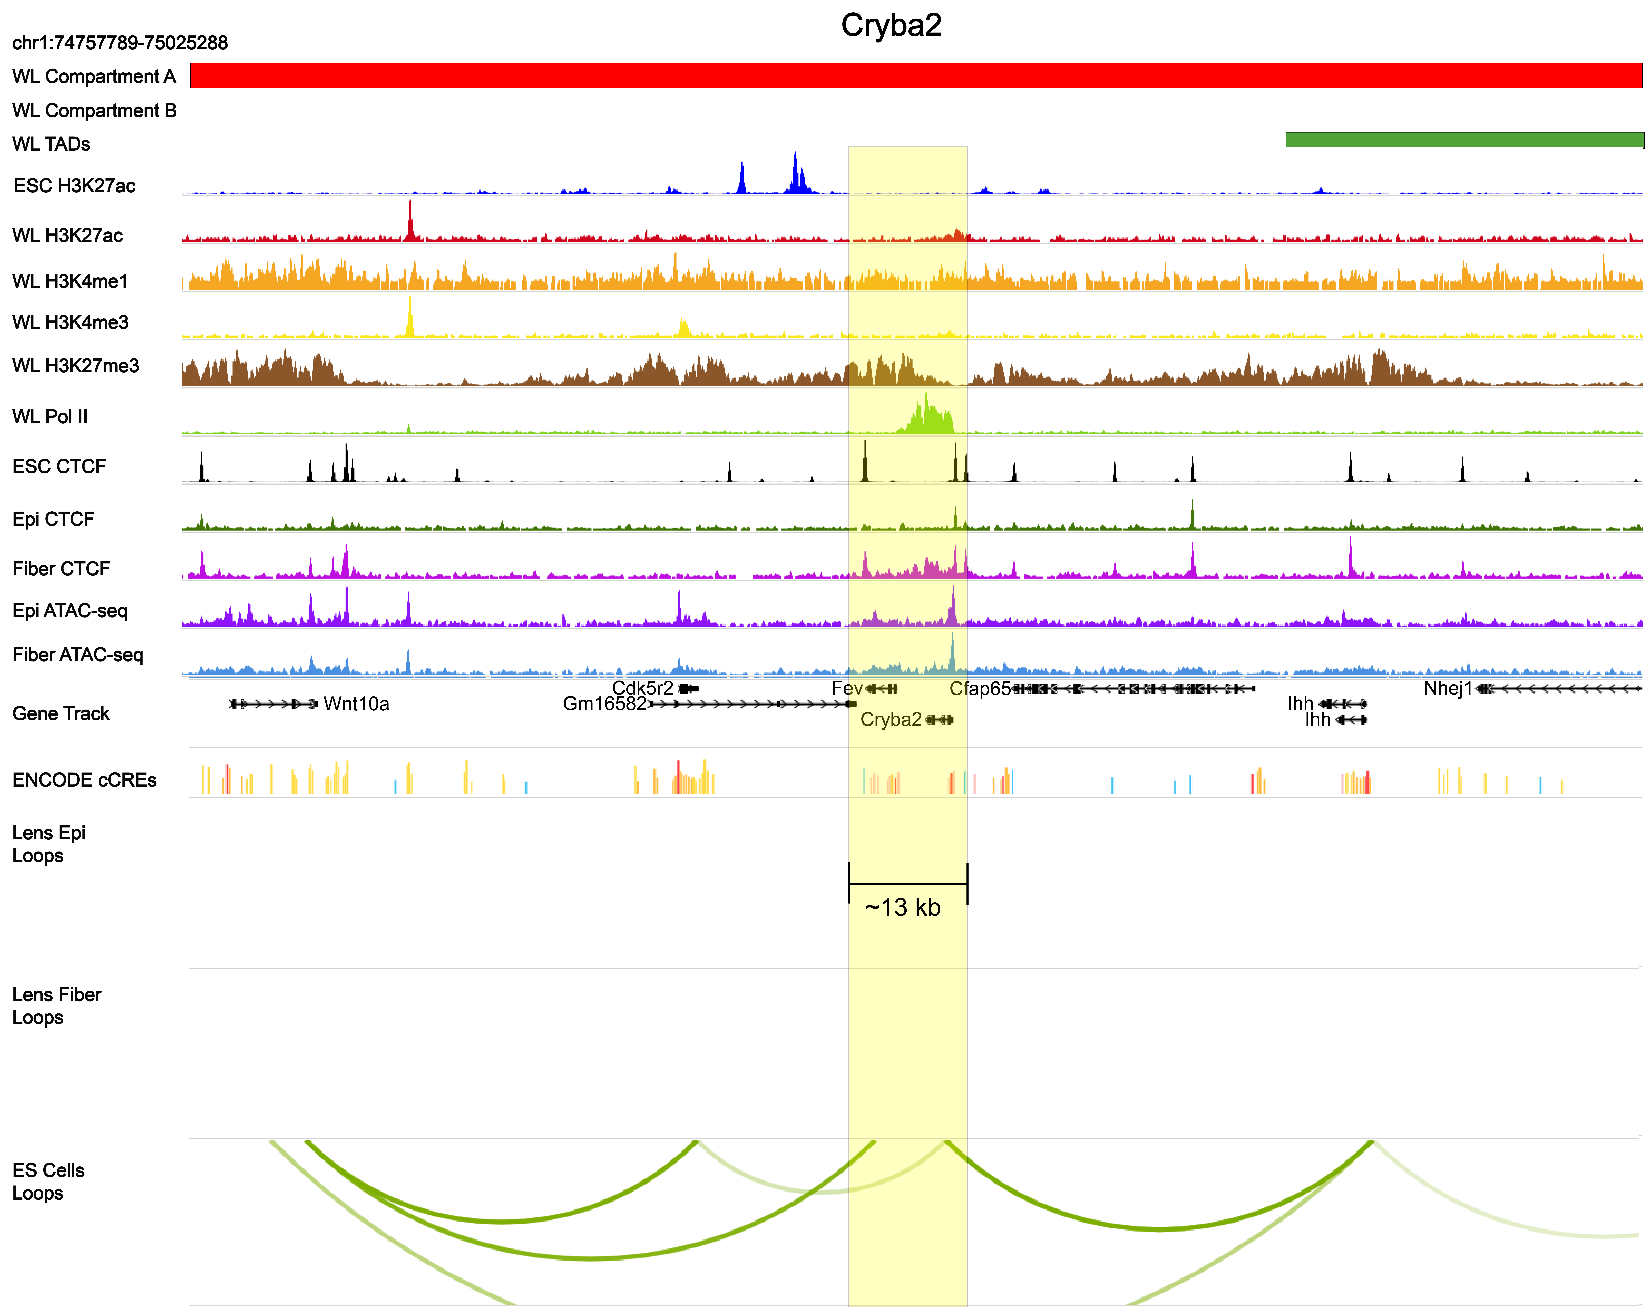

**Fig. S25: Chromatin loops, CTCF binding and other features of the Cryba2 locus.**

The Cryba2 locus (yellow box) is also marked by absence of large looping systems. Both lens epithelium and fiber share multiple similar CTCF peaks closely upstream of the Cryba2 transcriptional start site. 

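Neither lens list had a loop with both anchors in the window of Fig. S25. ES cells had 6, of 35 to 155 kb, and a pair of them, of 35 and 60 kb, had an anchor over Cryba2.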

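Of the 7 epithelium peaks in this window, 6 were shared with lens fiber cells, which had 18. Shared peaks lay in Wnt6 at 74784515, in Cryba2 at 74893533 and in Cfap65 at 74926722, as listed in lens epithelium.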

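In Cryba2, a peak at 74893533 to 74893786 was shared by both lens lists, and a peak at 74894998 to 74895210 was in the fiber list alone, with a fold enrichment of 4.30.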

Lens fiber cells show broad CTCF binding throughout the gene body with an overlap with RNA Polymerase II. See Fig. 10 for individual track description.

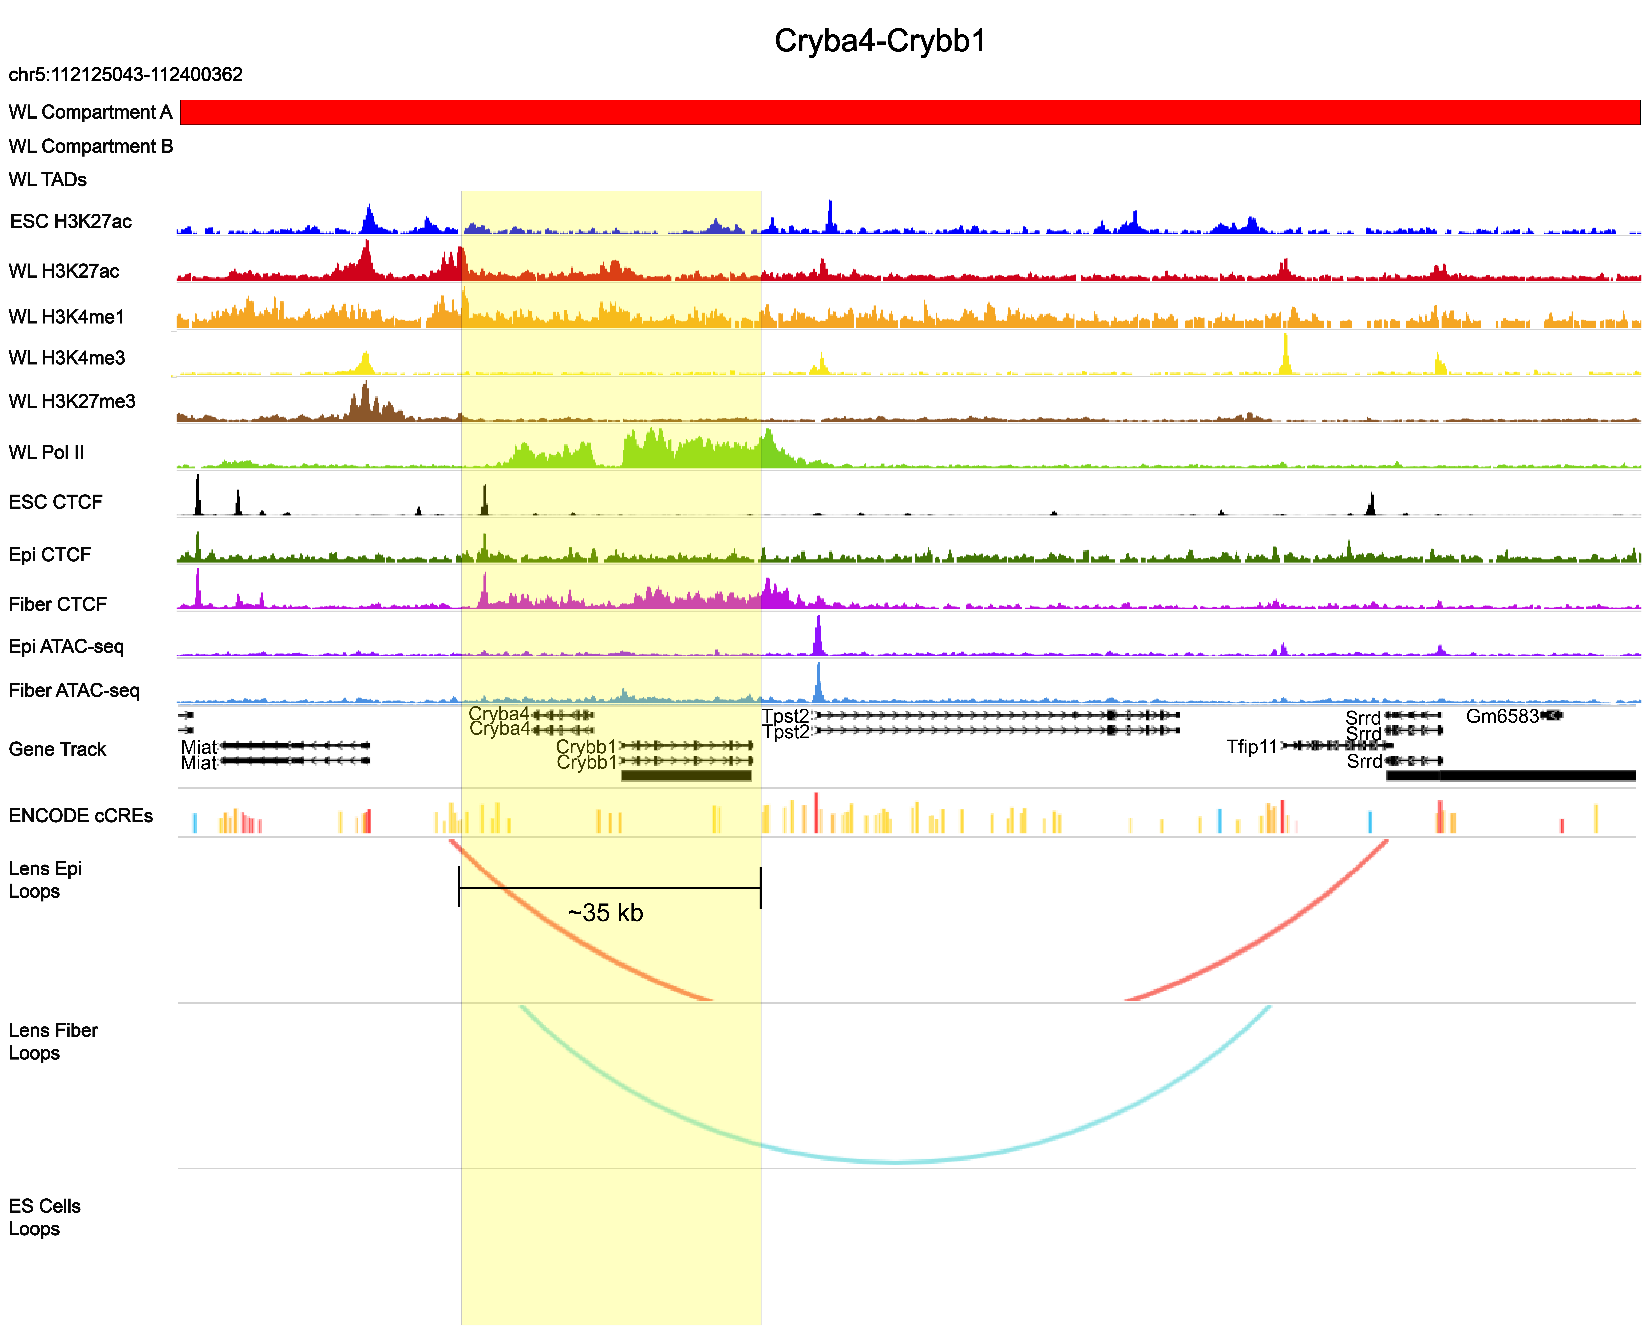

**Fig. S26: Chromatin loops, CTCF binding and other features of the Cryba4-Crybb1 bi-directional loci.**

Cryba4 and Crybb1 crystallin genes (yellow box) are transcribed in a bi-directional manner in lens [119]. Both loci span ~25 kb and are not located within or near any upstream/downstream TADs. Both gene bodies have high RNA Polymerase II and H3K27ac broad regions in their intergenic region including their “head-to-head” promoters separated by 3.3 kb of DNA. 

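Around Cryba4 and Crybb1, a TAD of 180 kb from 112215001 to 112395000 was listed in ES cells and a TAD of 90 kb from 112235001 to 112325000 in lens fiber cells. Lens epithelium had no TAD there. A TAD ending at 112180000 was listed in all cell types, with sizes of 785 to 800 kb. Loops of 100 kb in lens epithelium and 80 kb in lens fiber cells joined Cryba4 to Tfip11.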

Shared CTCF epithelium and fiber cell peaks are found ~10 kb downstream of Cryba4. 

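A shared CTCF peak lay beside Cryba4, at 112240795 to 112241060 in lens epithelium and at 112240794 to 112241105 in lens fiber cells, and another at 112210195 in lens epithelium and 112210139 in lens fiber cells.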

Like in other crystallin loci, a broad CTCF domain is detected across both gene bodies in fiber cell chromatin. 

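The fiber list alone had a peak at 112271123 to 112271361, outside the bodies of both genes, with a fold enrichment of 2.73, and one in Miat at 112216987. All 3 epithelium peaks in the window were shared.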

See Fig. 10 for individual track description.

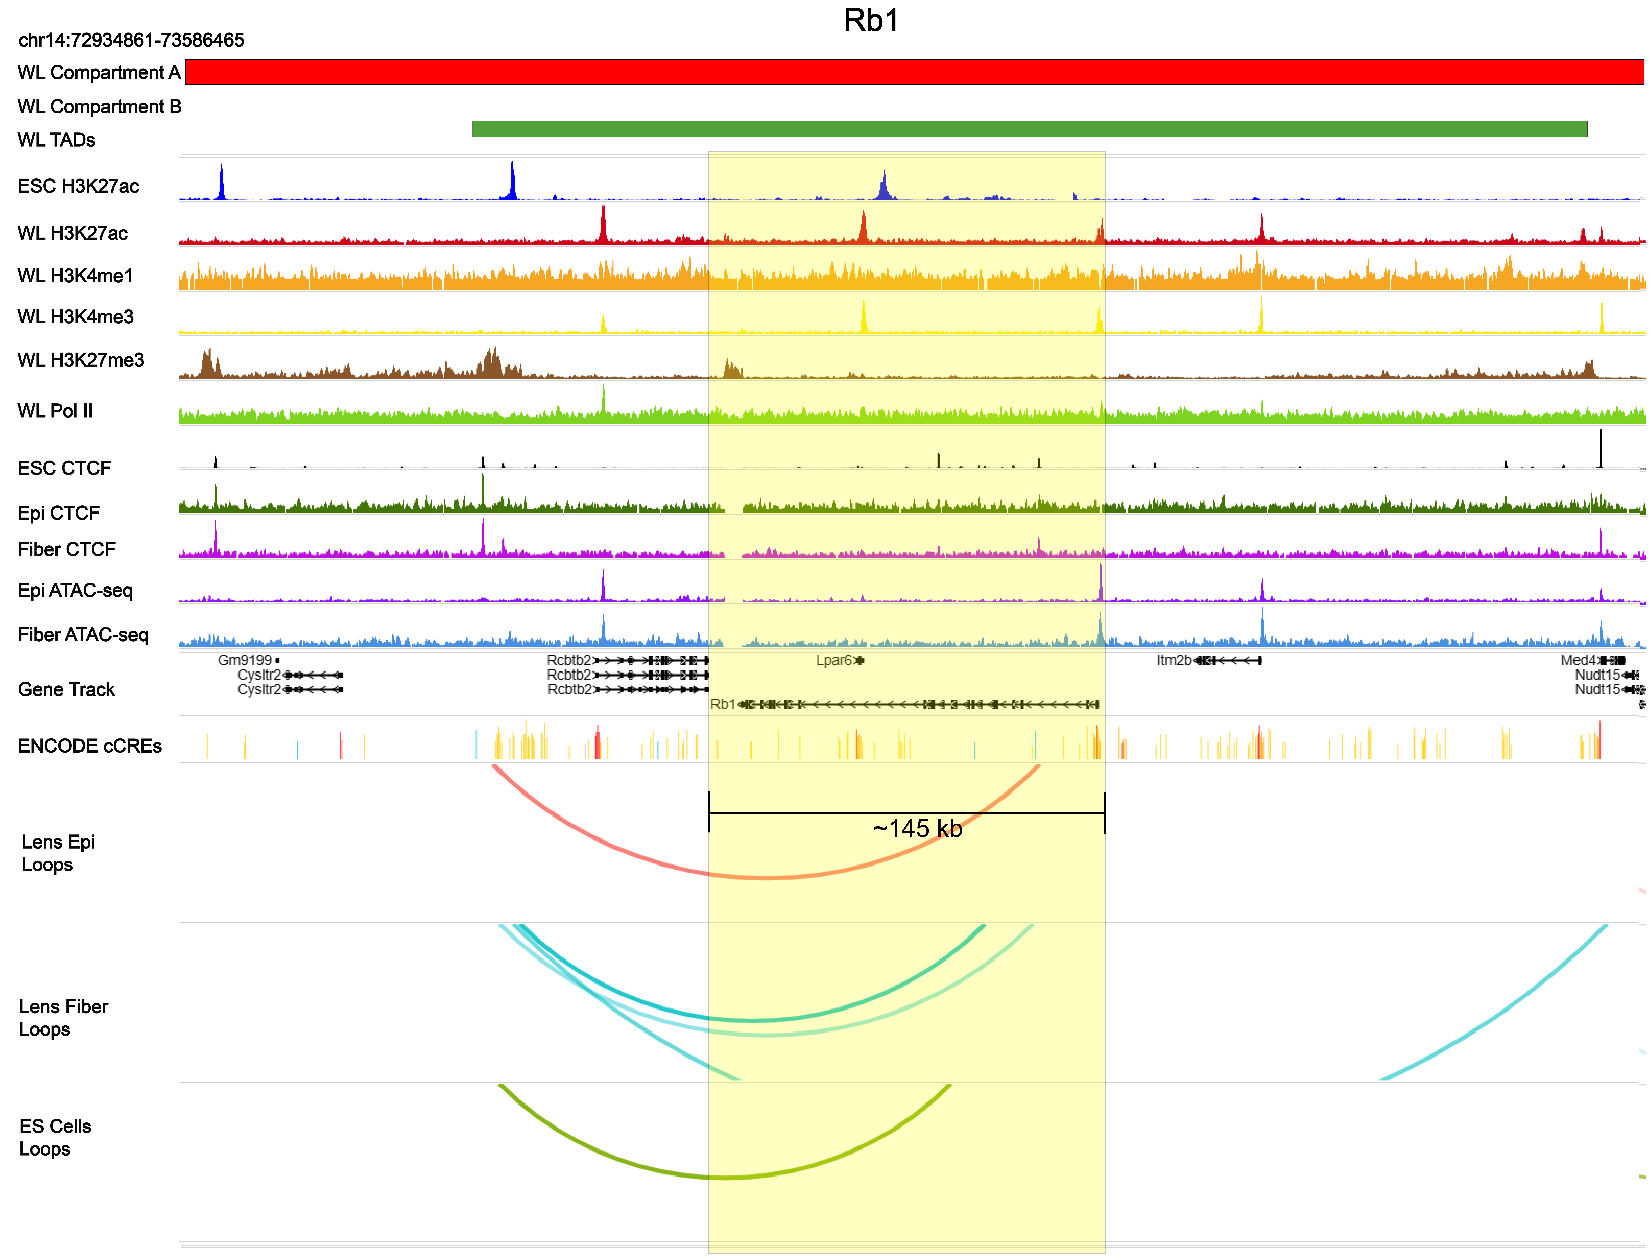

**Fig. S27: Chromatin loops, CTCF binding and other features of the Rb1 locus.**

Depletion of Rb1 affects lens cell cycle exit and causing disruption in lens fiber cell formation. 

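A loop between 73100001 and Rb1, of 200 kb in lens epithelium and 195 kb in lens fiber cells, was shared by the lens lists. The fiber list had CTCF peaks at its anchors, at 73106389 and in Rb1 at 73303227, and the epithelium list had none there. ES cells had a loop of 165 kb into Rb1, which lay within 25 kb of a fiber loop of 170 kb.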

The Rb1 locus (yellow box) shows shared chromatin loop contacts between lens epithelium and fiber to an intronic CTCF-bound contact, spanning to a downstream CTCF-bound contact. See Fig. 10 for individual track description.

# Supplementary material for: Analysis of long-range chromatin contacts, compartments and looping between mouse embryonic stem cells, lens epithelium and lens fibers
**Source:** Epigenetics Chromatin. 2024 Apr 20;17:10. doi: 10.1186/s13072-024-00533-x
**Supplement:** Supplementary file 8 — Supplementary Material 8

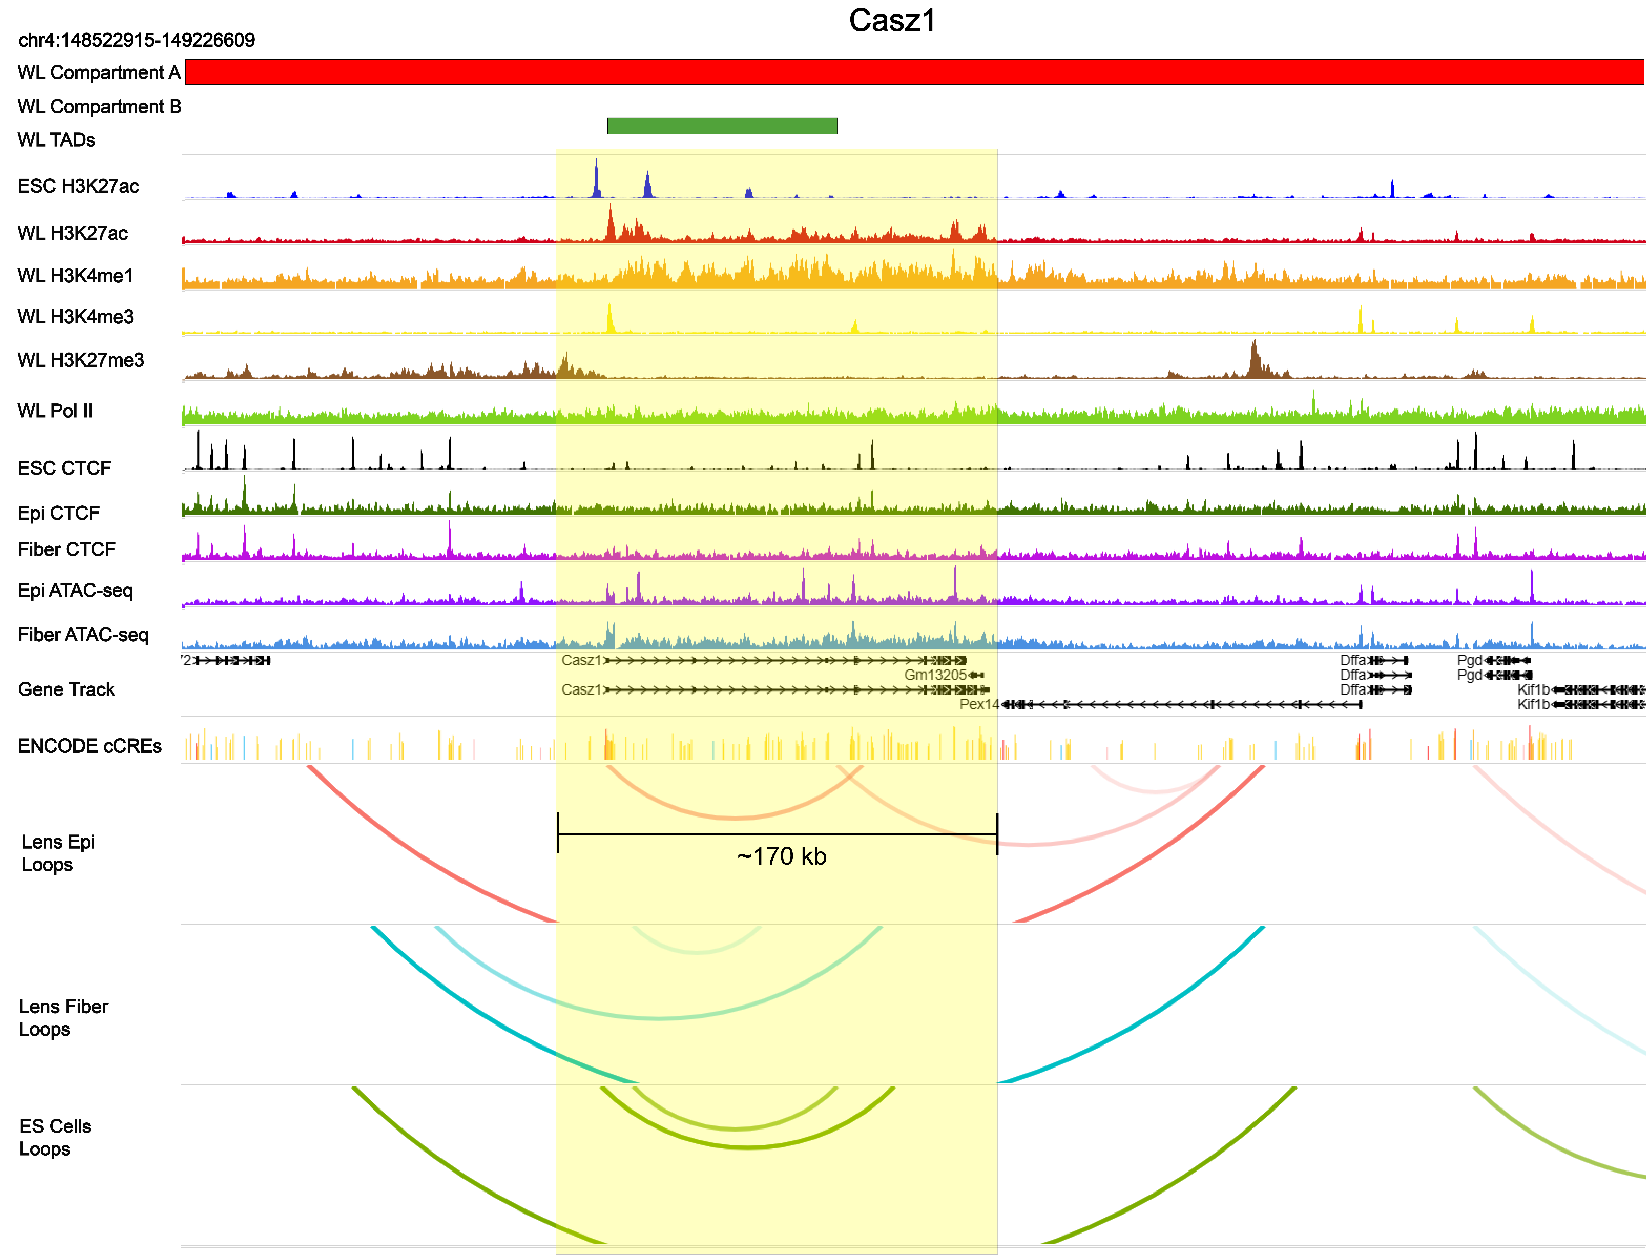

**Fig. S28: Chromatin loops, CTCF binding and other features of the Casz1 locus.**

Casz1 is a zinc finger transcription factor that is implicated lens fiber development. Multiple variants of CASZ1 have been shown to be associated with cataract formation. Lens epithelial, lens fiber, and ES cells all show a similar sized loop spanning the gene body making distal contacts both upstream and downstream of the gene. 

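A loop across Casz1 measured 370 kb in ES cells, 375 kb in lens epithelium and 350 kb in lens fiber cells. These loops joined 148675001 or 148700001 on chromosome 4 to Pex14 and lay within 25 kb of each other, though not within 10 kb.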

All three cell types have loop contacts within intronic elements of the gene. 

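Both anchors lay in Casz1 for ES cell loops of 80 and 115 kb, an epithelium loop of 100 kb and a fiber loop of 50 kb. The epithelium loop was shared with ES cells. Another fiber loop, of 175 kb, ended in Casz1 at 148900001.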

See Fig. 10 for individual track description.

**
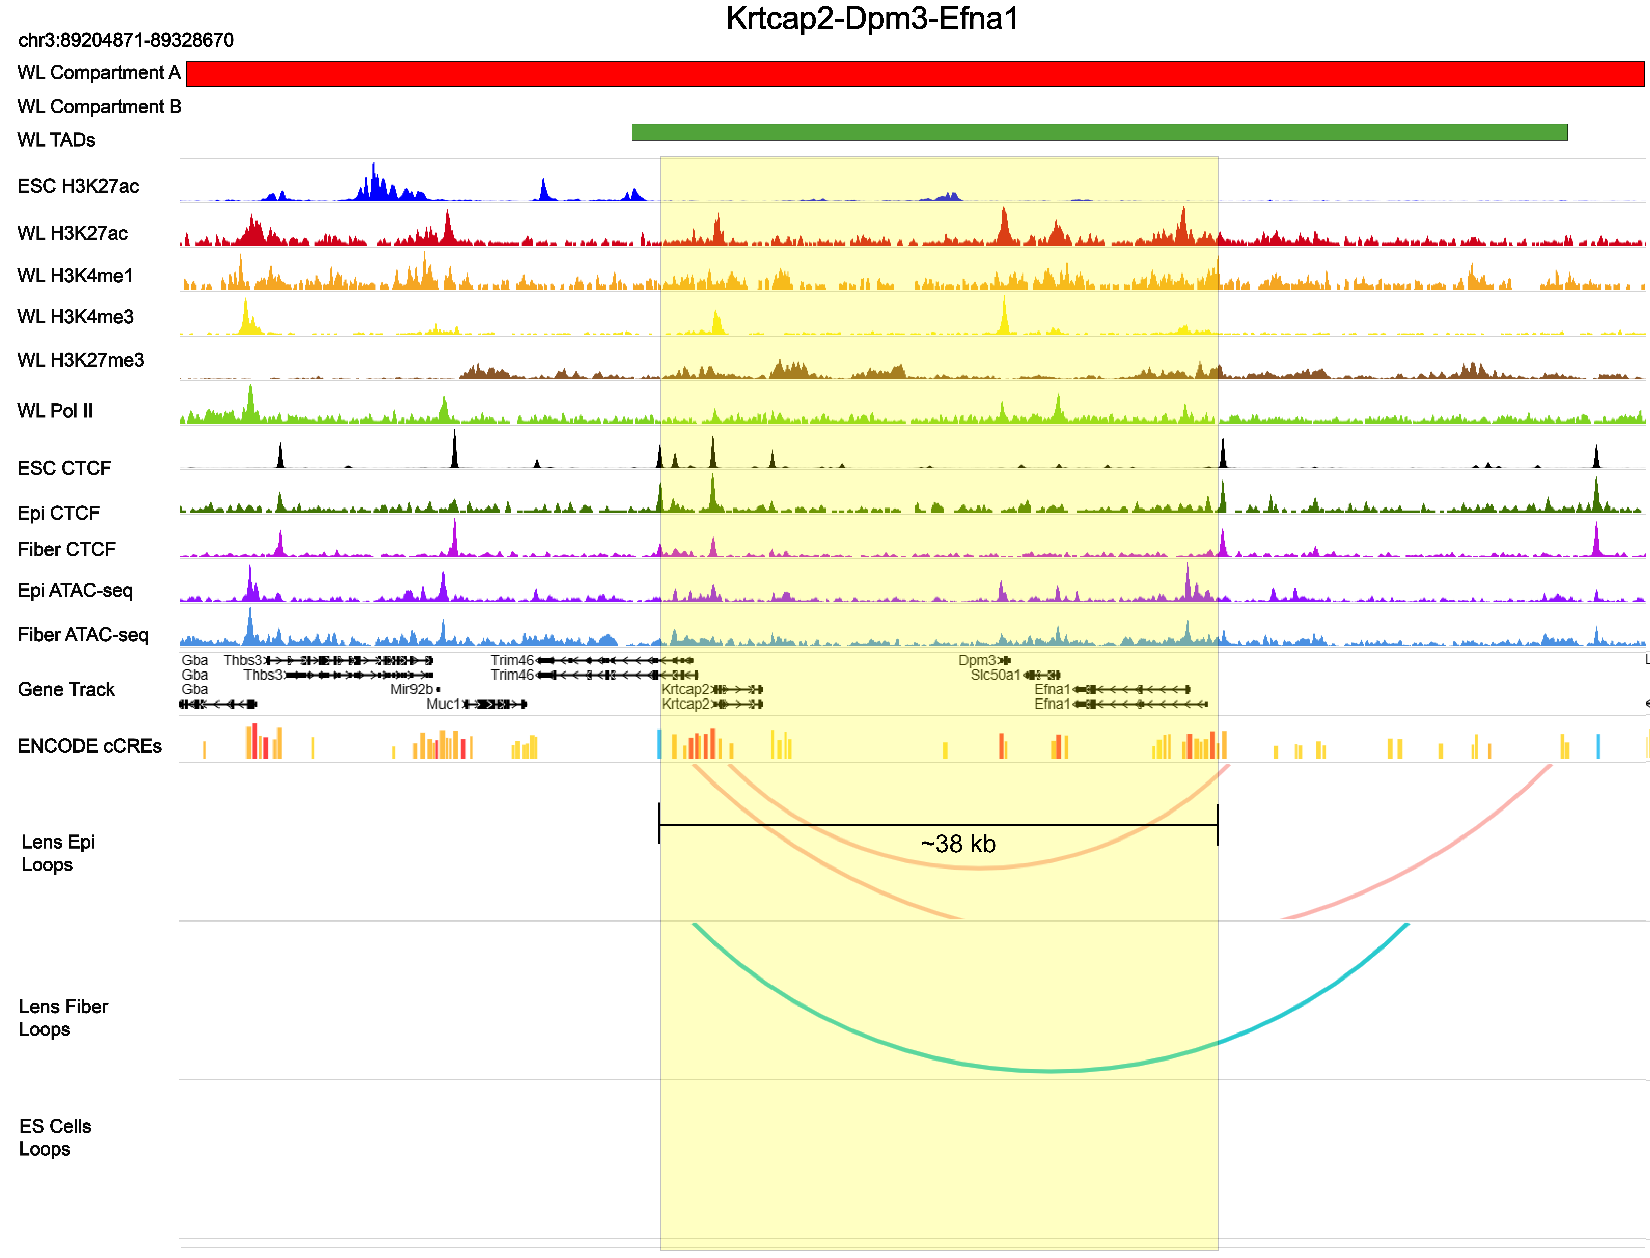
**

**Fig. S29: Chromatin loops, CTCF binding and other features of the Krtcap2-Dpm3-Efna1 gene cluster.**

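At Krtcap2, Dpm3 and Efna1 on chromosome 3, lens epithelium had loops of 35 and 60 kb and lens fiber cells had 1 loop of 50 kb with both anchors in the window of Fig. S29. The latter was shared with the epithelium loop of 60 kb within the tolerance of 10 kb.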

The KRTCAP2-DPM3-EFNA1 cataract-associated gene cluster is shown in syntenic region of the mouse genome (yellow box) and shows markedly different loop patterns between lens epithelium and fiber cells. 

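In ES cells no loop had an anchor in this window, and 3 loops had their anchors on opposite sides of it.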

Loop structures are completely absent in ES cells. Both lens epithelium and lens fiber cells share the same loop contact at a promoter cCRE upstream of Krtcap2 but make different downstream distal contacts. 

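The anchors over Krtcap2 and Trim46 started at 89240001 or 89245001 in both lens cell types. At the other end, the epithelium loops reached Efna1 at 89280001 and a site at 89300001, and the fiber loop a site at 89290001. All 4 epithelium peaks in the window were shared with lens fiber cells, which had 8.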

See Fig. 10 for individual track description.

**
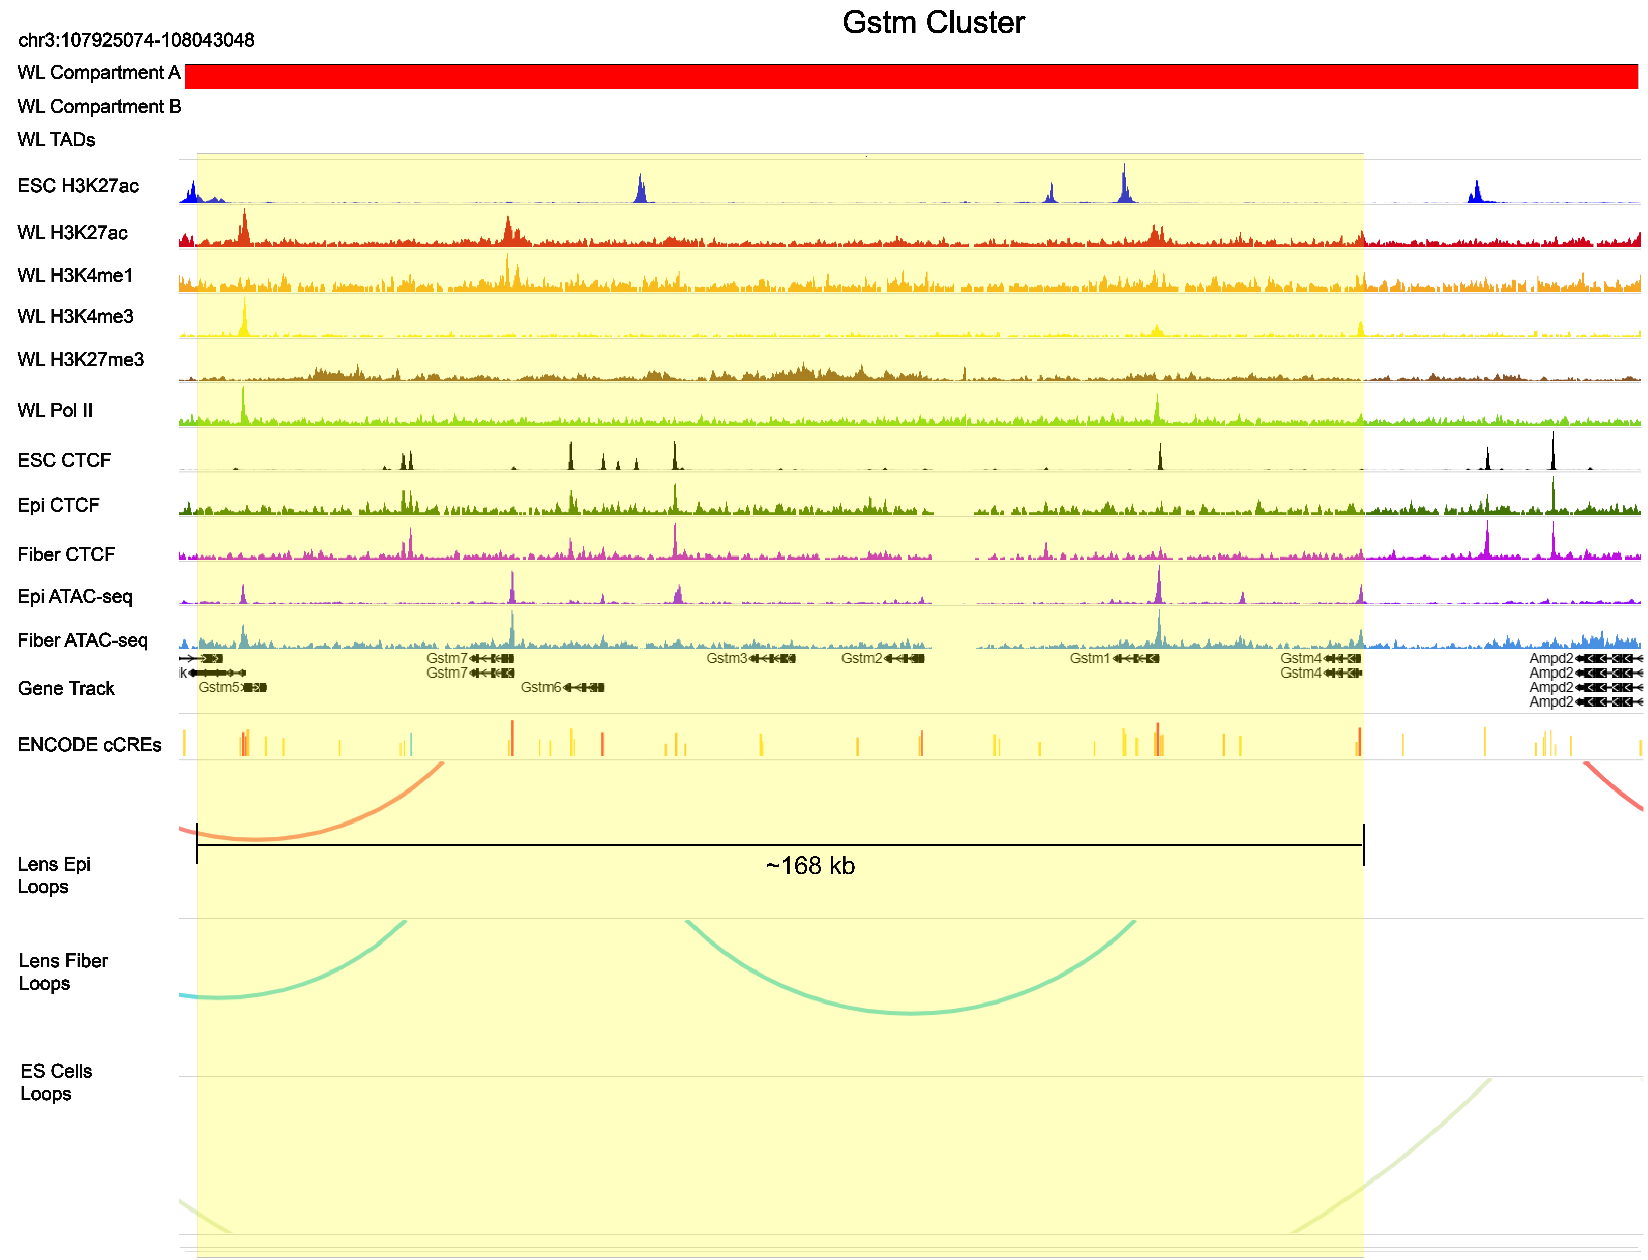
**

**Fig. S30: Chromatin loops, CTCF binding and other features of the Gstm cluster.**

The Gstm cluster (yellow box) consists of 7 paralogs within a 280 kb region. Mutations in human GSTM2 have been significantly linked to cataract formation in women. 

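Lens epithelium had no loop with an anchor in the window of Fig. S30 and none across it. Its 2 CTCF peaks there, both in Gstm6, were shared with lens fiber cells.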

The Gstm cluster in lens epithelial cells is void of large loops. In lens fiber cells, a chromatin loop spans the center of the cluster and makes a CTCF-bound contact 9 kb downstream of Gstm3. 

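The fiber list had a CTCF peak in the anchor at Gstm6, at 107953385 to 107953689 with a fold enrichment of 9.18, and none in the anchor at Gstm1.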

In ES cells, a loop spans the entire Gstm cluster. 

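The ES cell list had 6 loops with their anchors on opposite sides of the window and 1 TAD of 80 kb, from 107940001 to 108020000, in it. Neither lens list had a TAD in the window.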

See Fig. 10 for individual track description.

**
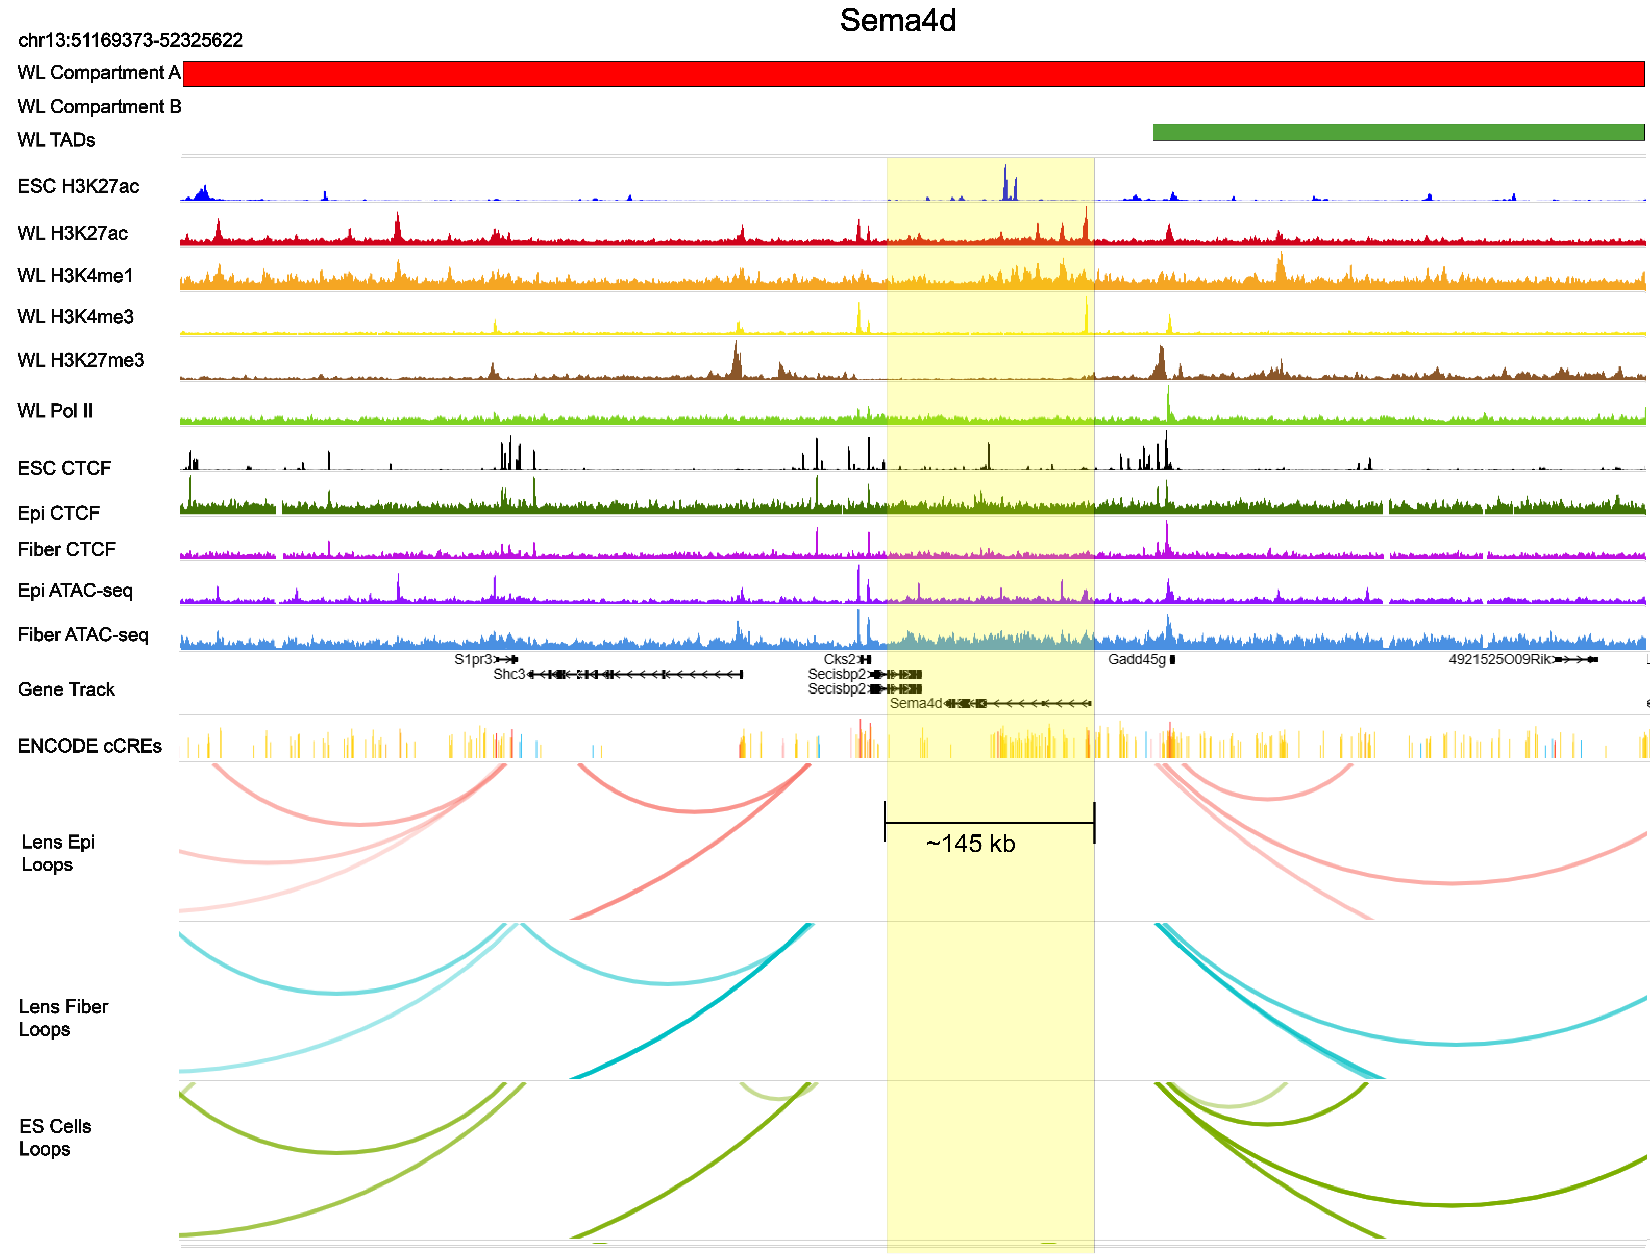
**

**Fig. S31: Chromatin loops, CTCF binding and other features of the Sema4d locus.**

Mutations in Semad4d have been significantly linked to cataract formation in men. 

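CTCF peaks in the window of Fig. S31 numbered 10 in lens epithelium and 17 in lens fiber cells, with 8 shared. Next to Sema4d, shared peaks lay in Secisbp2 at 51651887 and, on the other side, at 51839698 and 51845576, as listed in lens epithelium. A peak in Sema4d itself at 51725251 was in the epithelium list alone.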

The Sema4d locus (yellow box) is located within a region void of large chromatin looping with CTCF-bound chromatin both up and downstream of the gene. See Fig. 10 for individual track description.

# Supplementary material for: Analysis of long-range chromatin contacts, compartments and looping between mouse embryonic stem cells, lens epithelium and lens fibers
**Source:** Epigenetics Chromatin. 2024 Apr 20;17:10. doi: 10.1186/s13072-024-00533-x
**Supplement:** Supplementary file 9 — Supplementary Material 9

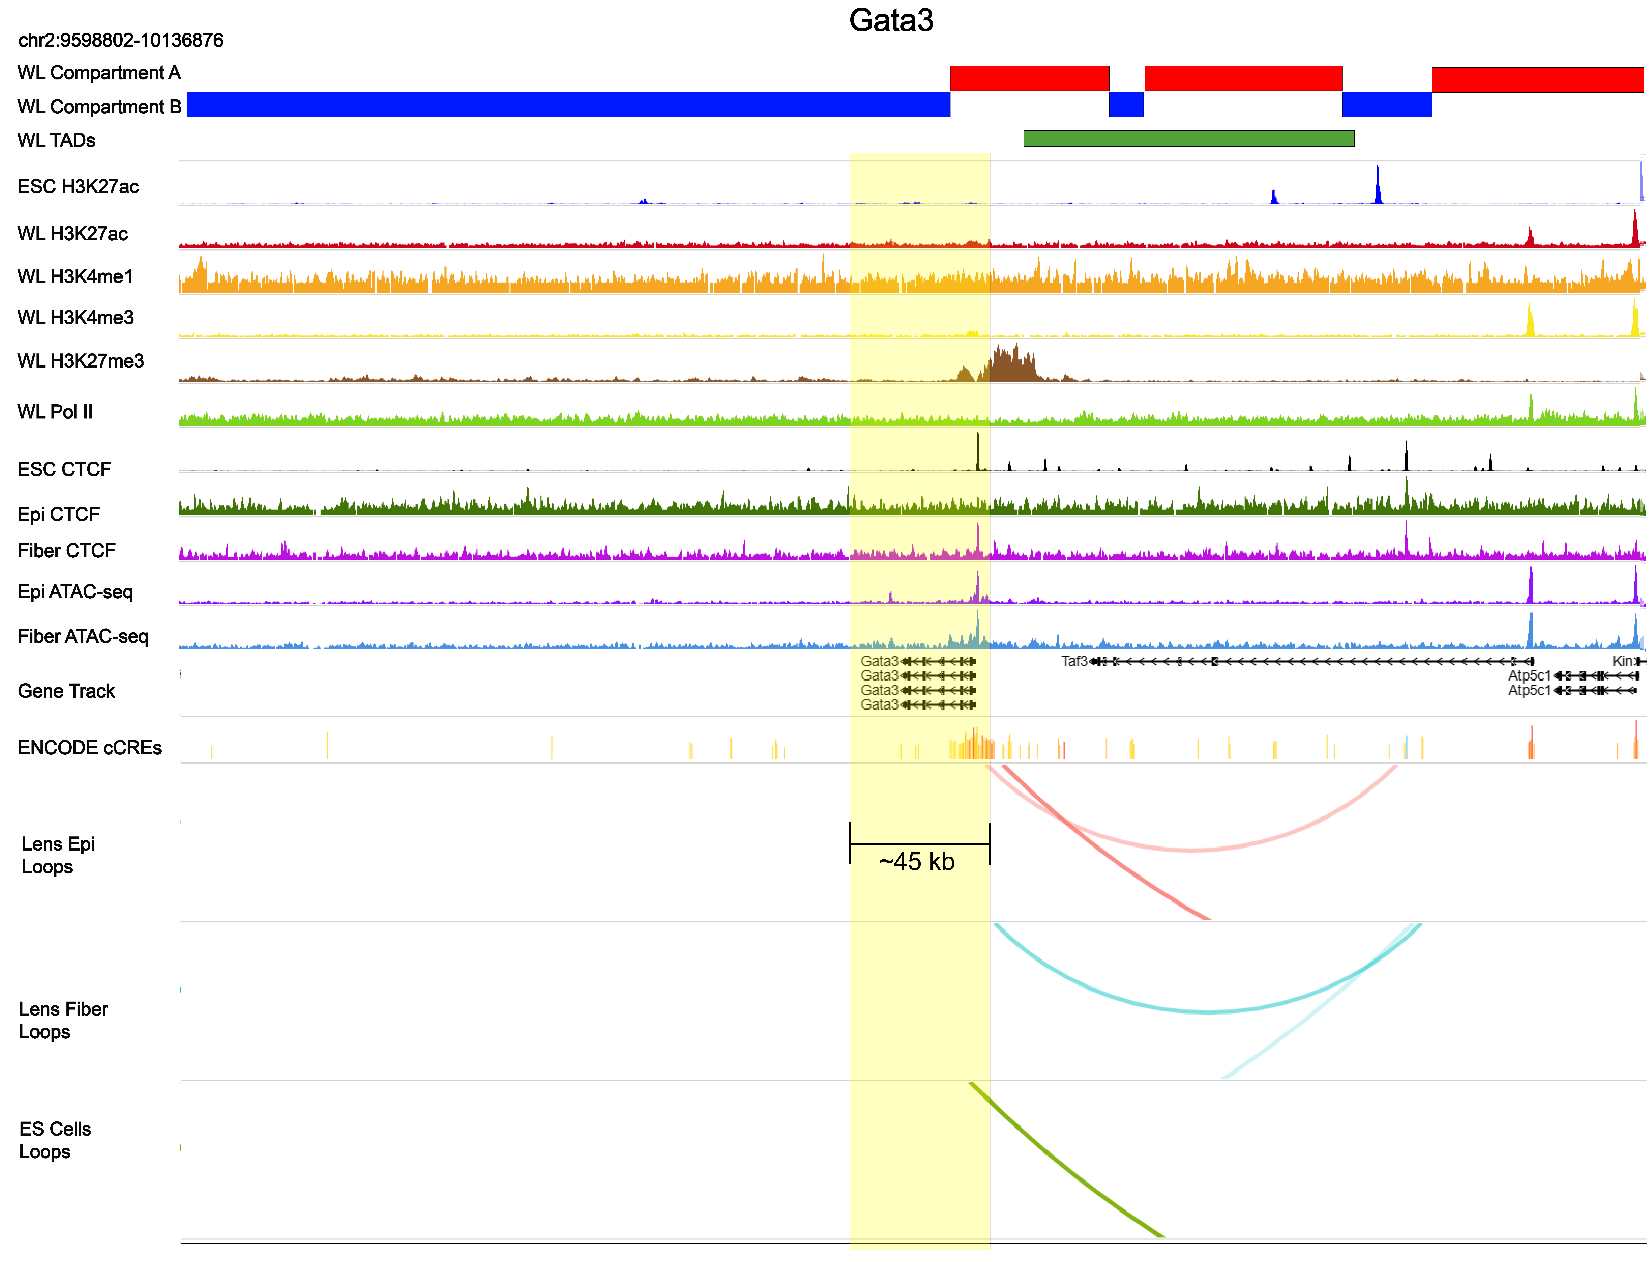

**Fig. S12: Chromatin loops, CTCF binding and other features of the Gata3 locus.**

Gata3 is a zinc finger-containing DNA binding transcription factor that is involved in primary lens fiber differentiation through the regulation of cell-cycle exit. The Gata3 locus (yellow box) has chromatin looping near the proximal 5’ end of the gene, contacting a CTCF-bound site. 

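A loop of 125 kb in lens epithelium and of 130 kb in lens fiber cells joined Gata3, at 9880001, to Taf3. The fiber list had a peak in the Taf3 anchor at 10010307, and the epithelium list had none at either anchor. Loops of 1200 kb to a site at 8670001 were also listed in both lens cell types.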

ES cells have a similar proximal contact but make further upstream distal contact. 

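In ES cells the loop from Gata3 to 8670001 measured 1210 kb and was shared with both lens lists. ES cells also joined Gata3 to Skida1 over 8150 kb, to Bmi1 over 8800 kb, to Lmx1b over 23750 kb and to Lhx2 over 28450 kb, and no lens list had these loops.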

See Fig. 10 for individual track description.

**
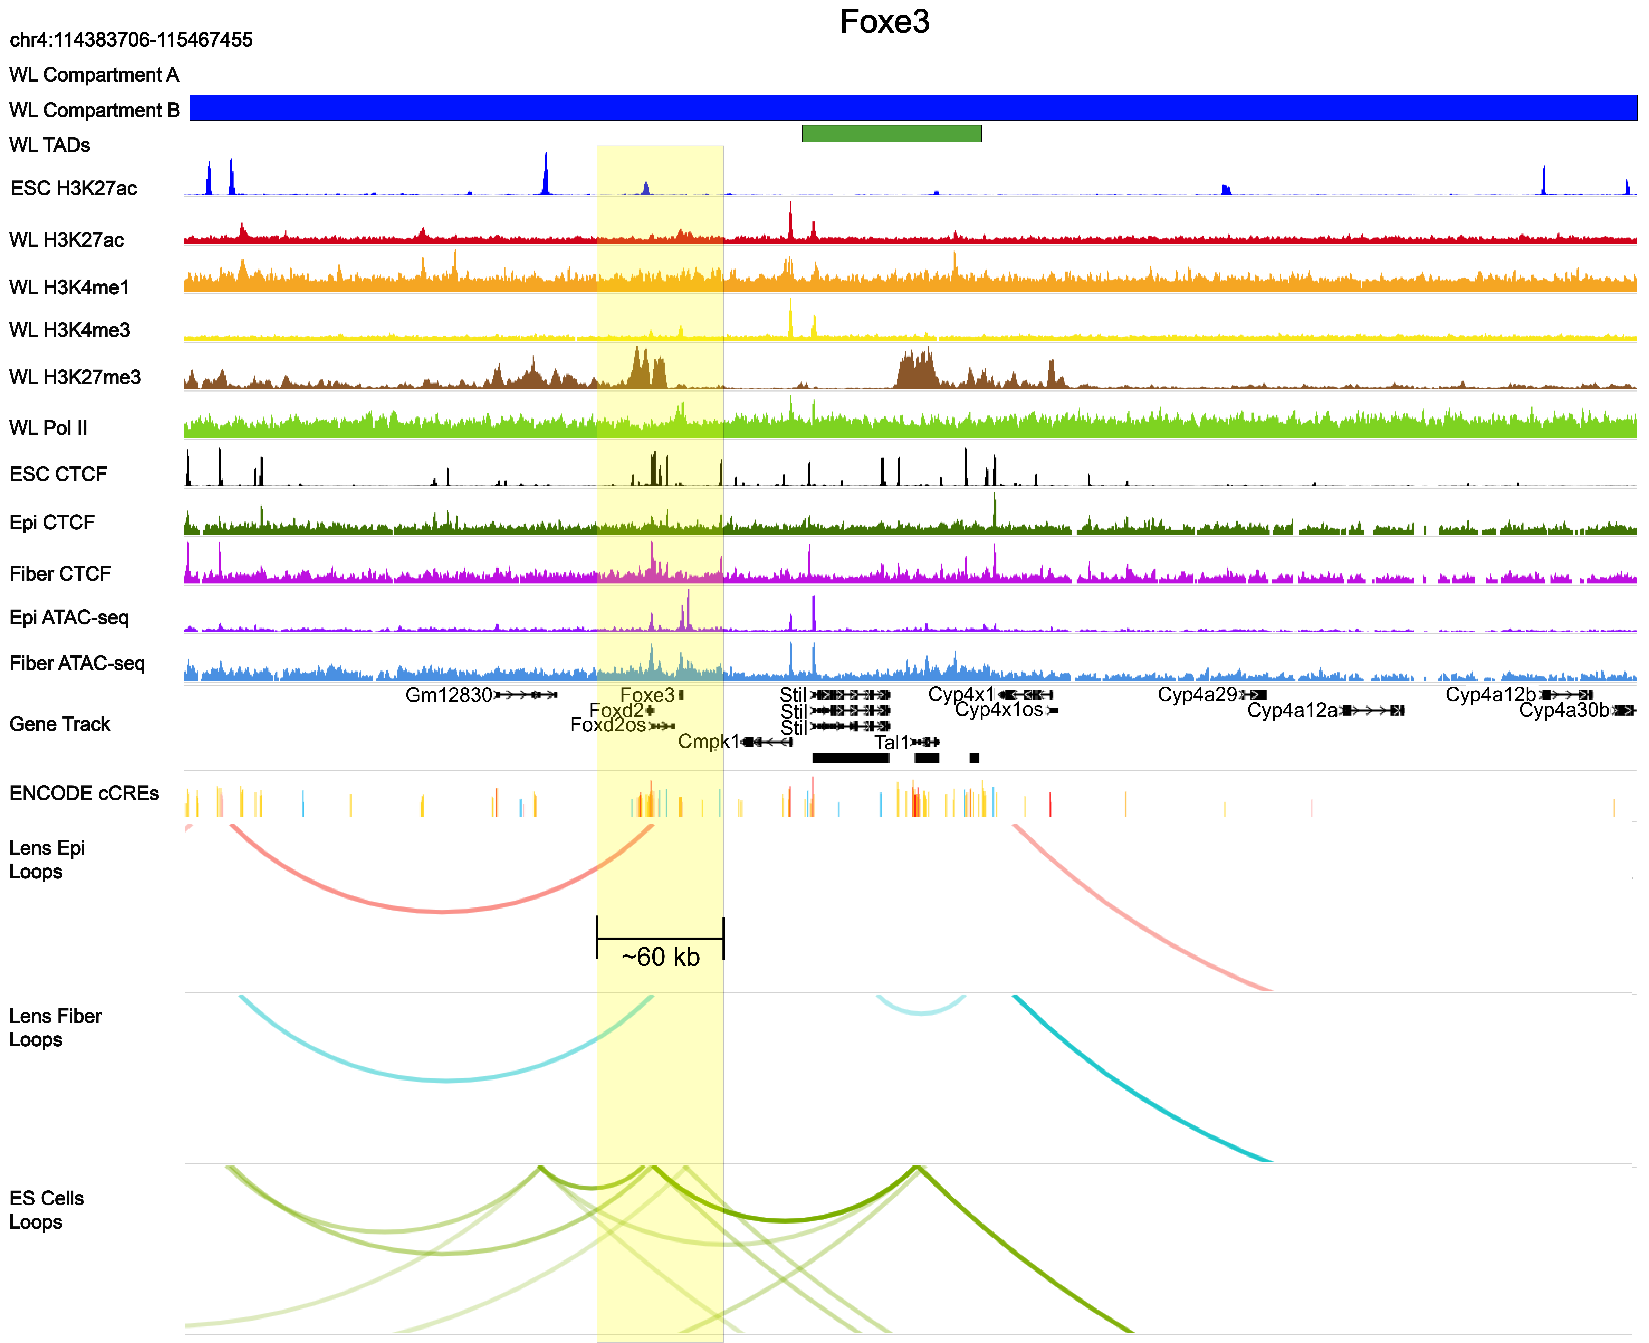
**

**Fig. S13: Looping patterns, CTCF binding and other features of the Foxe3 locus.**

Foxe3 encodes DNA-binding transcription regulating formation of the lens epithelium and other features of lens differentiation. 

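Neither lens list had a loop with an anchor over Foxe3 in the window of Fig. S13. In ES cells, 1 loop of 520 kb joined Trabd2b to Foxe3, at 114925001 to 114930000 on chromosome 4, and loops of 1040, 17150 and 25625 kb led from anchors over Foxe3 out of the window.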

The Foxe3 locus (yellow box) shows no large chromatin looping structures near the proximal regions of the gene body. Chromatin looping structures that spanned the Foxe3 locus are notably more complex in ES cells compared to lens cells. 

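The window held 8 loops in ES cells, 2 in lens epithelium and 3 in lens fiber cells. Of the ES cell loops, 7 were in no other list. A loop of 235 to 240 kb ending at Foxd2 was present in all cell types.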

See Fig. 10 for individual track description.

**
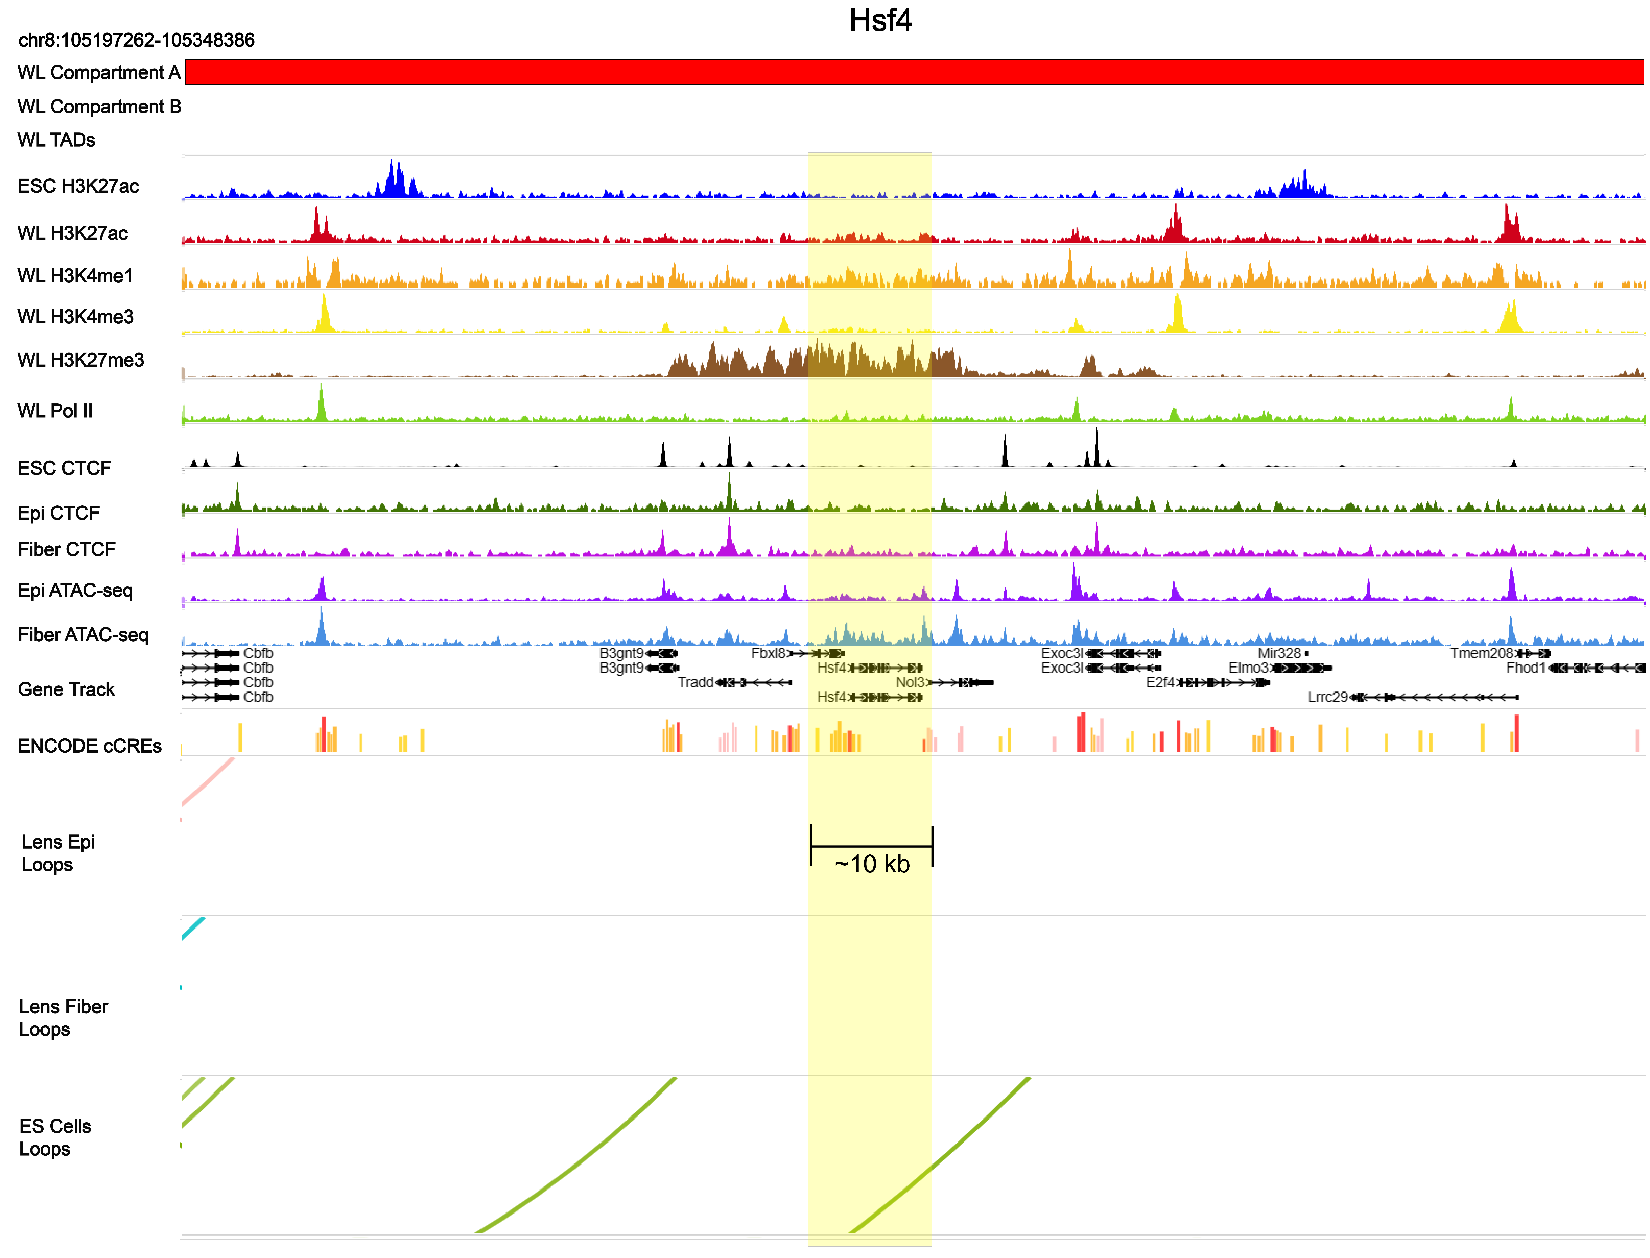
**

**Fig. S14: Chromatin loops, CTCF binding and other features of the Hsf4 locus.**

Hsf4 is a heat-shock transcription factor that plays a major role in organelle degradation via direct regulation of DNase IIβ and formation or the organelle-free zone. 

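No list had a loop with both anchors in the window of Fig. S14 around Hsf4. An anchor of 25 kb over Hsf4, B3gnt9, Tradd and Fbxl8 was listed in lens fiber cells, in a loop of 600 kb.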

The Hsf4 locus (yellow box) shows no large proximal chromatin contacts. ES cell data shows two loop contacts at CTCF-bound chromatin. 

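In ES cells, 5 loops had 1 anchor in the window, and lens epithelium and lens fiber cells had 2 each. The ES cell anchors at Cbfb and at B3gnt9 and Tradd, in loops of 90, 130 and 150 kb, overlapped CTCF peaks of both lens lists. CTCF binding in ES cells was not analysed here.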

See Fig. 10 for individual track description.

**
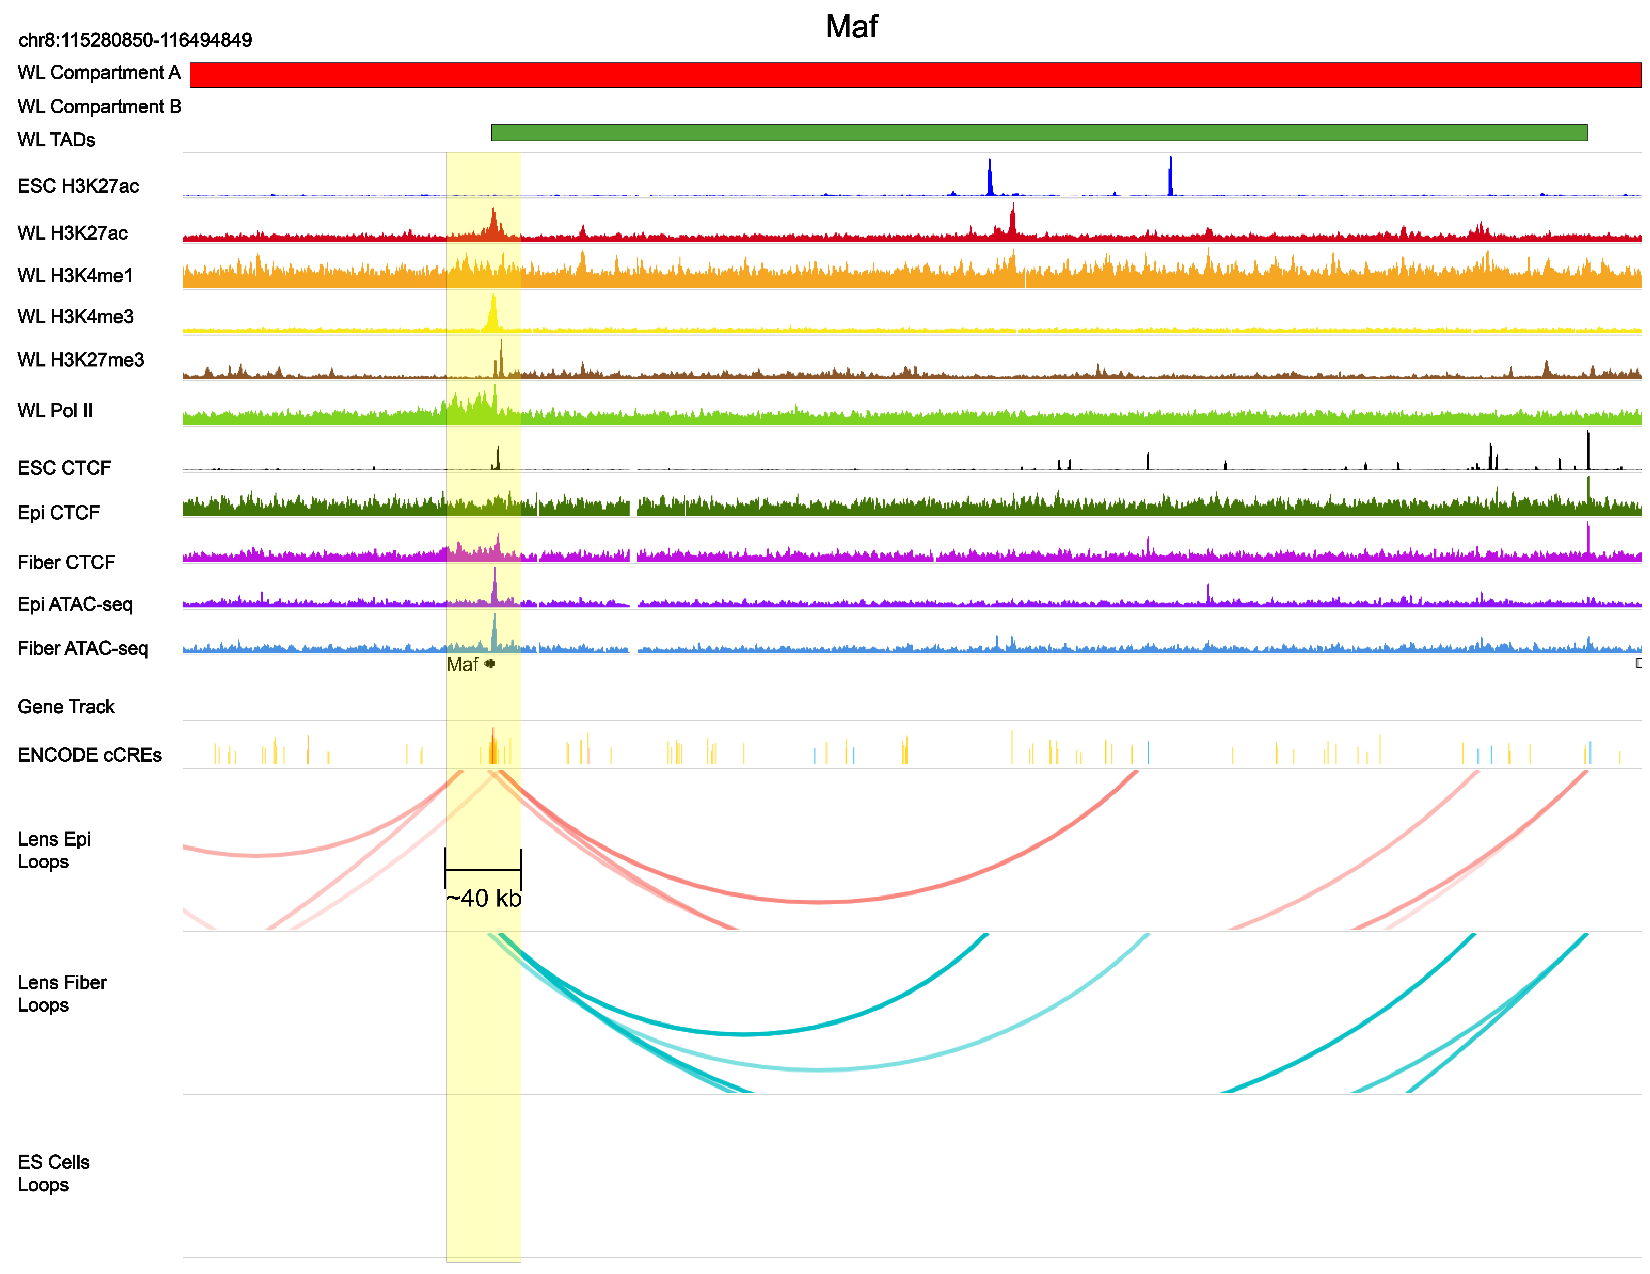
**

**Fig. S15: Chromatin loops, CTCF binding and other features of the Maf locus.**

Maf is a basic-leucine zipper containing transcription factor that is involved in crystallin production and is a downstream target of Pax6. The Maf locus (yellow box) shows similar upstream distal chromatin loop contacts in both lens epithelium and lens fiber cells bound by CTCF. 

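Around Maf, 3 loops from an anchor at 115700001 on chromosome 8 were shared by both lens lists. They measured 425 to 440 kb, 650 to 660 kb and 725 kb. Both lens lists had a CTCF peak in the anchor at Maf, and both had one in the distant anchor of the 725 kb loop.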

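Lens epithelium alone had loops of 275 kb, from 115400001 to 115700000, and of 1050 kb, from 115375001 to 116450000, in the window of Fig. S15 around Maf.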

Lens epithelium has unique distal contacts downstream of the locus. ES cell data is absent of loops within the Maf locus. 

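ES cells had no loop with an anchor in this window, 2 loops with their anchors on opposite sides of it, and a TAD of 2020 kb over it. The TAD that started next to Maf measured 735 kb in lens epithelium and 745 kb in lens fiber cells.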

See Fig. 10 for individual track description.

**
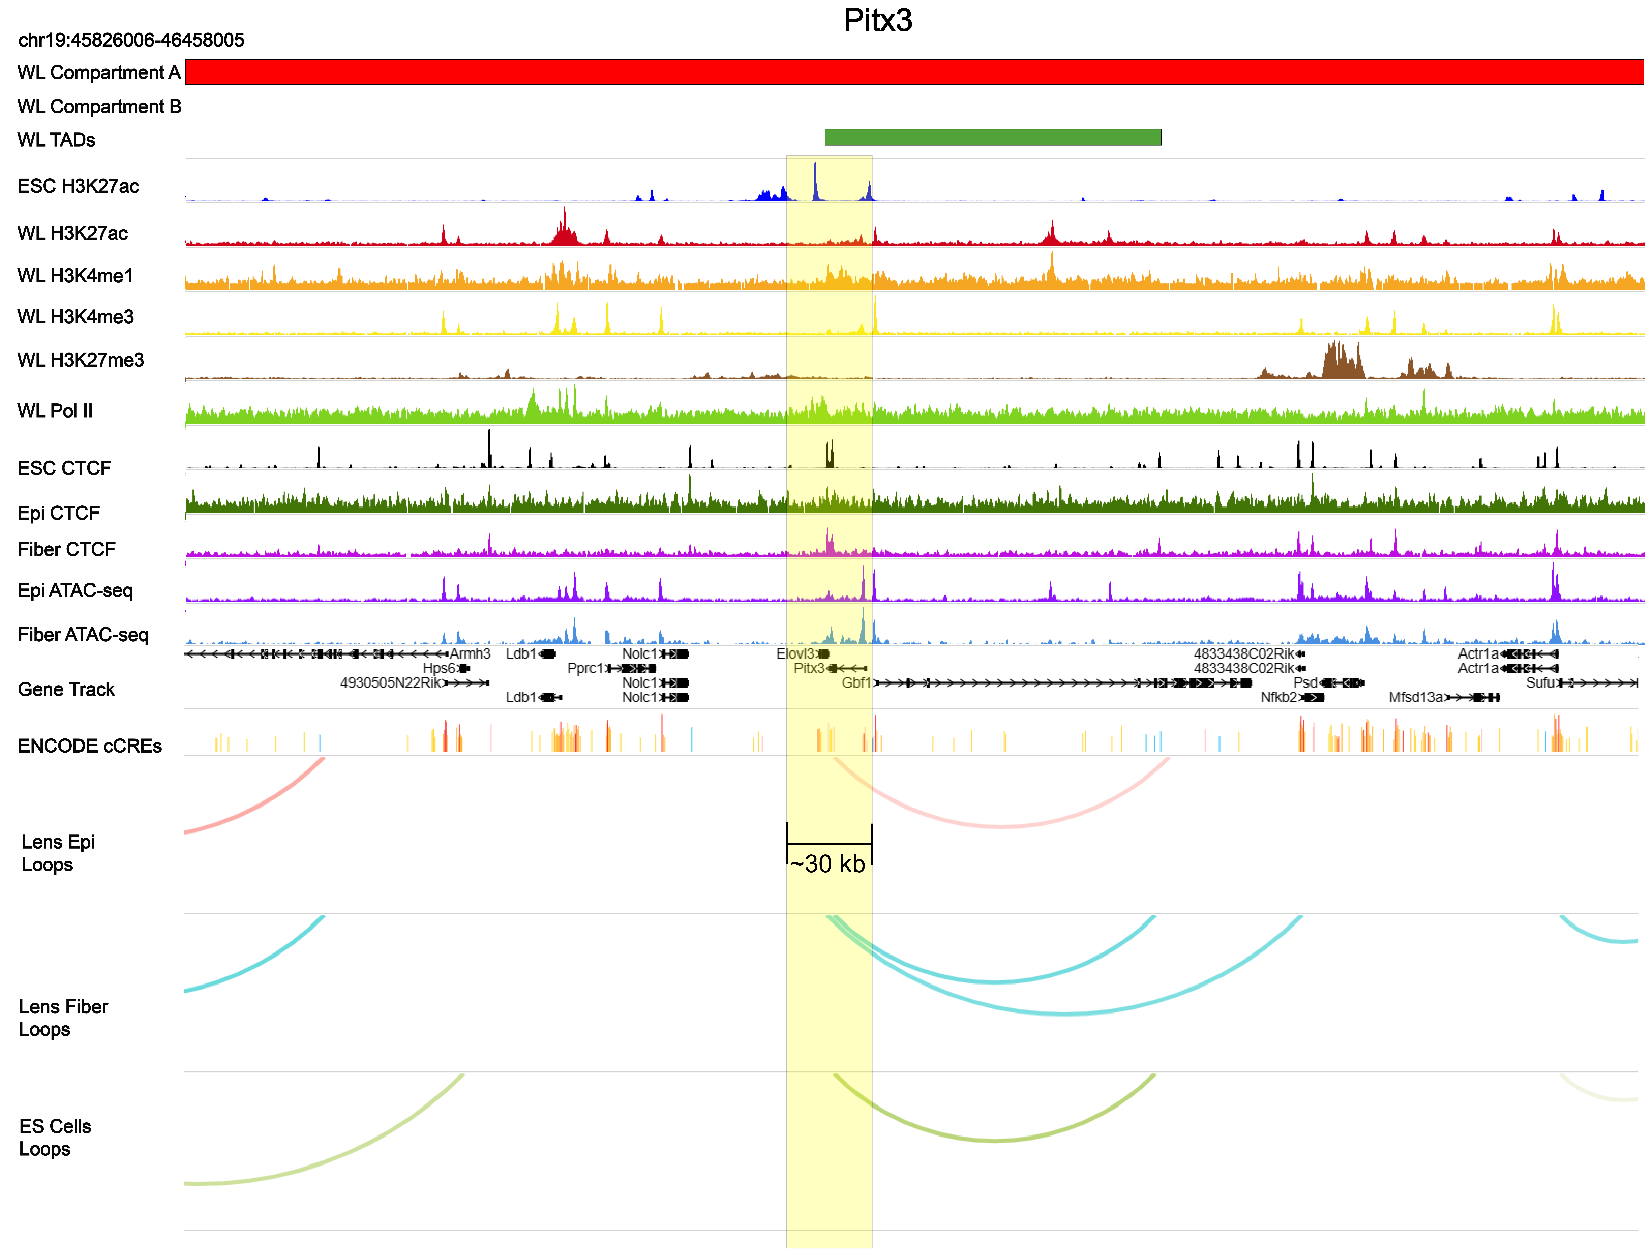
**

**Fig. S16: Chromatin loops, CTCF binding and other features of the Pitx3 locus.**

Pitx3 is a DNA binding transcription factor and directly regulates Foxe3. Pitx3 is implicated lens maturation and cataract formation. 

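A loop between Pitx3 and Elovl3, at 46135001 on chromosome 19, and Gbf1 was present in all cell types, with 115 kb in ES cells and lens fiber cells and 120 kb in lens epithelium. Peaks of both lens lists lay in the anchor at Pitx3, and a fiber peak lay in that at Gbf1 in lens fiber cells.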

The Pitx3 locus (yellow box) has a loop that spans the gene body and makes an upstream contact bound by CTCF in lens epithelium, lens fiber, and ES cells. See Fig. 10 for individual track description.

**
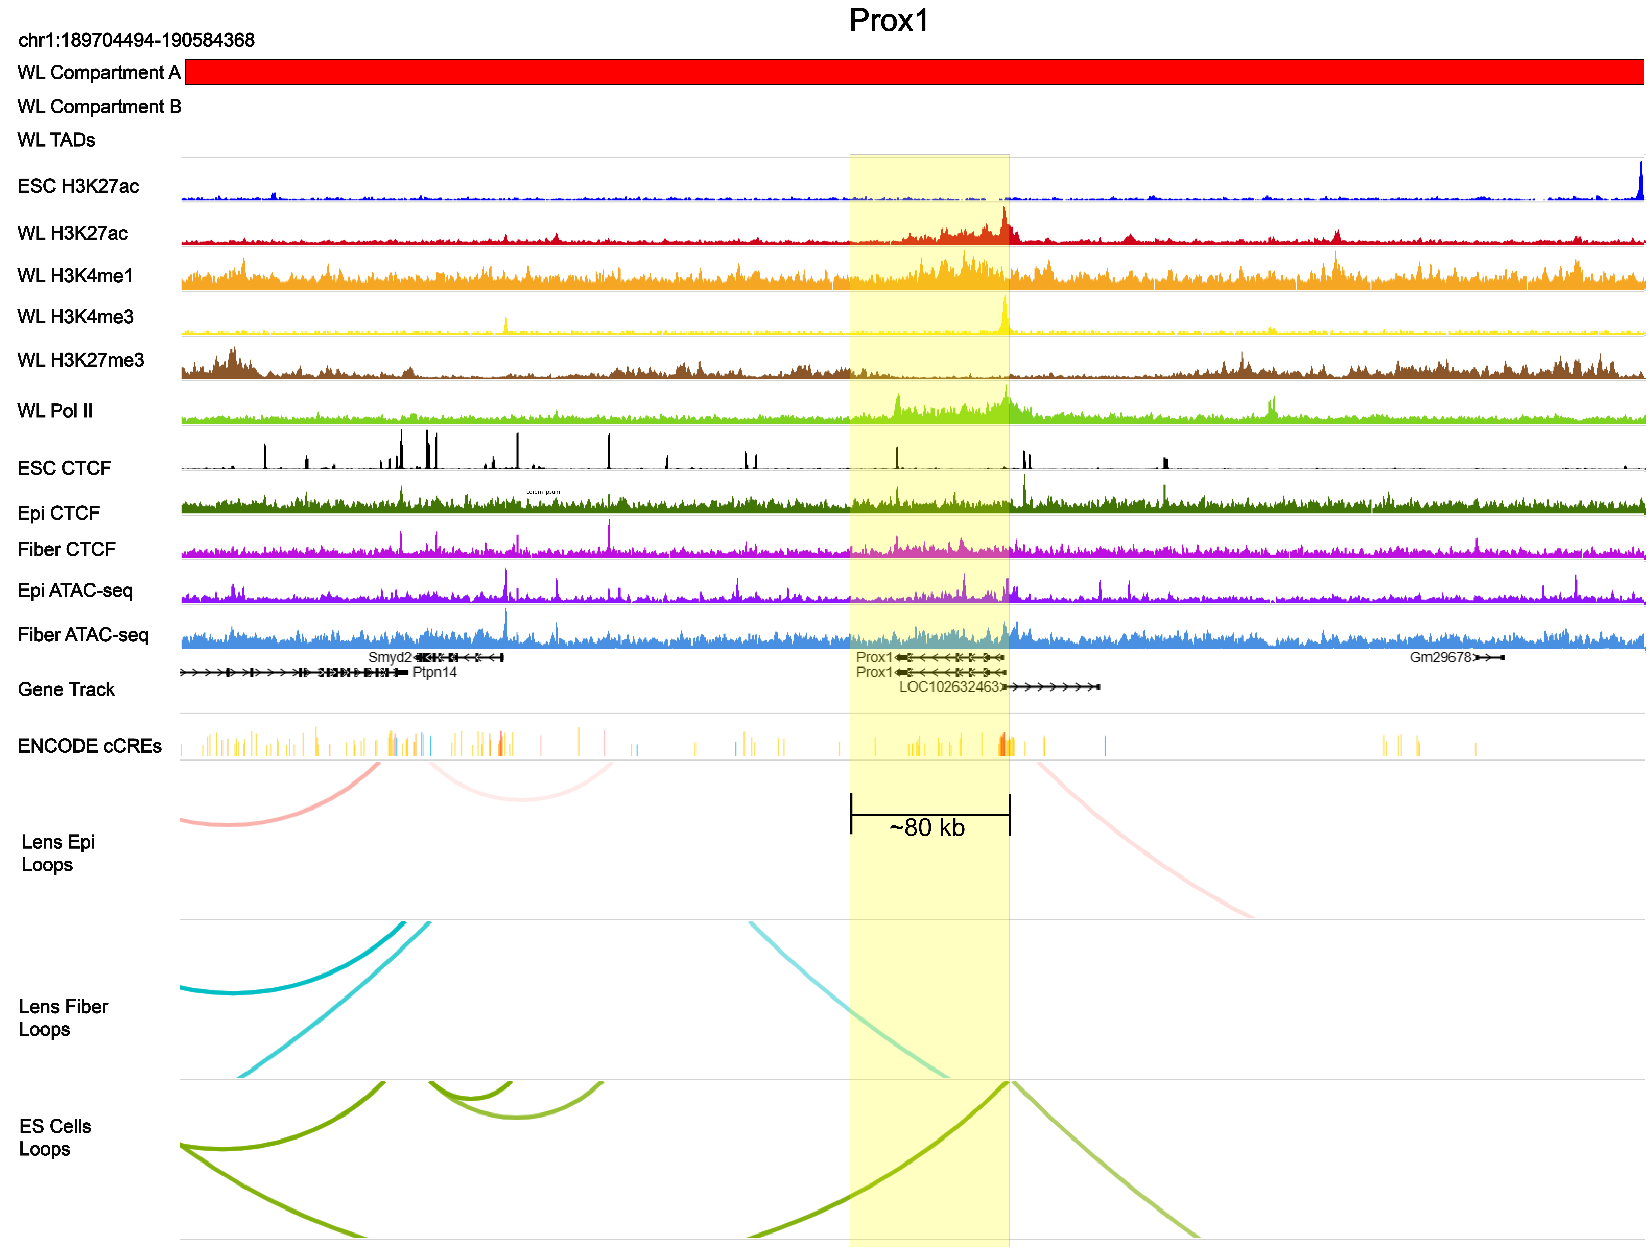
**

**Fig. S17: Chromatin loops, CTCF binding and other features of the Prox1 locus.**

Prox1 is a homeodomain-containing DNA binding transcription that is a direct target of Pax6 and regulator of crystalline gene expression. Prox1 is implicated in lens fiber cell maturation through mediation of FGF signaling. 

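In the window of Fig. S17 around Prox1 on chromosome 1, lens epithelium had loops of 150 kb and 90 kb, and lens fiber cells 1 loop of 170 kb. The epithelium loop of 90 kb joined Smyd2 to a site at 189975001, and was shared with ES cells and not with lens fiber cells. The fiber loop, between 189700001 and Ptpn14, was shared with ES cells, lay within 25 kb of the epithelium loop of 150 kb and had fiber CTCF peaks at both anchors. Anchors over Prox1 were listed in ES cells, in loops of 445 to 34425 kb, and in neither lens cell type.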

Lens fiber and lens epithelial cells have distinct differences in chromatin loop structure near the Prox1 locus (yellow box), showing a proximal upstream contact in lens epithelium and a downstream contact bound to CTCF in lens fiber cells. See Fig. 10 for individual track description.

**
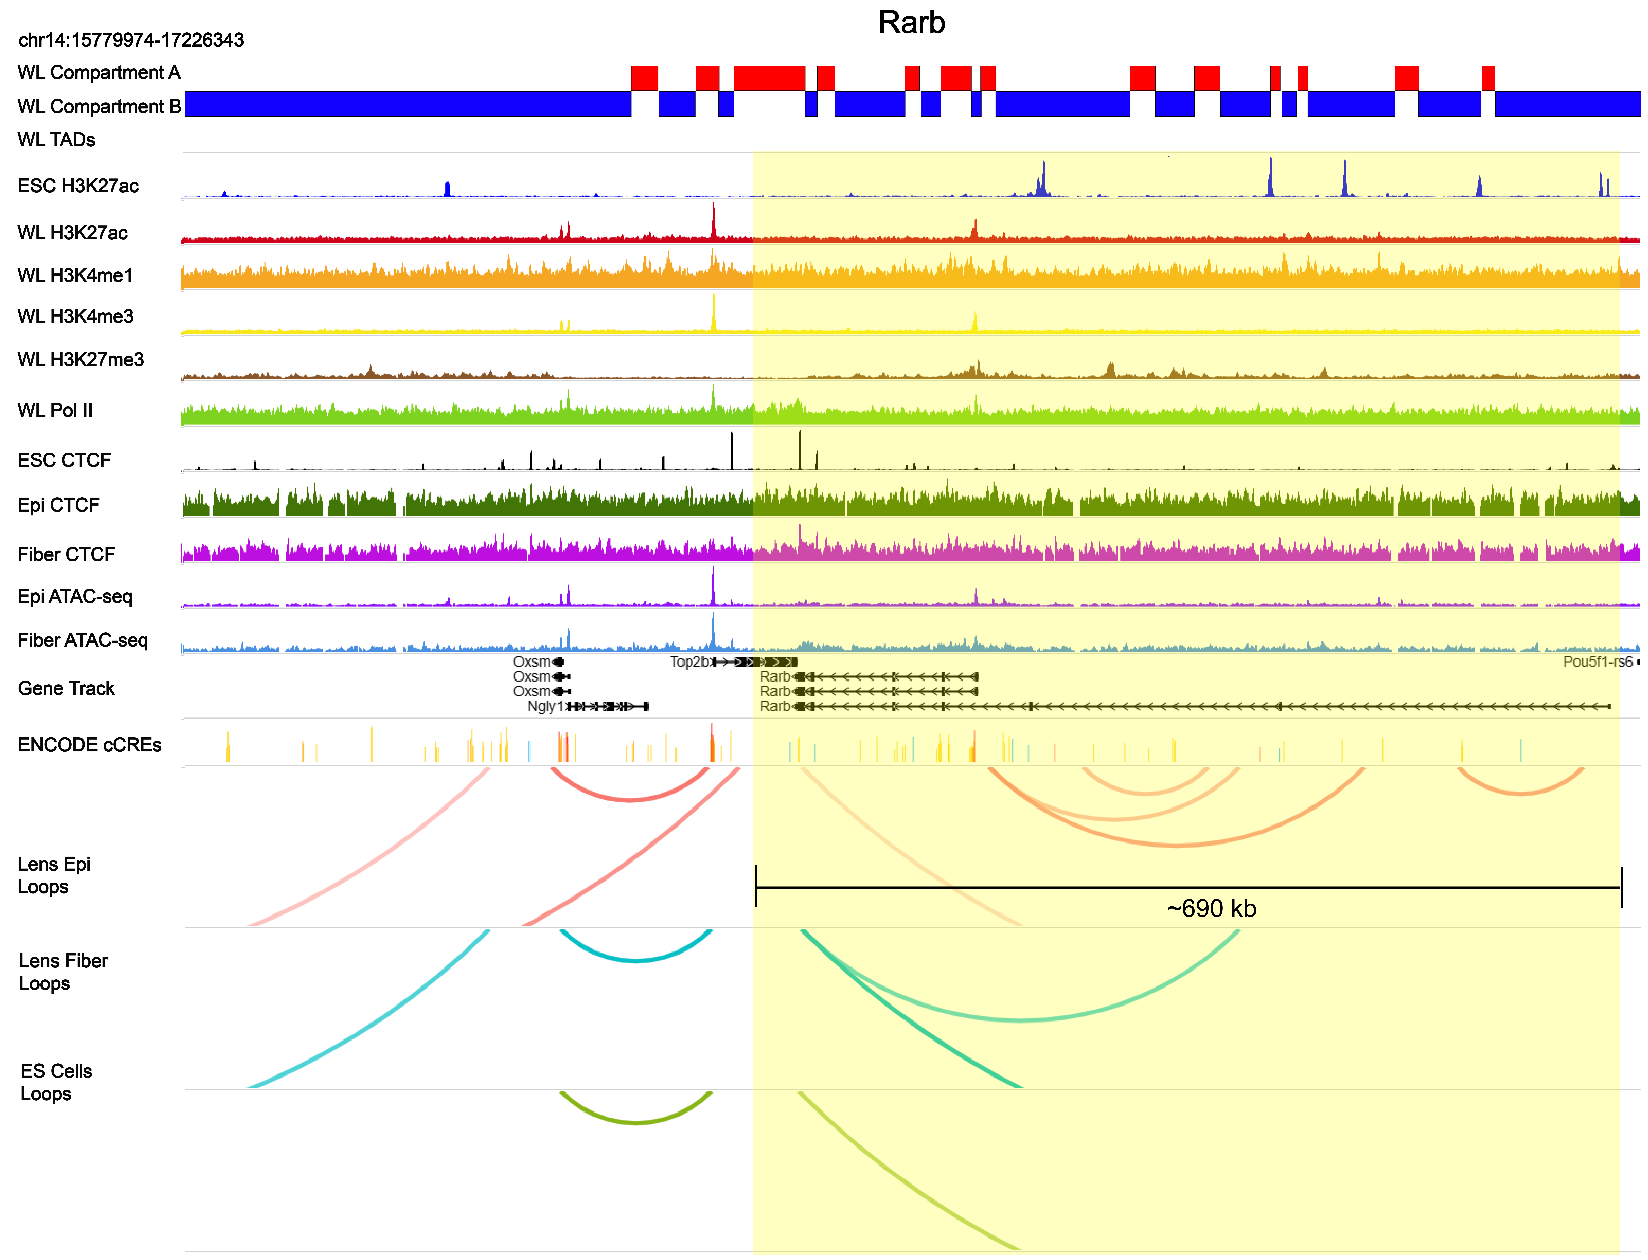
**

**Fig. S18: Chromatin loops, CTCF binding and other features of the Rarb locus.**

Rarb is a transcription factor that is involved in pan-ocular developmental processes regulated by retinoic acid signaling. Mutations in Rarb are associated with microphthalmia, anophthalmia and coloboma. The Rarb locus (yellow box) show a complex network of loops upstream of the TSS in lens epithelium, with fewer contacts in lens fiber cells. 

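The epithelium list had 4 loops with both anchors in Rarb, of 100, 100, 200 and 300 kb, and none of them was in another list. The fiber list had 1 such loop, of 350 kb. No CTCF peak of lens epithelium overlapped an anchor of its 5 loops in the window.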

Lens epithelium, lens fiber, and ES cells share the same loop contact near the TTS. 

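The loop that all cell types had in the window of Fig. S18 joined Oxsm and Ngly1 to Top2b. It measured 120 kb in ES cells and lens fiber cells and 125 kb in lens epithelium. No TAD was listed there in any cell type.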

See Fig. 10 for individual track description.

**
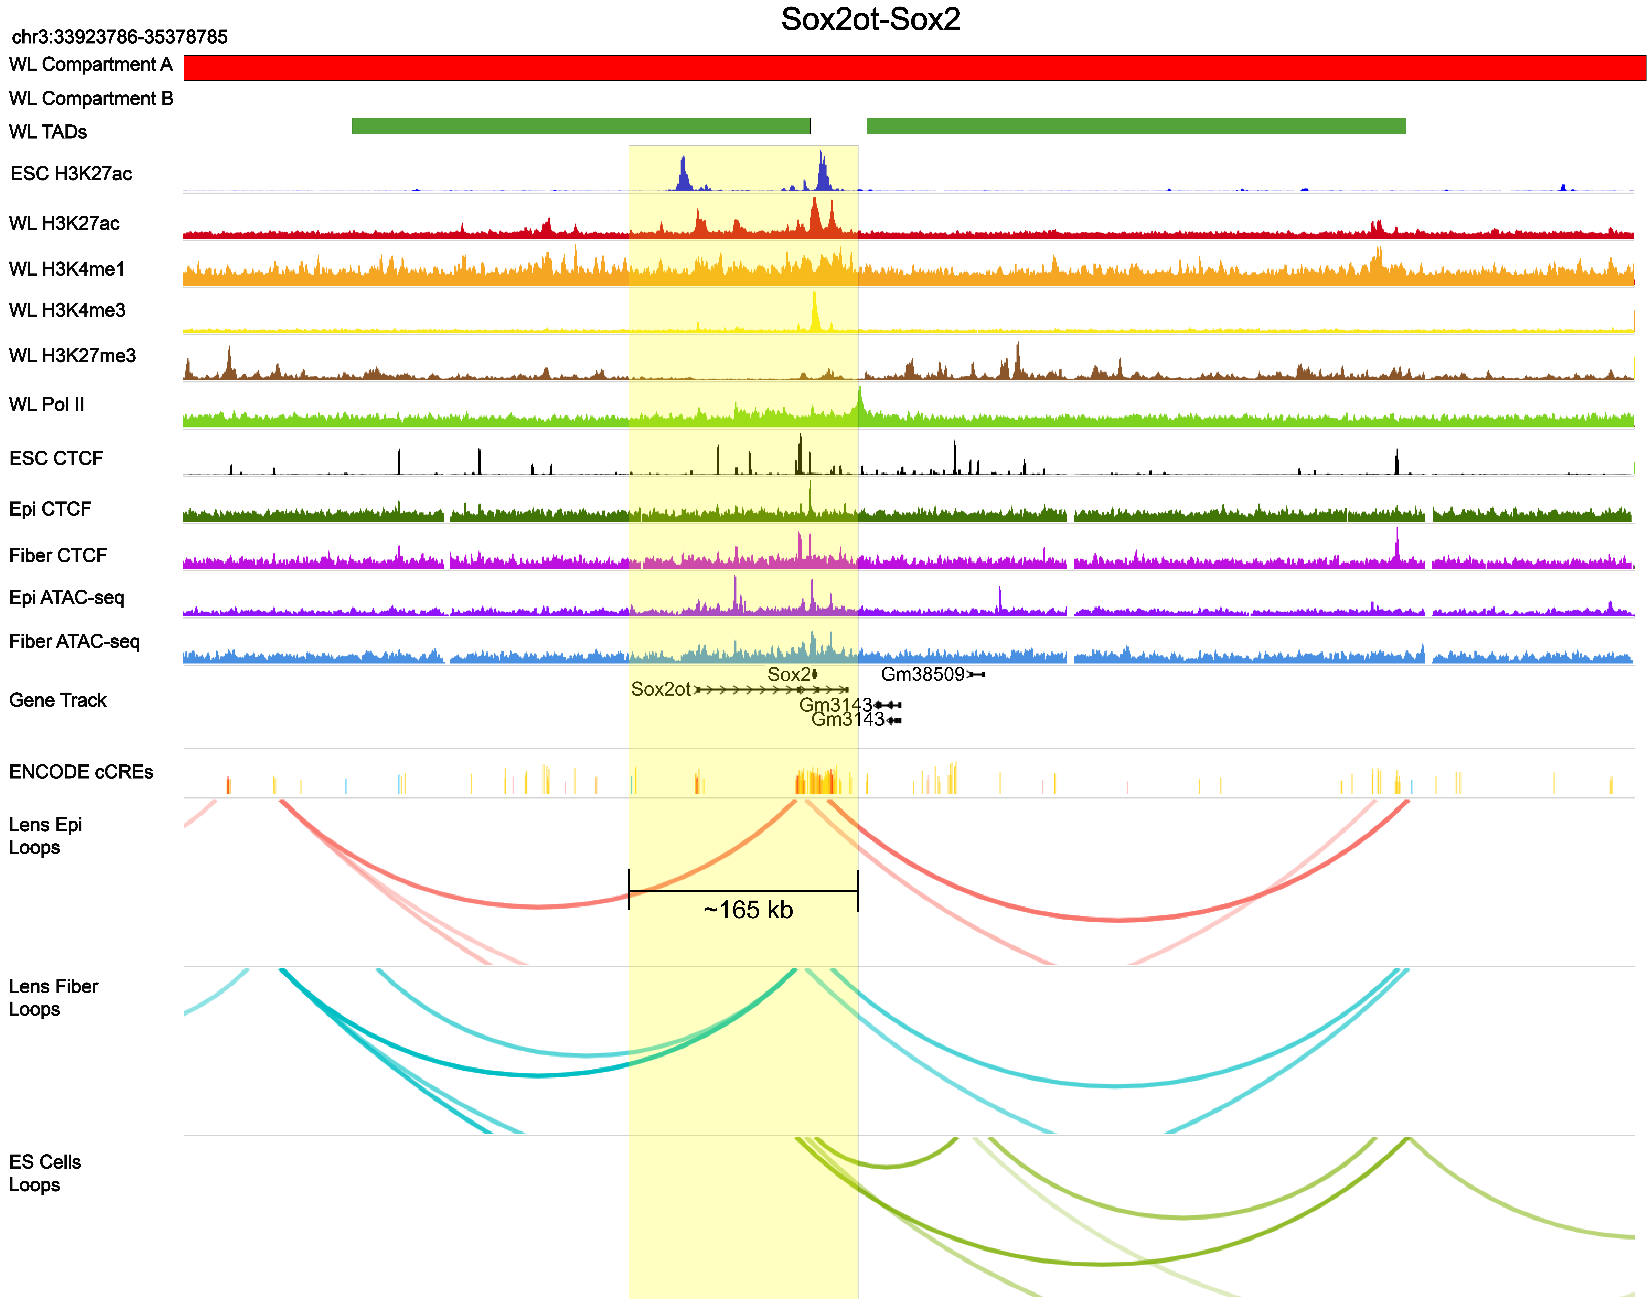
**

**Fig. S19: Chromatin loops, CTCF binding and other features of the Sox2ot-Sox2 locus.**

The transcription factor Sox2 controls pluripotency of ES cells and regulates early stages of lens embryogenesis. Thus, marked differences in looping patterns are found between ES and lens cells. 

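Around Sox2 on chromosome 3, loops of 400 kb between 34225001 and an anchor over Sox2 and Sox2ot were shared by both lens lists, and lens fiber cells also had one of 325 kb. Loops of 225 to 250 kb and of 850 to 875 kb in the lens lists matched within 25 kb. All 3 ES cell loops with both anchors in the window of Fig. S19 ran from 34625001 or higher coordinates.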

The ES cells show no chromatin loop structures upstream of the Sox2 locus when compared to multiple nested loop structures in lens epithelium and fiber cells. Lens epithelium and lens fiber cells share TADs of 355 kb and 420 kb in length, upstream and downstream respectively. Both cell types share a CTCF bound loop anchor ~2.5 kb upstream of the Sox2 TSS. 

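The TADs on the sides of Sox2 measured 360 and 385 kb in lens epithelium, from 34280001 and 34715001, and 400 and 420 kb in lens fiber cells, from 34240001 and 34680001. In ES cells, TADs of 125 and 340 kb started at 34645001 and 34775001. The ES cell TAD listed before them ended at 33925000.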

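The anchor over Sox2 from 34625001 to 34650000, in the 400 kb loop of both lens lists, held shared CTCF peaks at 34640824 and 34647725, as listed in lens epithelium. Both lay in Sox2ot.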

See Fig. 10 for individual track description.

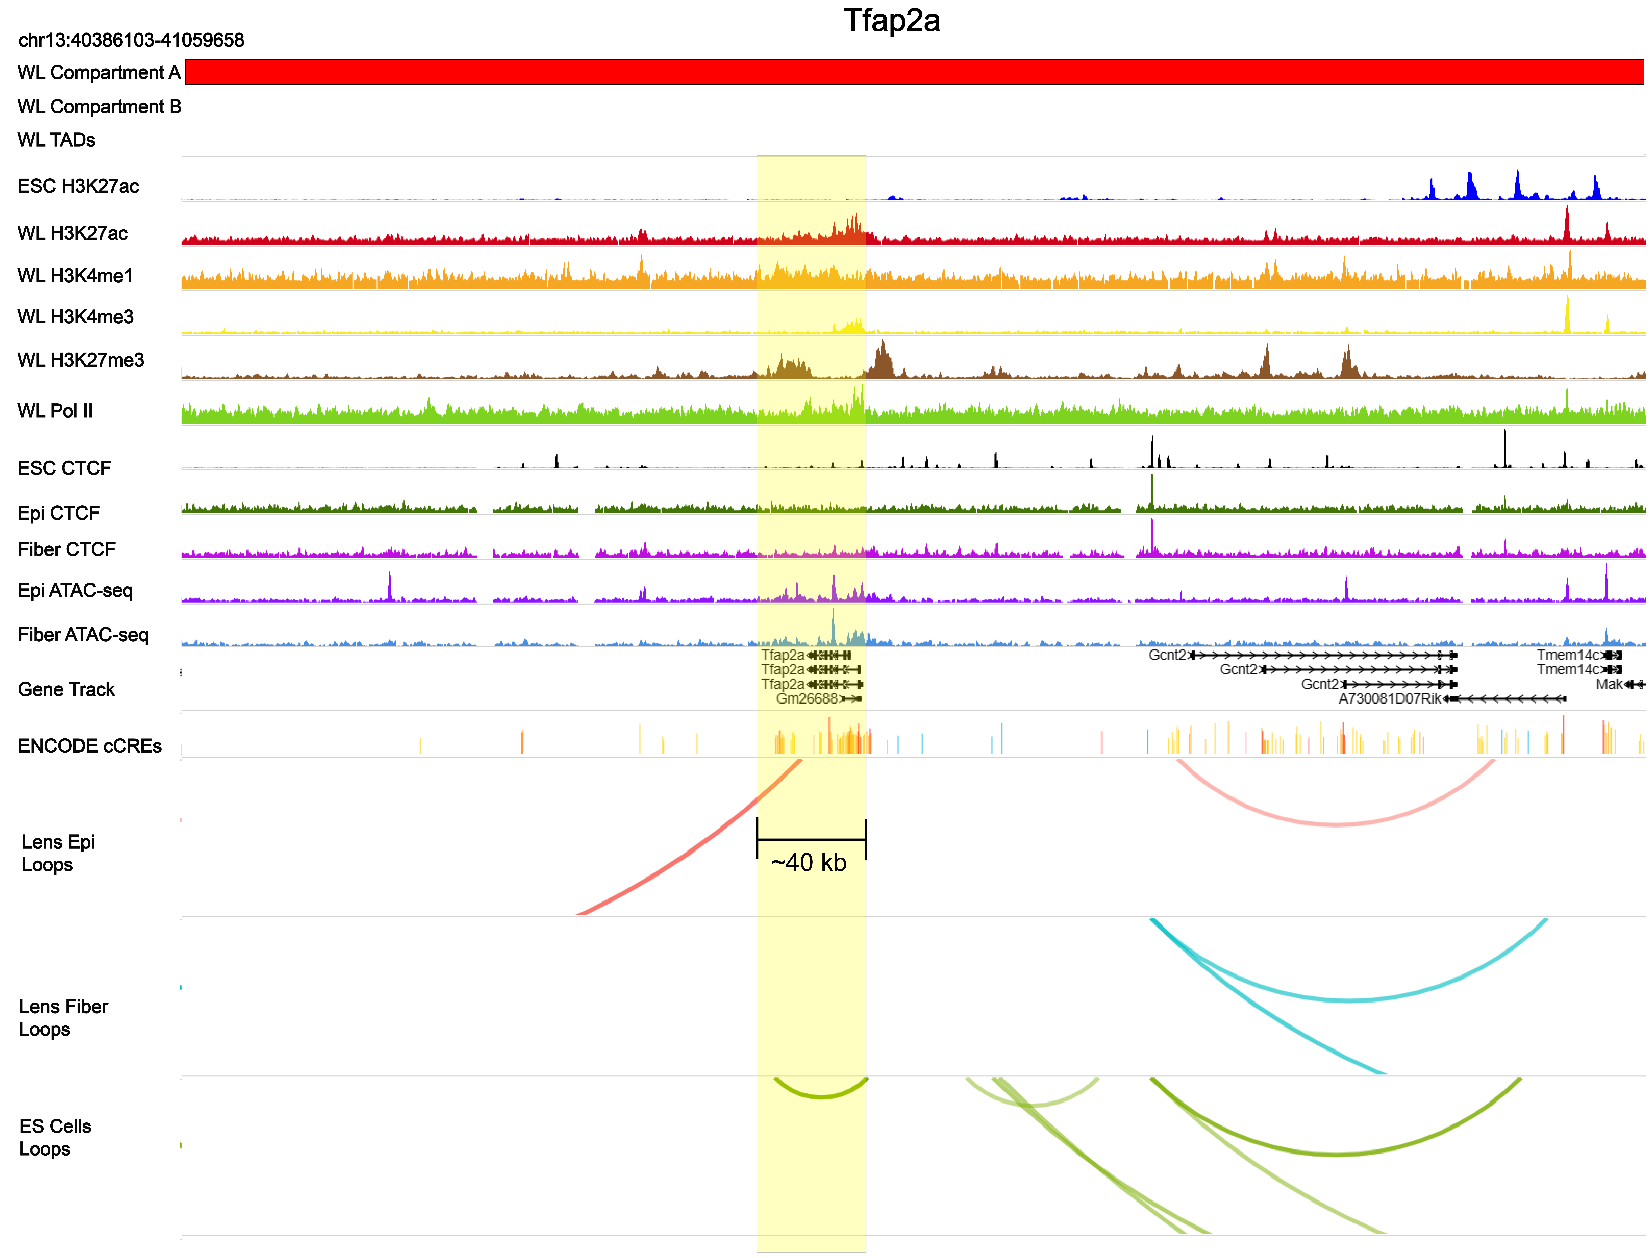

**Fig. S20: Chromatin loops, CTCF binding and other features of the Tfap2a locus.**

Tfap2a is a DNA-binding transcription factor implicated pan-ocular diseases, including lens malformations, retinal defects, and optic fissure defects. The Tfap2a locus (yellow box). Lens epithelial cells have a downstream contact near the TTS that spans the downstream intergenic region, whereas lens fiber cells have an absence of proximal loops. 

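Near Tfap2a, the epithelium list had a loop of 120 kb from Gcnt2 at 40850001 to 40980000, and the fiber list a loop of 150 kb from 40840001 to 41000000. These loops lay within 25 kb of each other. Anchors over Tfap2a were listed in loops of 425 and 1290 kb in lens epithelium and of 1300 kb in lens fiber cells.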

ES cells contain one loop that spans the Tfap2a locus, making contacts with both promoter and proximal enhancer cCREs. 

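In ES cells, loops of 35, 50 and 140 kb had both anchors in the window of Fig. S20, and the one of 35 kb ended over Tfap2a at 40735001. A total of 13 further ES cell loops had 1 anchor in the window. They joined Tfap2a to genes such as Barx1, over 7950 kb, and Pitx1, over 15125 kb.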

See Fig. 10 for individual track description.

# Supplementary material for: Analysis of long-range chromatin contacts, compartments and looping between mouse embryonic stem cells, lens epithelium and lens fibers
**Source:** Epigenetics Chromatin. 2024 Apr 20;17:10. doi: 10.1186/s13072-024-00533-x
**Supplement:** Supplementary file 10 — Supplementary Material 10

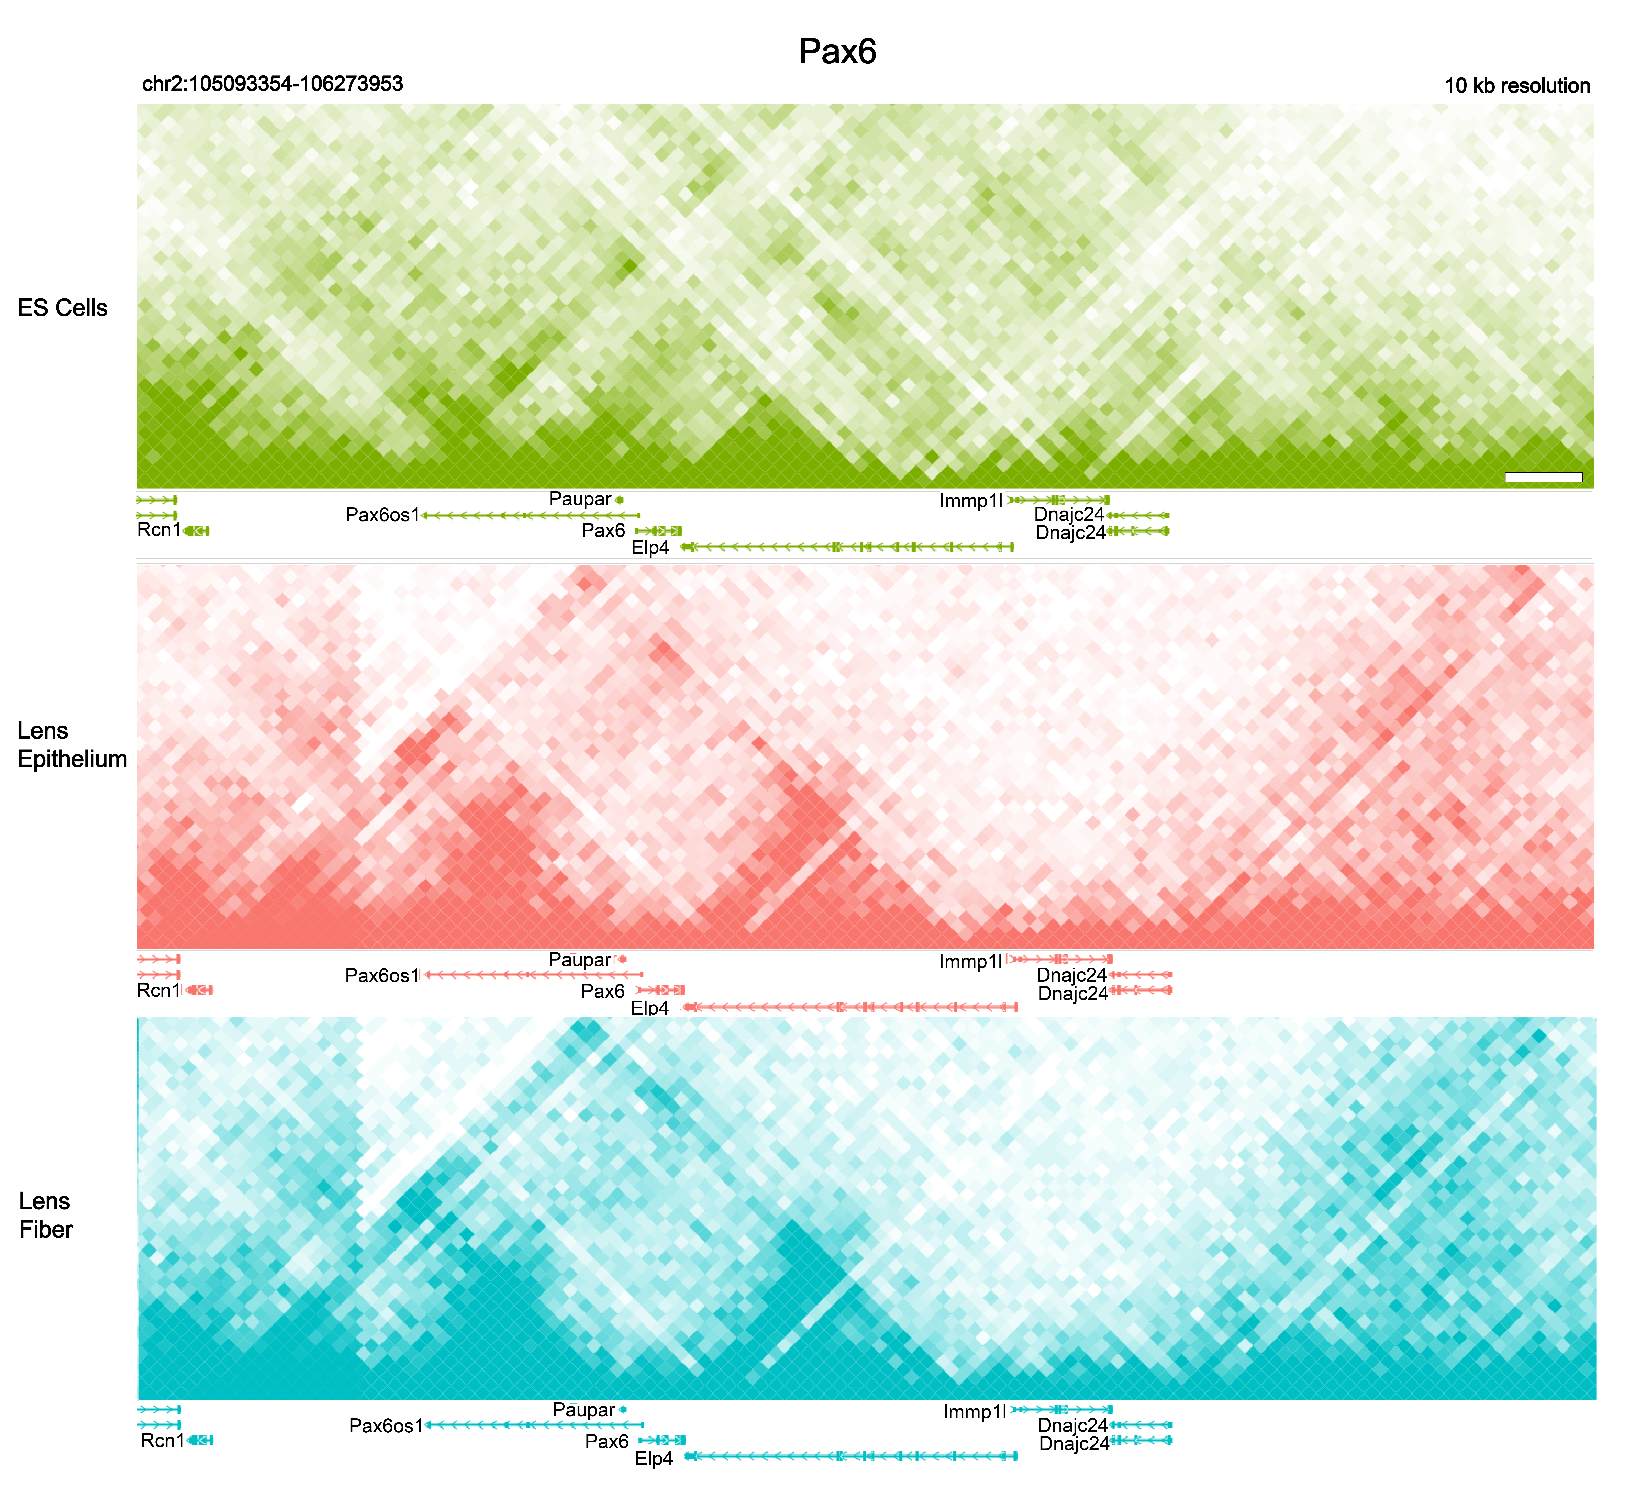
**Fig. S6: Hi-C contact map of *Pax6* locus in ES and lens cells**

Three separate contact maps shown at 10 kb resolution of the *Pax6* locus in ES, lens epithelium, lens fiber cells. Scale bar indicates 50 kb in length. For loops, TADs, and further annotations, see Fig. 10 in main text.

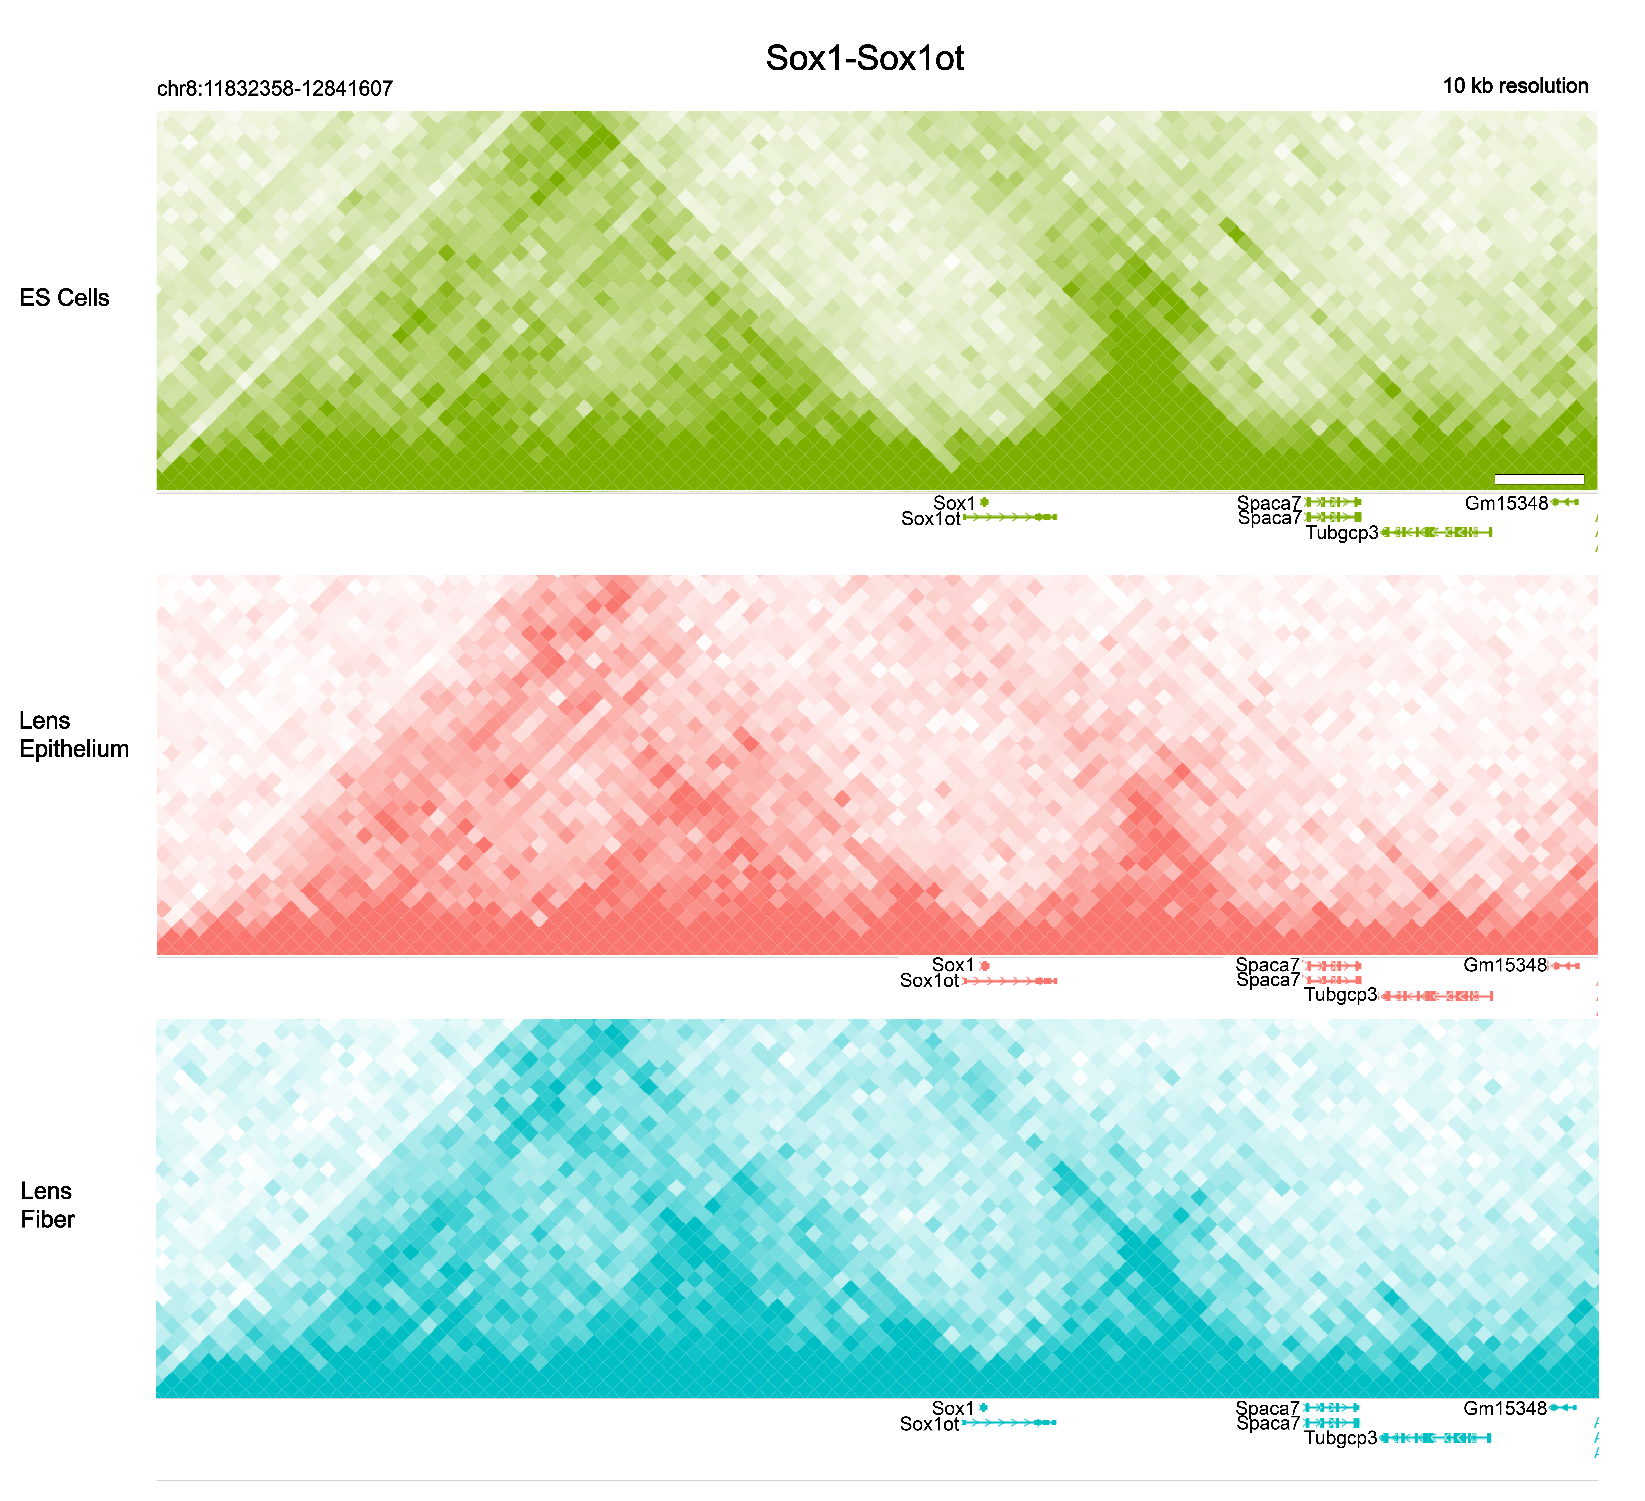

**Fig. S7: Hi-C contact map of Sox1-Sox1ot locus in ES and lens cells**

Three separate contact maps shown at 10 kb resolution of the Sox1-Sox1ot locus in ES, lens epithelium, lens fiber cells. Scale bar indicates 50 kb in length. For loops, TADs, and further annotations, see Fig. 11 in main text.

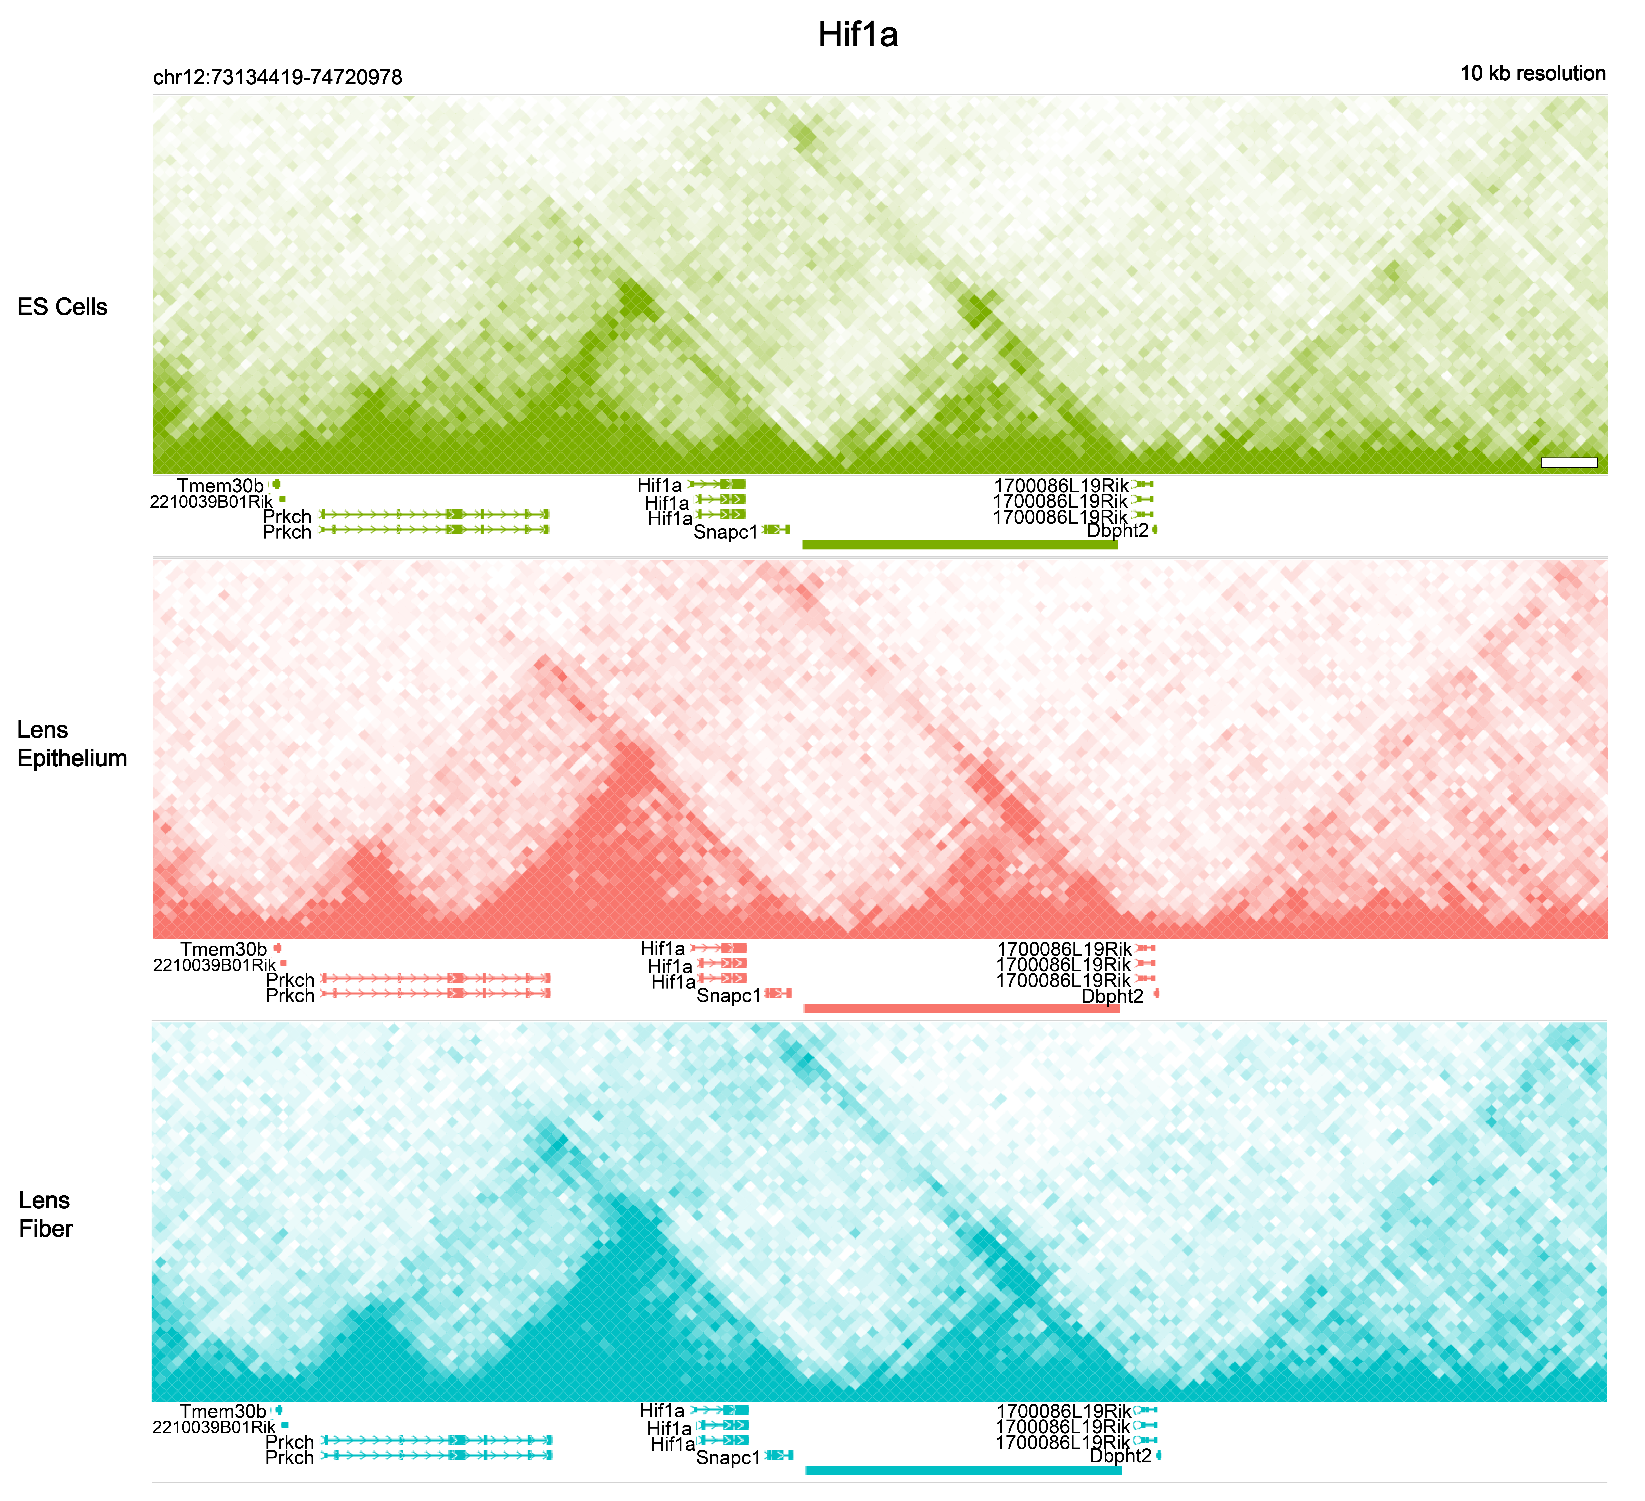

**Fig. S8: Hi-C contact map of Hif1a locus in ES and lens cells**

Three separate contact maps shown at 10 kb resolution of the Hif1a locus in ES, lens epithelium, lens fiber cells. Scale bar indicates 50 kb in length. For loops, TADs, and further annotations, see Fig. 12 in main text.

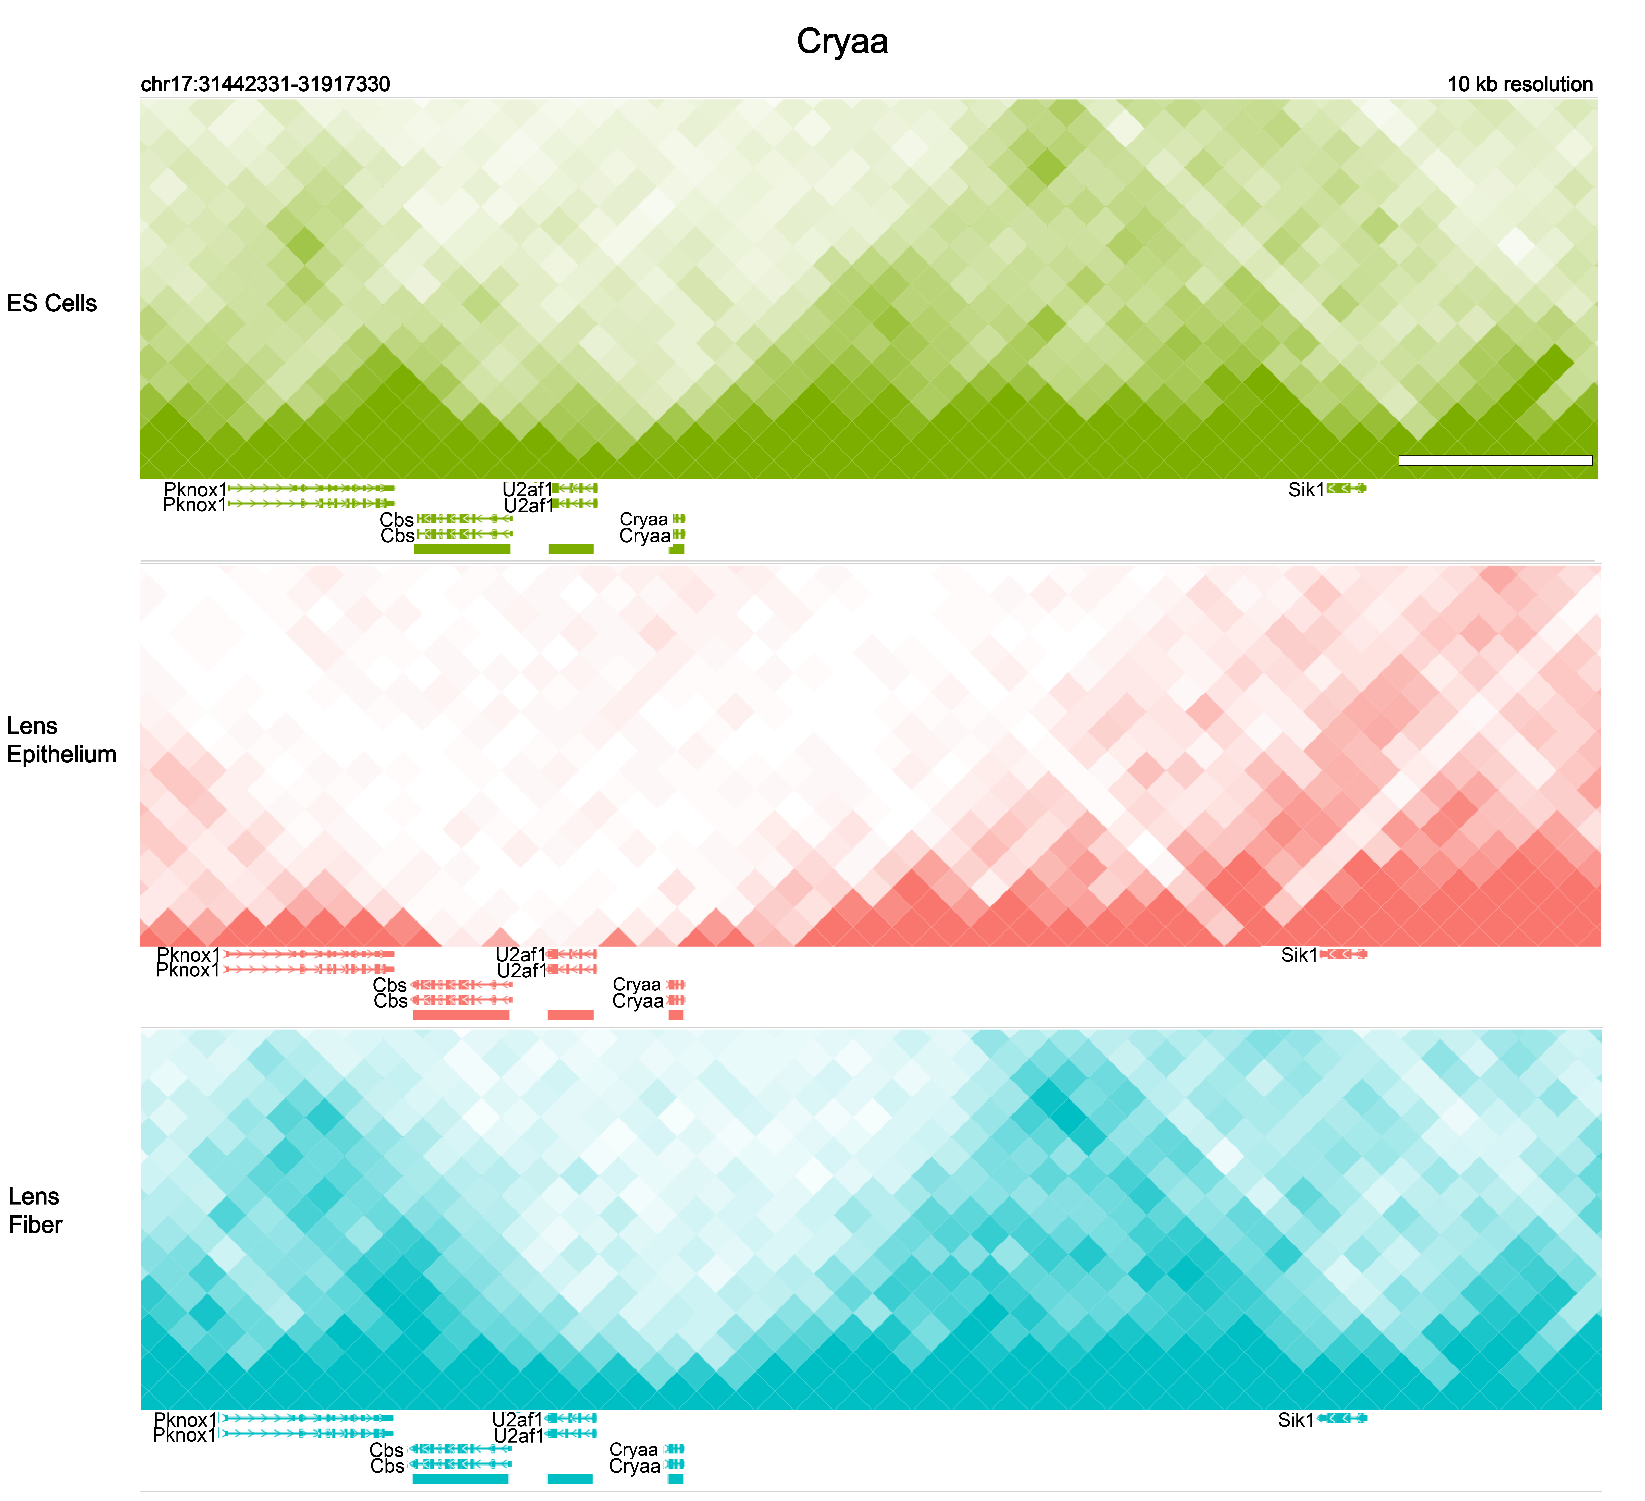

**Fig. S9: Hi-C contact map of Cryaa locus in ES and lens cells**

Three separate contact maps shown at 10 kb resolution of the Cryaa locus in ES, lens epithelium, lens fiber cells. Scale bar indicates 50 kb in length. For loops, TADs, and further annotations, see Fig. 13 in main text.

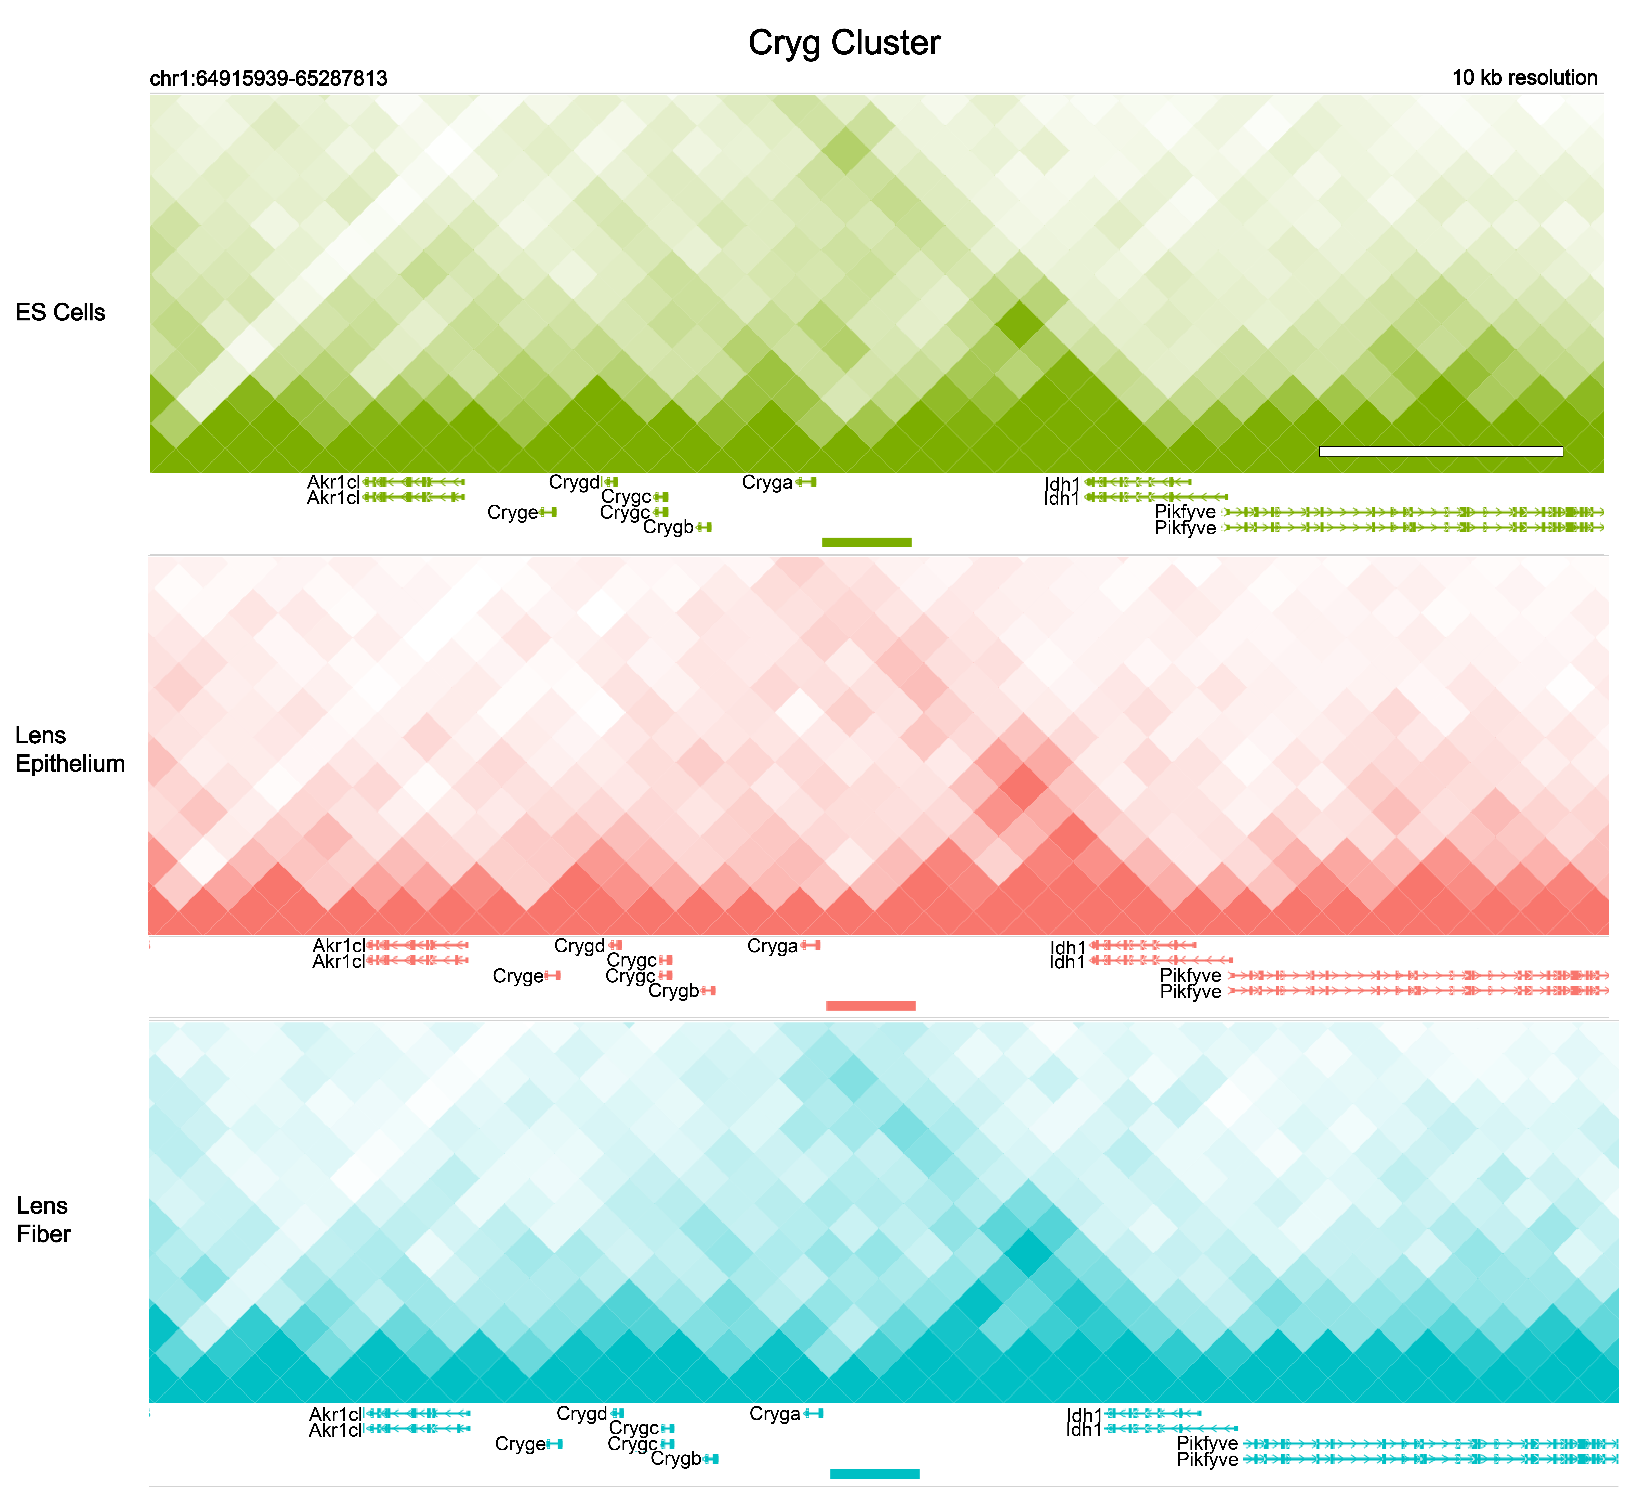

**Fig. S10: Hi-C contact map of Cryg cluster in ES and lens cells**

Three separate contact maps shown at 10 kb resolution of the Cryg cluster in ES, lens epithelium, lens fiber cells. Scale bar indicates 50 kb in length. For loops, TADs, and further annotations, see Fig. 14 in main text.

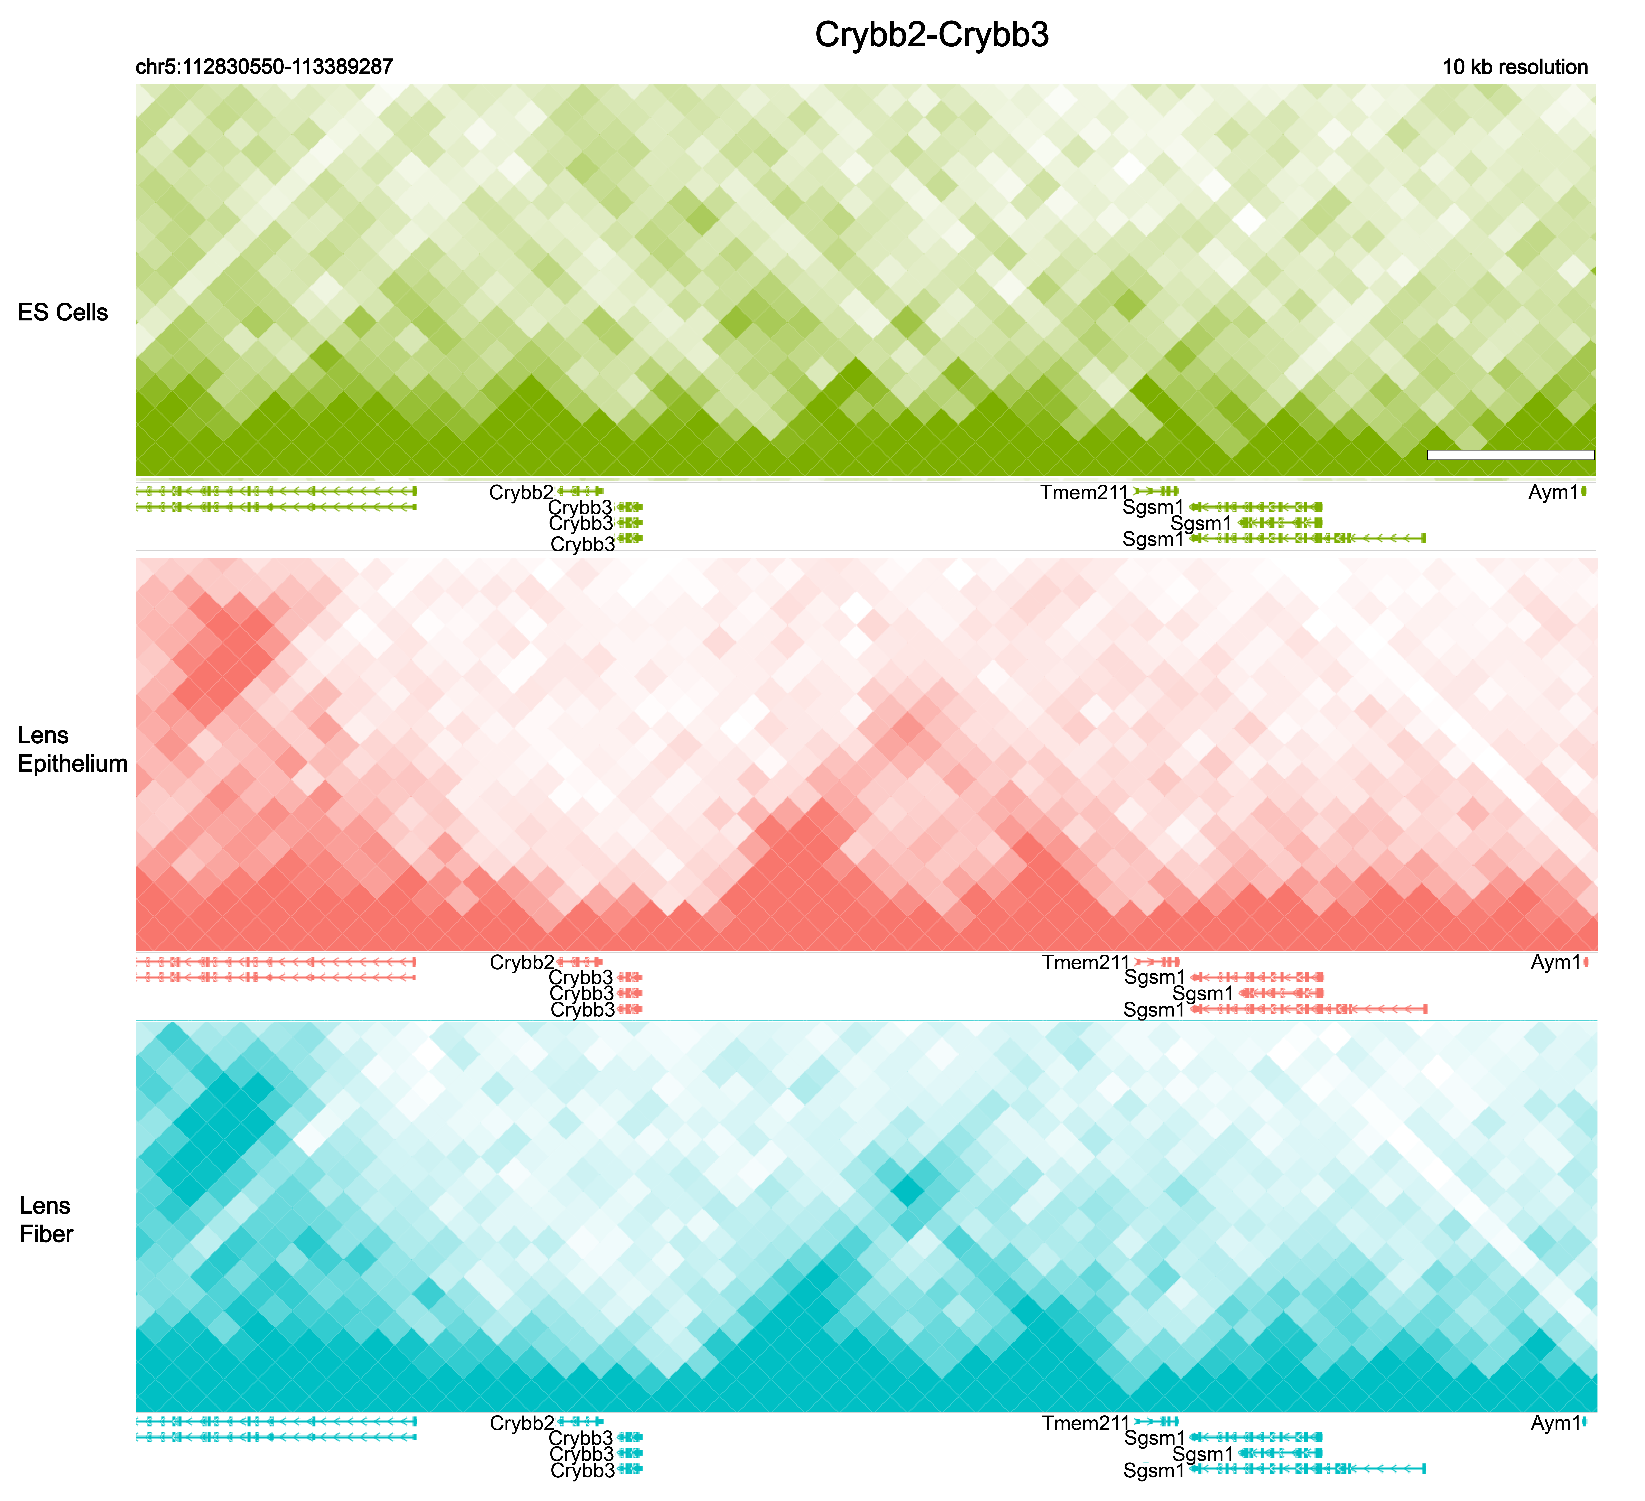

**Fig. S11: Hi-C contact map of Crybb2-Crybb3 locus in ES and lens cells**

Three separate contact maps shown at 10 kb resolution of the Crybb2-Crybb3 locus in ES, lens epithelium, lens fiber cells. Scale bar indicates 50 kb in length. For loops, TADs, and further annotations, see Fig. 15 in main text.

# Supplementary material for: Analysis of long-range chromatin contacts, compartments and looping between mouse embryonic stem cells, lens epithelium and lens fibers
**Source:** Epigenetics Chromatin. 2024 Apr 20;17:10. doi: 10.1186/s13072-024-00533-x
**Supplement:** Supplementary file 12 — Supplementary Material 12

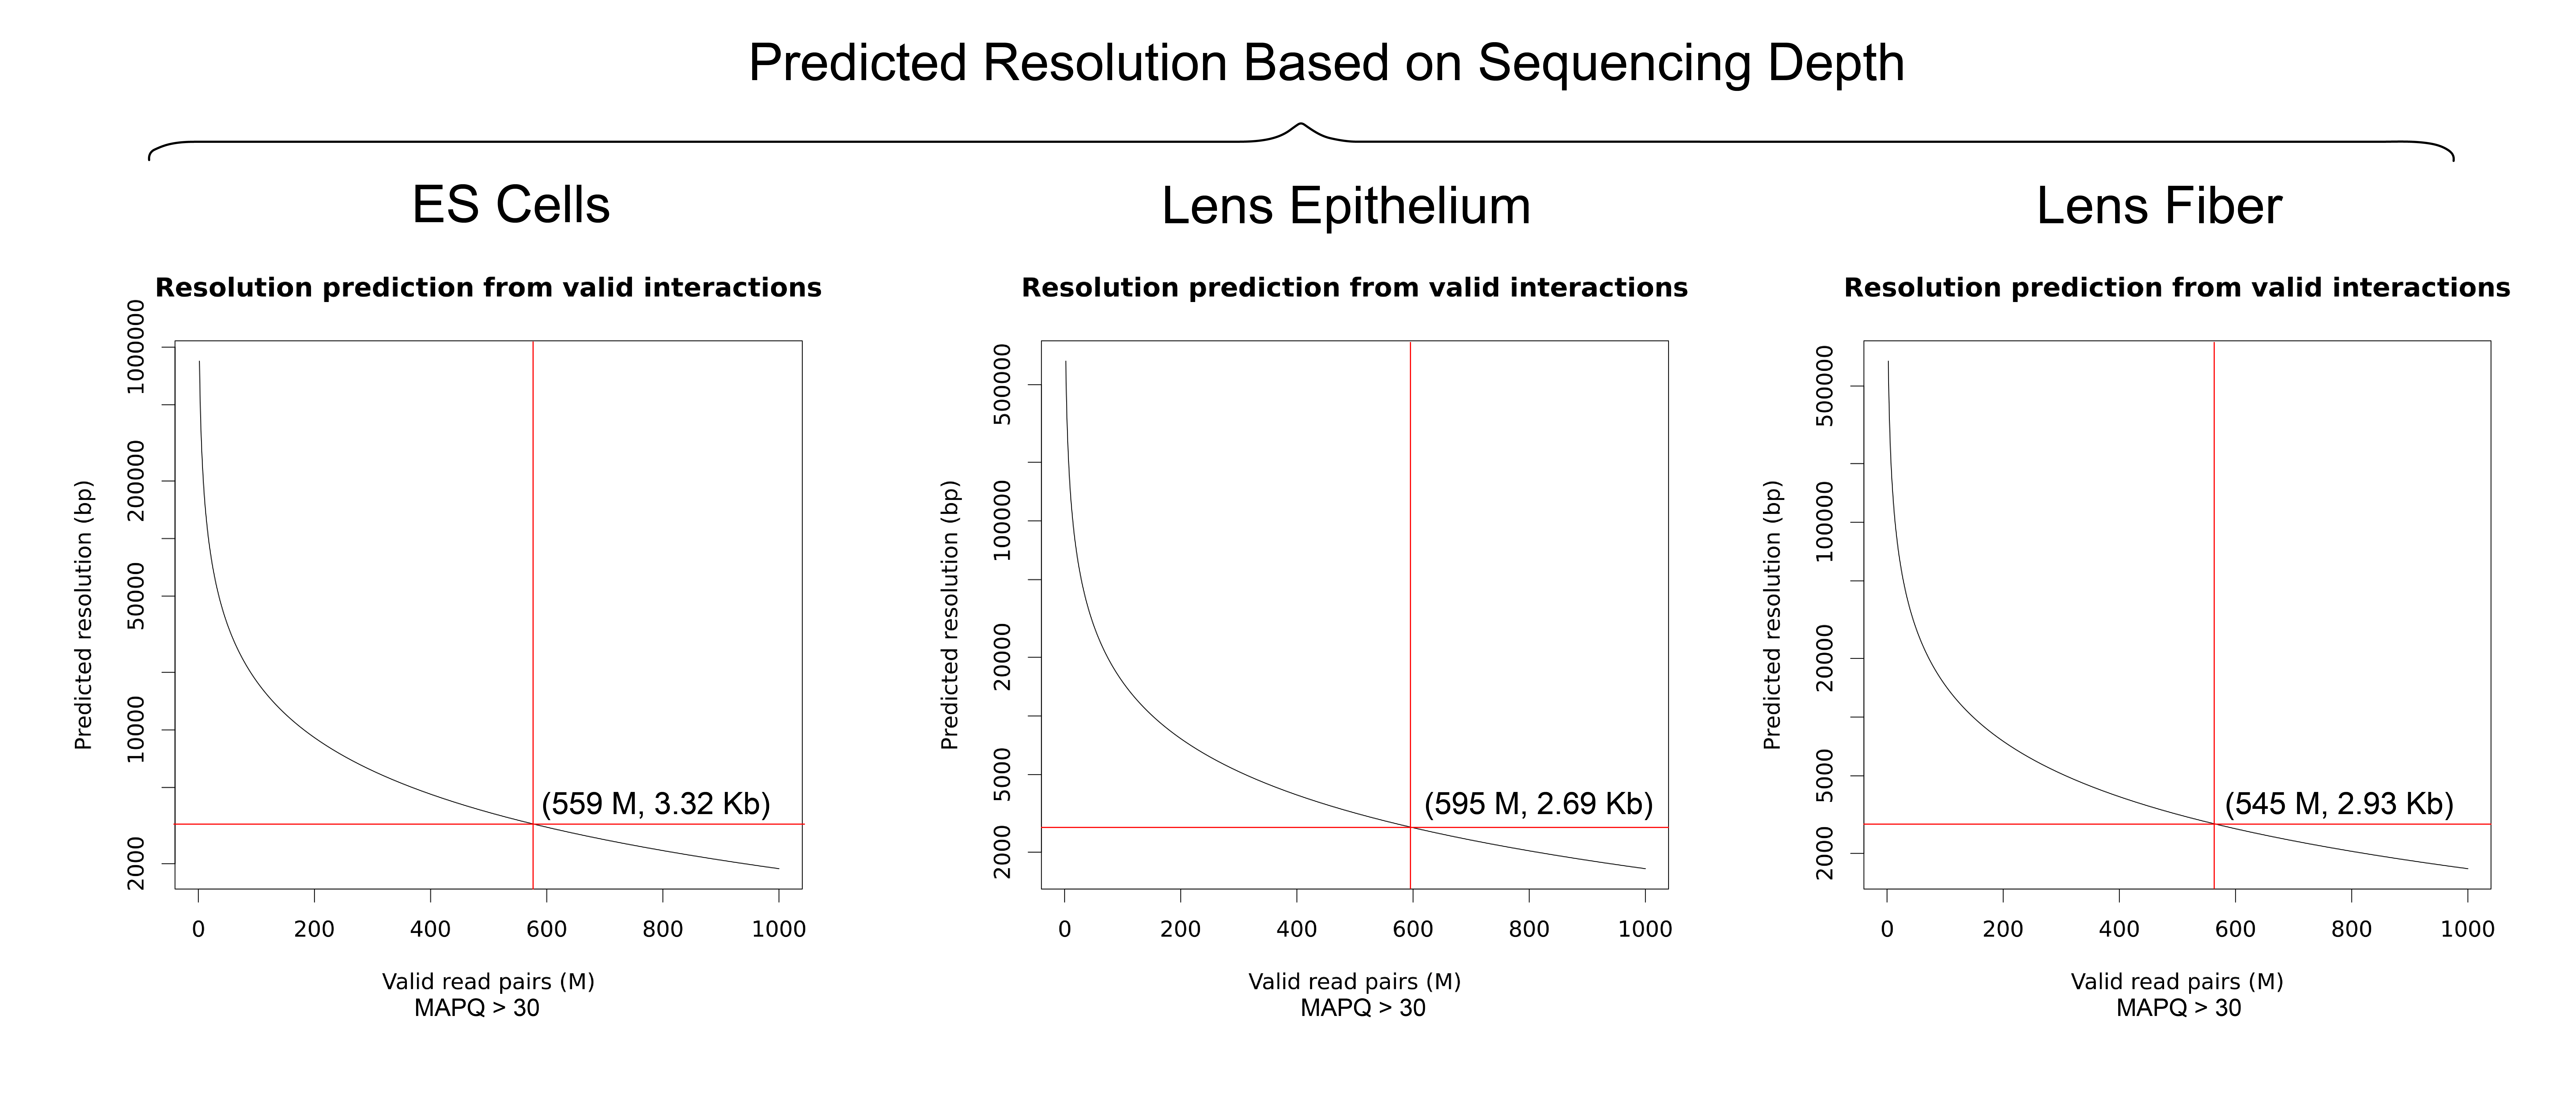

**Fig. S1: Predicted resolution of Hi-C contact maps.**

Predicted resolution of the HiC contact maps for ES cells, lens epithelium and lens fibers, calculated by HiCRes as described in Materials and Methods.

**Fig. S2: Mean loop and TAD size sorted by individual chromosomes.**

**a)** Average loop sizes by chromosome. A general trend of decreasing size based on chromosome length with exception of chromosome 2 and 13 was found. 

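In ES cells the mean loop size was largest on chromosome 2, at 1905 kb, and next largest on chromosome 13, at 1660 kb, and chromosome X had the smallest mean of the chromosomes compared, at 230 kb. On chromosome 19 it was 784 kb. In lens epithelium the mean ran from 339 kb on chromosome 19 to 1018 kb on chromosome 1, and in lens fiber cells from 379 kb on chromosome 7 to 951 kb on chromosome 1.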

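The mean loop was larger in lens epithelium than in ES cells on chromosomes 8, 10, 15, 17 and X, at 912 against 775 kb, 603 against 490 kb, 579 against 445 kb, 505 against 495 kb and 849 against 230 kb. It was larger in lens fiber cells than in ES cells on chromosomes 15, 17 and X, at 452, 517 and 447 kb. On chromosome X, 1 loop of ES cells and 2 of lens epithelium exceeded 3 Mb. A single very long loop weighs on such means. The longest epithelium loops on chromosomes 8, 10, 15 and X measured 84150, 74120, 51425 and 71580 kb. They were in no other list and had 13 to 15 observed contacts. The longest ES cell loops there measured 75675, 37900, 14775 and 3425 kb. Means without these loops are not given here.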

ES cells have significantly larger loop sizes than lens cells. **b)** Average TAD size by chromosome. 

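Mean TAD size by chromosome ranged from 178 kb (chromosome 11) to 288 kb (chromosome 13) in ES cells. In lens epithelium it ran from 259 kb on chromosome 11 to 496 kb on chromosome 13, and in lens fiber cells from 197 kb to 447 kb on the same chromosomes.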

Lens cells have larger TADs than ES cells. TAD size was less affected by chromosome length than loop size. 

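The mean TAD size on chromosomes 1 and 19, respectively, was 280 and 208 kb in ES cells, 408 and 307 kb in lens epithelium and 356 and 270 kb in lens fiber cells.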

For complete data and statistical comparisons, see Additional File 3: Table S2.

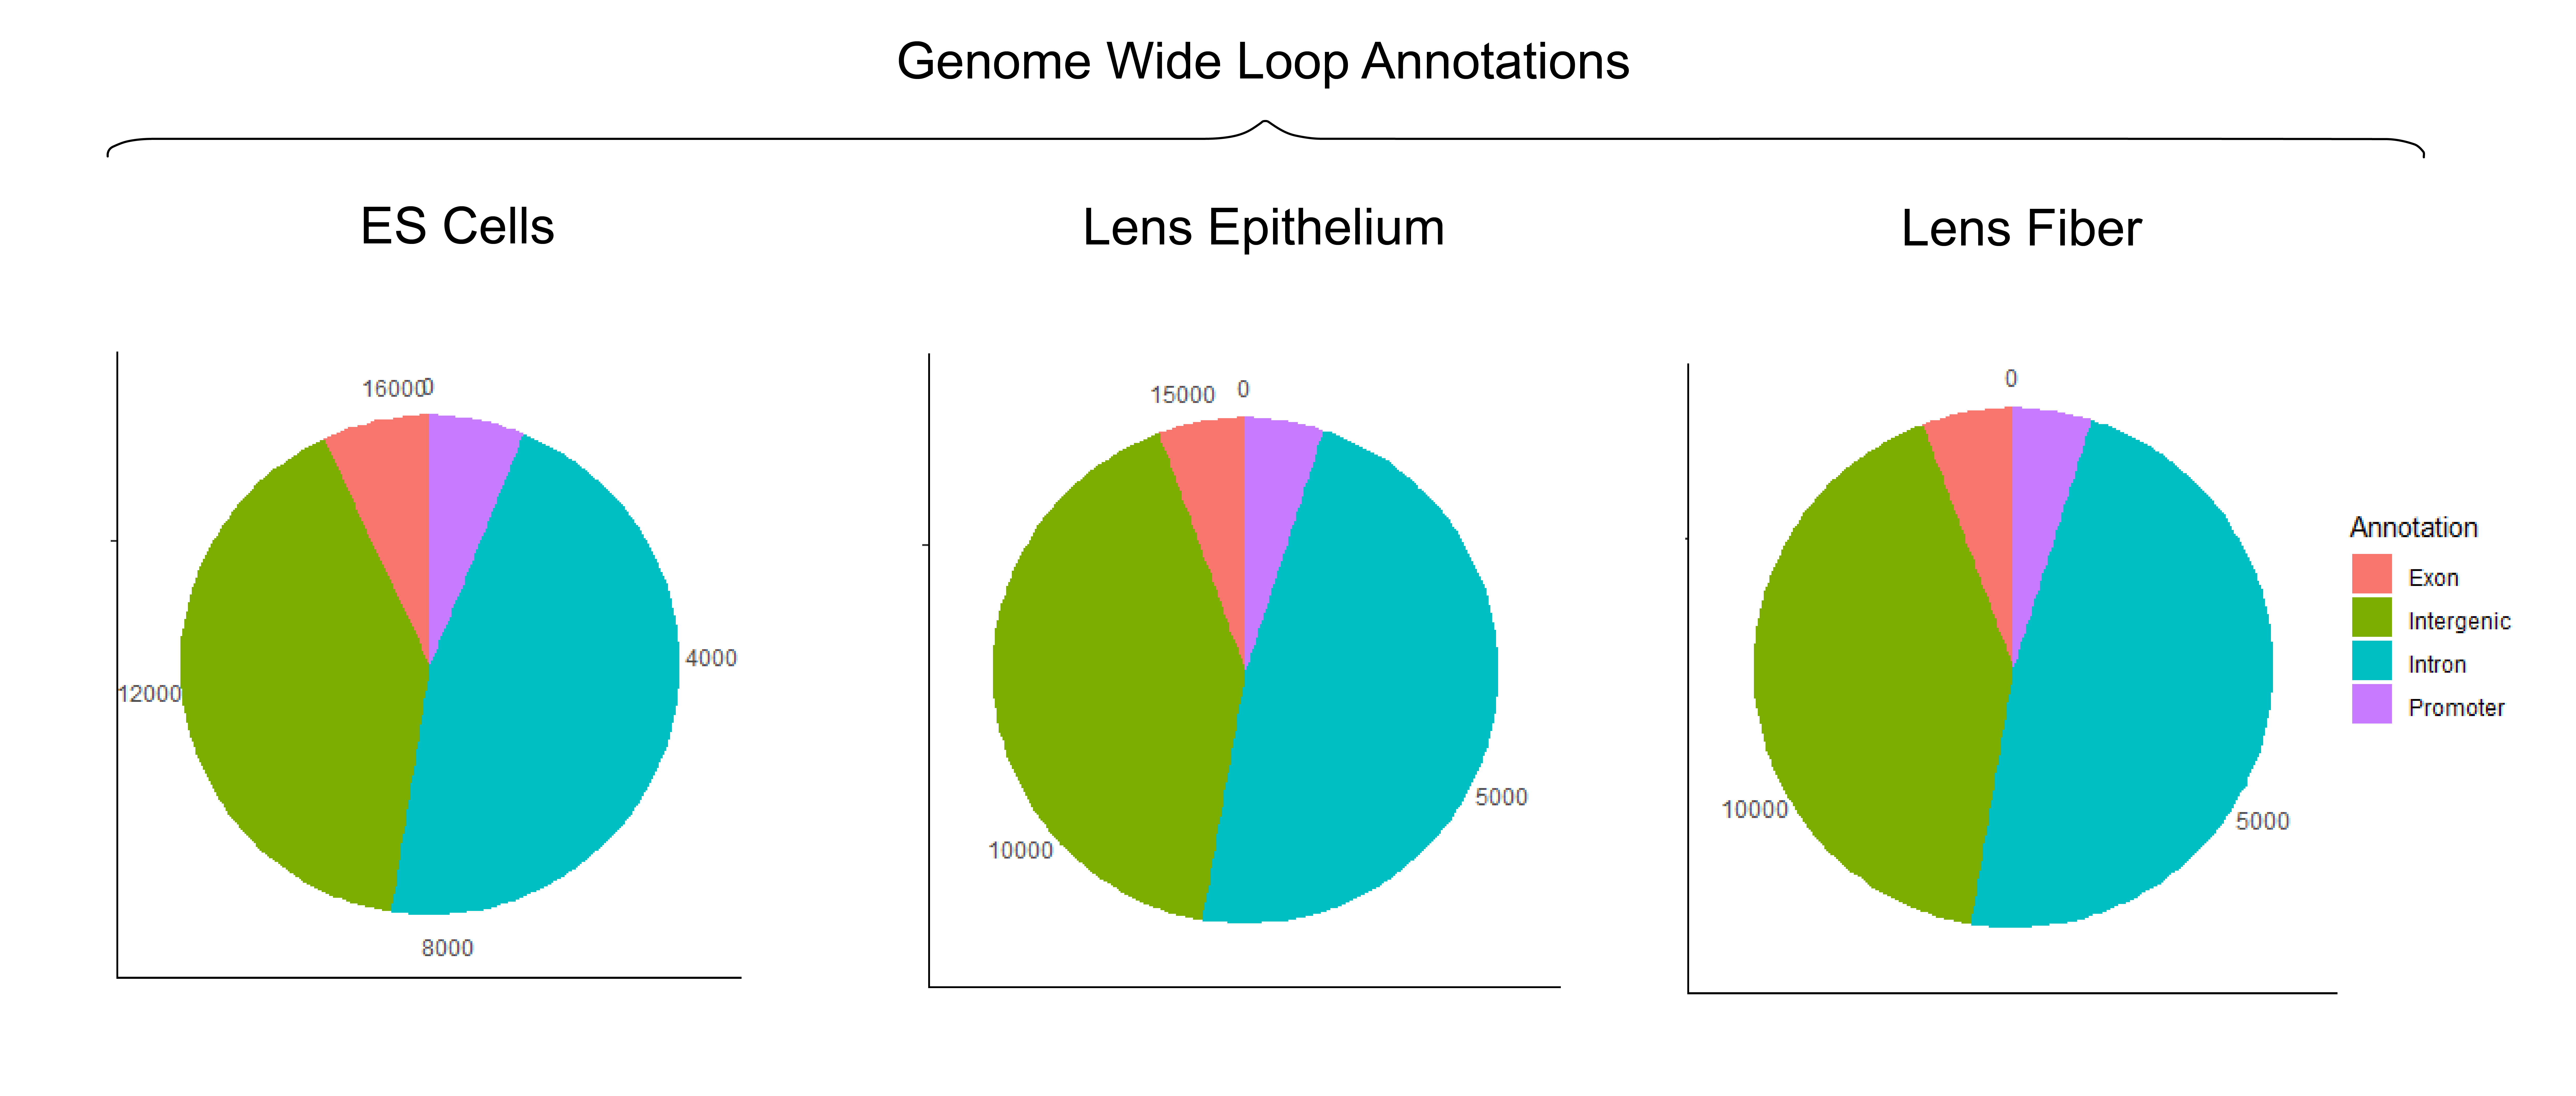

**Fig. S3: Genome-wide chromatin loop annotations.**

Loops anchors were annotated using HOMER annotate function to determine the proportion of loop anchors associated with gene structure. 

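Counting each distinct anchor once, the anchors outside genes numbered 6557 in ES cells, 6233 in lens epithelium and 6024 in lens fiber cells. These counts take an anchor by its midpoint and any annotated gene, coding or not.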

Overall proportions of genome wide chromatin loop annotations were similar between all three cell types examined. ES cells: exon = 1138, intergenic = 6618, intron = 7566, promoter = 1000. Lens epithelium: exon = 864, intergenic = 6481, intron = 7417, promoter = 776. Lens fiber cells: exon = 845, intergenic = 6210, intron = 7109, promoter = 722.

**Fig. S4: Expression levels of WAGR genes and lncRNAs.**

Expression data shown are for genes and lncRNAs within the ~1.1 Mb region (chr2:104879458-106021575) corresponding to human WAGR syndrome locus determined by RNA-seq in P0.5 lens epithelium and fiber cells [64]. Pax6 candidate auto-regulatory lncRNAs, Paupar and Pax6os1 [158, 159], show a reduction of expression to near zero. Ccdc73, Them7, Wt1, and Wt1os expression levels are nearly absent in lens cells. For transcriptional data, see Additional File 8: Table S3 and Additional File 9: Table S4. Significance bars denoted with asterisks: p ≤ 0.05, p ≤ 0.01 and p ≤ 0.001 denoted as *, **, *** respectively.

**Fig. S5: Gene expression levels encoding lens structural and regulatory proteins.**

Gene expression data (RNA-seq) of selected lens structural and regulatory proteins in lens epithelium and fiber cells of. Lens fiber cells show significant increase in expression of crystallin genes, all being expressed log2(FPKM) > 14. Genes encoding lens transcription factors Foxe3, Bmp7, Hif1a and Pax6 show a significant decrease in expression in lens fiber cells. These expression patterns show a shift in transcriptional output from regulatory proteins to key lens structural proteins during lens fiber cell differentiation. For transcriptional data, refer to Additional File 8: Table S3 and Additional File 9: Table S4. Significance bars denoted with asterisks: p ≤ 0.05, p ≤ 0.01 and p ≤ 0.001 denoted as *, **, *** respectively.

How the deposited data were processed for this re-analysis (not part of the article)

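Chromatin loops and TADs were taken from Hi-C of mouse ES cells, newborn lens epithelium and newborn lens fiber cells, and CTCF binding sites from ChIP-seq of both lens cell types. The authors aligned the Hi-C reads, merged both replicates of each cell type, called loops with HiCCUPS and called TADs with Arrowhead. In the deposited loop lists, the observed count of contacts in a loop is a raw number from the merged map, and the expected counts were made by HiCCUPS from the surroundings of the loop. The FDR of each loop is a q-value that the authors' run of HiCCUPS gave for the observed against the expected contacts. The authors called CTCF peaks with MACS2. For each deposited peak, MACS2 gave a fold enrichment over background, a score, and the −log10 of a p-value and a q-value.

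Starting from these lists, loop and TAD sizes, their numbers by chromosome, loops shared between cell types, the place of loops relative to TADs, CTCF peaks shared between lens epithelium and lens fiber cells, peaks at loop anchors and peaks in gene bodies were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9. A long-range loop was one above 3 Mb. Intervals are 95% intervals, by Wilson for shares, by 2000 bootstrap draws for means and medians and by the log method of Katz for ratios of shares. Circular shifts numbered 1000, and the random seed was 20240. Each computation was tested on simulated data with 2000 loops per check, and 12 of 12 checks gave the known answer. Each Hi-C list stands for 2 replicates merged by the authors, and each peak list for 1 sample. The depth of the Hi-C maps is the paper's own, and the depth of the ChIP-seq reads was not used here.

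A gene body ran between the ends of a protein-coding gene of at least 1 kb. Genes named in the text are those the paper names and the 10 genes with the largest excess of fiber over epithelium peak coverage, by a rule set before the data were examined. Outside this rule, other genes at loop anchors or TADs, and those at the sites with most anchors of long ES cell loops, were named after their values were seen. The gene table carries no strand and no exons, so that either end of a gene took the place of its promoter, from 1 kb outside to 100 bp inside, a choice made after the data were seen.

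Alternatives were tried for the comparisons between cell types and for the values behind them, but not for most counts by chromosome, at single loci and at the anchors of long loops. They took loops by anchor width (5, 10 or 25 kb), by FDR (below 0.01), by chromosome, in equal number or without those over 20 Mb. The limit for long loops was set to 2 or 5 Mb and the tolerance for shared loops to 25 kb, and loop size was also measured as the outer span. TADs were limited to at least 200 kb or to the outermost, and loops were set against the TAD list of each cell type. CTCF peaks were limited to a −log10 q above 3, to the stronger 50% of each list or to lists of equal size, and overlap was also counted by summits within 100 bp or as reciprocal overlap of at least 50%. Anchors were widened by 5 kb or each distinct one was counted once, and gene bodies were widened by 2 kb. Chosen after the data were seen were TADs of at least 300 kb, the inner gap of a loop and the rules for gene ends. Compartments, CTCF motifs, gene ontology, exons and introns, expression, whole-lens data, RNA polymerase II and CTCF signal between peaks were not analysed here. Some results that name withheld items are not reported here.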

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

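No test in this part was chosen only after its result was seen.

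CTCF peaks on the mitochondrial chromosome lie outside the sites the paper discusses and are listed for this reason, with no control list to test their number against. The epithelium list had 5 and the fiber list 5. Their fold enrichments ran from 1.48 to 1.80 in lens epithelium and from 1.55 to 3.15 in lens fiber cells, where the medians of the lists were 5.78 and 6.44. Of the fiber peaks, 4 overlapped an epithelium peak. Background from the many copies of mitochondrial DNA would put peaks at the same places in both lists, and so would sites of a bound protein, so that this count of 4 cannot decide between them. No biological explanation was tested.

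Peaks of the fiber list alone were found at gene ends more often than other peaks, a signal the paper did not report on. Of these peaks, 10.5% (9.93 to 11.0) lay within 500 bp of a gene end, against 4.77% of the shared peaks and 1.76% of the peaks of the epithelium list alone. Weak enrichment at open promoters would gather among the weaker peaks. The weaker and the stronger 50% of the fiber-alone peaks had shares of 9.99% and 10.9%, with a ratio of 0.913 (0.821 to 1.01), which leaves this explanation undecided. A change of CTCF binding between lens epithelium and lens fiber cells stays open and was not tested, since each cell type has 1 list.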

How the results depend on the processing

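Tests in this part that were chosen only after the result was seen are those with TADs of at least 300 kb, with the inner gap and with gene ends. For the 28 comparisons between cell types, 157 alternatives were computed. In 89 the value stayed within the 95% interval of the reported one or, for ratios of counts, which carry no interval, within 1.5 times of it. In 49 it moved further and in 19 the order of the cell types reversed, where a ratio whose reported interval reached 1 was not counted as reversed. The interval of the alternative itself was not used for this count. Some of the 19 therefore cannot be told from 1. Of the 498 alternatives for values of a single cell type, 257 stayed the same and 241 moved. No paired analysis was possible because each list pools its replicates and the lists carry no replicate numbers. The alternatives for CTCF motifs and for promoters with strand and exons were not run. Unless stated, ratios below are given for ES cells to lens epithelium and then for ES cells to lens fiber cells, and the cause was not tested.

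Among loops with 5 kb anchors, the order of the cell types reversed for the share above 3 Mb (0.415 and 0.439). The mean ratios were below 1, at 0.684 (0.390 to 1.19) and 0.535 (0.296 to 1.02), with intervals that reached 1. The median ratio to lens epithelium was 0.839. With 10 kb anchors, the medians reversed (1.22 and 1.16), and against lens epithelium the mean ratio was 1.08 and the ratio of long loops 2.76. With 25 kb anchors, the medians reversed (1.25 and 1.18), the mean ratios were 3.79 and 3.44, and the ratios of long loops 8.40 and 7.67. Loops above 2 Mb gave 2.09 and 1.92, and loops above 5 Mb 5.31 and 6.06. Leaving out loops over 20 Mb gave mean ratios of 1.24 and 1.19. With the outer span, the median ratio to lens epithelium was 0.836.

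For TADs of at least 200 kb, the median ratio was 1.18 for lens epithelium to ES cells. For lens epithelium to lens fiber cells it was 0.973 (0.926 to 1.00), with an interval that reached 1. For ES cells to lens fiber cells it was 0.824, where the reported ratio was 1.07 (1.00 to 1.12). The number ratio of ES cells to lens epithelium was 1.16. For TADs of at least 300 kb, the same medians gave 0.994 (0.956 to 1.05), 0.973 (0.925 to 1.01) and 0.978 (0.924 to 1.01). All of these intervals reached 1. The numbers reversed to 0.855 and 0.818. By construction these limits remove the smaller TADs.

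For inter-TAD loops, any overlap gave 6.02 and 2.28, the whole anchor 17.0 and 7.49, and the TAD lists of ES cells, lens epithelium and lens fiber cells gave 1.22 and 1.17, 2.73 and 2.19, and 2.03 and 1.93. For loops with no anchor in a TAD, ratios are given for lens epithelium to ES cells and then to lens fiber cells. The whole anchor gave 1.49 and 1.12, and the ES cell TAD list 1.10 and 1.01. The list of lens epithelium gave 0.975 and 0.997, and that of lens fiber cells 0.966 and 0.9996. Of these values below 1, only 0.966 (0.937 to 0.996) had an interval that did not reach 1. Any overlap gave 1.25 against lens fiber cells. Taking outermost TADs only cannot change this arrangement, by construction, so that its 4 ratios among the 89 show no stability.

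The ratio of loops shared with the other lens cell type to loops shared with ES cells became 1.59 and 1.64, for lens epithelium and lens fiber cells, when both anchors had to overlap, and 1.56 for lens epithelium with equal numbers of loops. The shared CTCF peaks made up 39.9% with reciprocal overlap, 39.4% by summits, 42.9% with a −log10 q above 3, 38.4% for the stronger 50% and 44.7% at equal list size. The ratio of lens fiber cells to lens epithelium for CTCF at both anchors, and that of lens epithelium to lens fiber cells for CTCF at no anchor, was 3.16 and 1.75 for the stronger 50%, 1.81 and 1.61 at equal list size, and 2.29 and 3.56 with widened anchors. The peaks of the other list reversed both, to 0.445 and 0.489. The latter ratio was 2.14 for loops with 5 kb anchors and 2.67 with 25 kb anchors. The ratio of genes with a peak fell to 1.14 at equal list size. With 1 list per cell type, the depth of the ChIP-seq limits every comparison of peak numbers.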

Differences from the paper's values

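No test is reported in this part, and the settings chosen only after the values were seen are named as such. In the first 2 paragraphs below, values count as different where one is more than 1.5 times the other, and a gap as closed where it is not.

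Inter-TAD loops numbered 45 in lens epithelium against the paper's 94, and 110 in lens fiber cells against the paper's 240. Among the alternatives set before the data were examined, counting an anchor on any overlap with a TAD closed the gap for both, with 89 and 225. The fiber TAD list closed it for lens epithelium, with 109. The ES cell TAD list gave 323 for lens fiber cells, which is above the paper's value by less than 1.5 times. The whole anchor and the other TAD lists did not close it, nor did the outermost TADs, which by construction give the same numbers. In ES cells the number was 415 against the paper's 560, and 566 on any overlap. On any overlap, the number with no anchor in a TAD in lens epithelium was 4463, as in the paper.

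CTCF peaks at both anchors were found in 15.7% of loops in lens epithelium against the paper's 7.15%, and in 39.1% in lens fiber cells against the paper's 17.2%. No peak at an anchor was found in 16.6% of loops in lens fiber cells against the paper's 38.1%. In lens epithelium it was 39.5% against the paper's 57.2%, which is within 1.5 times. Of the alternatives set before the data were examined, the stronger 50% of the peaks closed these gaps, with 5.97%, 18.8% and 34.0%, and for lens fiber cells so did the peaks of the other list, with 16.9% and 37.9%.

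The mean loop size of lens fiber cells was 597 kb against the paper's 581 kb, and the inner gap, chosen after the values were seen, gave 581 kb. By the inner gap the means were 976 kb in ES cells and 566 kb in lens epithelium against the paper's 989 and 582 kb, where the midpoints gave 988 and 581 kb.

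The legend of the TAD size panel lists the medians in an order that gives lens fiber cells the largest, as the cell types are listed there. Here the median was 335 kb in lens epithelium and 135 kb in lens fiber cells. The paper places promoter contacts of Bcl2 in lens fiber cells only. Here an anchor lay at a gene end of Bcl2 in 3 of 3 cell types. The paper lists Runx2, Pxn and Nipbl with promoter contacts, and Pax2 with such contacts in lens epithelium. Here 0 anchors lay at an end of these genes in the cell types named. Gene ends took the place of promoters, with no strand, and promoters inside a gene could not be seen. These values, with those of Bcl2, therefore cannot show a disagreement with the paper. The paper finds no TAD at Cryba4 and Crybb1. Here TADs of 180 kb in ES cells and 90 kb in lens fiber cells lay there. The paper finds no proximal loop at Tfap2a in lens fiber cells. Here a fiber loop of 150 kb was listed from 40840001 to 41000000. It had no anchor over the gene, so that it need not differ from the paper. The paper describes CTCF over Cryaa in lens fiber cells. Here 0 called peaks lay in the gene. The paper finds no large loop next to Foxe3. Here none was listed with an anchor over the gene in lens cells, and ES cells had loops of 520, 1040, 17150 and 25625 kb. Around Hif1a, the paper counts every fiber loop that lens epithelium lacks as unique to lens fiber cells. Here 5 were in no other list, and a further one, of 110 kb, was shared with ES cells.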

Other observations

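Tests in this part that were chosen only after the result was seen are all except those for background calls as all of the epithelium-alone peaks, missed sites, TADs below 200 kb and gene density, although the other peak list, the equal list size, the other TAD lists, the FDR limit and the anchor widths they use were planned as alternatives.

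A CTCF peak at both anchors was found in a larger share of loops in lens fiber cells than in lens epithelium. The peak list and not the loops may set this share, since with the same peak list the cell types differed by at most 1.16 percentage points of the 23.3 between them. The greater number of peaks in the fiber list is not enough, because at the size of the epithelium list the fiber share was still 28.4%. The peaks of the epithelium list alone are not all background calls, since at ES cell loop anchors they were 2.30 times as frequent as after shifts. Whether some of them are background calls stays open, because 13.9% lay there against 35.3% of the shared peaks, and bound sites away from anchors would give the same. Sites bound in lens epithelium but missed in its peak list stay open. Fiber-alone peaks lay at 33.1% in epithelium and 31.9% in fiber loop anchors, with a ratio of 1.04 (0.999 to 1.07). Whether CTCF binding differs between the cell types was not tested.

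The median TAD was larger in lens epithelium than in ES cells and lens fiber cells. A different share of small TADs goes with it, since 41.1% of TADs were below 200 kb in lens epithelium, 58.0% in lens fiber cells and 66.0% in ES cells. Below this limit the epithelium median was the smallest, at 90 kb against 105 kb in lens fiber cells and 110 kb in ES cells. Whether this share accounts for all of the difference stays open. Among TADs of at least 200 kb the largest median was 1.21 times the smallest, and of at least 300 kb, the end of a gap in the lens lists, 1.03 times, but these limits act on the size that is compared. Fewer long-range contacts in lens epithelium, 68.1% of those in ES cells by the paper's table, could lower the number of TADs called, and this stays open. Lens epithelium had 49.8% of the ES cell number of TADs. Lens fiber cells had 73.3% at 93.9% of the contacts.

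More inter-TAD loops were found in ES cells than in lens cells. The TAD list may be part of the cause, since the epithelium loops gave 323 against the ES cell TAD list and 45 against their own. The TAD list alone does not account for the difference, as with the same list for all loops the ratios of shares ran from 1.17 (1.01 to 1.34) to 2.73 (1.95 to 3.83). What sets the loops apart was not tested.

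More loops longer than 3 Mb were found in ES cells than in lens cells. Whether loops called with weak support account for it stays open. The smaller ratio was 3.49 with every FDR below 0.01, but this limit removed few long loops and could hardly change the ratio. It kept 297 of 315 in ES cells, 78 of 84 in lens epithelium and 76 of 82 in lens fiber cells. Another mix of calling resolutions does not account for the difference, with 7.67 among 25 kb loops, although 5 kb loops reversed the order. The total of long-range contacts in the paper's table differs less, since lens fiber cells had 93.9% of the ES cell contacts and 26.0% of the long loops. Contacts above 3 Mb were not counted here, so that more of them in ES cells stays open as an explanation. A difference between the cell types stays open and was not tested.

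Anchors of ES cell loops longer than 3 Mb lay at genes of developmental transcription factor families. Among 25 kb anchors over genes, 94 of 272 (34.6%) did so for longer loops and 76 of 2044 (3.72%) for others. The presence of a gene at the anchor does not account for this ratio of 9.29 (7.06 to 12.2), since all these anchors overlap genes. Gene density stays open, because the number of genes per anchor was not compared. In lens cells 0 of 41 and 0 of 42 such anchors did. The long loops of ES cells met at few places, with 51.1% of their anchors at 78 of 325 sites. The sites with most anchors were at Lmx1b with 9, and at Tfap2a, Lhx2 and Uncx with 8 each. These genes were chosen after their values were seen. Binding of other proteins there was not analysed here.

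Loops longer than 20 Mb numbered 103 in ES cells, 20 in lens epithelium and 18 in lens fiber cells, and held 46.5%, 25.6% and 24.7% of the total loop length. Chance calls in single maps do not account for the 13 fiber loops that had a partner in lens epithelium. A further 10 lens loops were in no other list, 7 in lens epithelium and 3 in lens fiber cells. They had 13 to 17 observed contacts, where 0.00332 to 0.359 were expected from their surroundings. These values argue against chance counts for these 10 loops, although loops were called on such values. Whether they are contacts of 1 cell type was not tested. A variant of the lens mice alone does not account for the 6 that were also in ES cells. For the 7 that were in both lens lists and not in ES cells it stays open. A difference of all samples from the reference assembly was not tested.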
